# Single-Cell Landscape of Transcriptional Heterogeneity and Cell Fate Decisions during Mouse Early Gastrulation

**DOI:** 10.1016/j.celrep.2017.07.009

**Published:** 2017-08-01

**Authors:** Hisham Mohammed, Irene Hernando-Herraez, Aurora Savino, Antonio Scialdone, Iain Macaulay, Carla Mulas, Tamir Chandra, Thierry Voet, Wendy Dean, Jennifer Nichols, John C. Marioni, Wolf Reik

**Keywords:** gastrulation, embryo, single-cell RNA-seq, epiblast, primitive endoderm, primitive streak, X-chromosome, transcriptional noise

## Abstract

The mouse inner cell mass (ICM) segregates into the epiblast and primitive endoderm (PrE) lineages coincident with implantation of the embryo. The epiblast subsequently undergoes considerable expansion of cell numbers prior to gastrulation. To investigate underlying regulatory principles, we performed systematic single-cell RNA sequencing (seq) of conceptuses from E3.5 to E6.5. The epiblast shows reactivation and subsequent inactivation of the X chromosome, with *Zfp57* expression associated with reactivation and inactivation together with other candidate regulators. At E6.5, the transition from epiblast to primitive streak is linked with decreased expression of polycomb subunits, suggesting a key regulatory role. Notably, our analyses suggest elevated transcriptional noise at E3.5 and within the non-committed epiblast at E6.5, coinciding with exit from pluripotency. By contrast, E6.5 primitive streak cells became highly synchronized and exhibit a shortened G1 cell-cycle phase, consistent with accelerated proliferation. Our study systematically charts transcriptional noise and uncovers molecular processes associated with early lineage decisions.

## Highlights

• A high-resolution scRNA-seq map of mouse from peri-implantation to early gastrulation
• Symmetry breaking genes and bivalent chromatin are linked to lineage fate at E4.5
• X chromosome inactivation correlates with *Rlim* and anticorrelates with *Dnmt3a* and *Zfp57*
• Polycomb targets are repressed in the E6.5 epiblast and activated in the primitive streak

## Introduction

The peri-implantation mouse embryo consists of the embryonic epiblast combined with two extra-embryonic layers: the trophectoderm and primitive endoderm (PrE). Implantation occurs at approximately embryonic day (E)4.5 and marks several key changes in the embryo (Tam and Loebel, 2007). The pluripotent epiblast dynamically changes post-implantation, developing into a transcriptionally distinct entity primed for differentiation (Boroviak et al., 2015, Nichols and Smith, 2009). This eventually leads to lineage specification at gastrulation, which is initiated by the formation of the primitive streak in a proximal-posterior position (Tam and Loebel, 2007).

Following blastocyst formation, an early milestone in embryonic development is the formation of the epiblast and PrE prior to implantation. This lineage commitment process is largely driven by signaling mechanisms, in particular the Fgf/Mapk signaling pathway (Feldman et al., 1995, Yamanaka et al., 2010). Modulating levels of Fgf directly determines lineage outcome (Kang et al., 2013, Nichols et al., 2009, Yamanaka et al., 2010). Single-cell transcriptome studies recently confirmed a role for Fgf signaling in driving acquisition of PrE identity (Ohnishi et al., 2014). The newly emerging epiblast undergoes a process of transcriptional rewiring and expansion in cell number before further lineage specification is initiated (Boroviak et al., 2015). During this process, the epiblast is subjected to coordinated signaling cues that establish axial polarity (Tam and Loebel, 2007). Wnt, Tgf-b, and Fgf signaling pathways are key drivers of patterning and differentiation, essential for both primitive streak formation and gastrulation (Camus et al., 2006, Conlon et al., 1994, Liu et al., 1999, Mesnard et al., 2006, Sun et al., 1999, Tam and Loebel, 2007, Winnier et al., 1995). Concomitantly, the PrE differentiates further to produce the visceral endoderm (VE), which overlies the epiblast. Regulatory signals from the VE also influence epiblast cell fate, particularly by promoting or antagonizing pathways, such as Wnt and Nodal signaling, in a regionally restricted manner to position and pattern the primitive streak and other embryonic sublineages (Dai et al., 2016, Stower and Srinivas, 2014, Yoon et al., 2015).

A prominent change during these critical stages is the process of X chromosome reactivation and subsequent inactivation in female embryos. The paternally inherited X chromosome, previously inactivated at the 2–4 cell stage, is reactivated in the epiblast during implantation. Subsequently, one of the two X chromosomes is randomly inactivated before the onset of gastrulation (Mak et al., 2004, Okamoto et al., 2004, Schulz and Heard, 2013). The non-coding RNA *Xist*, together with its various regulators, has a pivotal role in silencing the X chromosome (Brockdorff, 2011, Cerase et al., 2015). In vitro, pluripotency-associated transcription factors such as *Pou5f1*, *Nanog*, and *Sox2* are thought to play key roles in reactivation of the X chromosome, in part by downregulating *Xist* transcription (Minkovsky et al., 2012). Recent single-cell studies using embryonic stem cells (ESCs) and epiblast stem cells (EpiSCs) have provided new insights into this process, including the identification of genes potentially involved in X chromosome regulation (Chen et al., 2016). However, a complete single-cell transcriptomic characterization of this process in vivo is lacking. Single-cell analysis in human pre-implantation embryos indicates that X chromosome inactivation is achieved through dosage compensation (Petropoulos et al., 2016).

Single-cell transcriptome studies have been used to examine developmental trajectories and lineage specification in early mouse pre-implantation embryos (Deng et al., 2014, Kurimoto et al., 2006, Ohnishi et al., 2014, Shi et al., 2015) and post-implantation gastrulating embryos (Chen et al., 2016, Scialdone et al., 2016). Several principles underlying cell fate decision-making have been established, including the role of key transcription factor networks, cell signaling, cell position and movement, and mechanical forces (Tam and Loebel, 2007), yet how cells actually transition from one fate to another in vivo is unclear.

Interestingly, uncoordinated transcriptional heterogeneity or transcriptional noise has, on a few specific occasions, been observed to precede cell fate decisions. This heterogeneity has been proposed to aid symmetry breaking (Arias and Hayward, 2006, Eldar and Elowitz, 2010). However, how noise is generated or how precisely it helps symmetry breaking is unknown (Eldar and Elowitz, 2010). Early mouse blastomeres show stochastic transcription of the key transcription factors *Oct4* and *Cdx2*, which become lineage restricted in the inner cell mass (ICM) and trophectoderm, respectively (Dietrich and Hiiragi, 2007). Furthermore, specific PrE and epiblast genes have been shown to be co-expressed in cells within the E3.5 ICM before becoming restricted to specific cell types by E4.5 (Chazaud et al., 2006, Frankenberg et al., 2011, Kang et al., 2013, Morris et al., 2010, Ohnishi et al., 2014, Plusa et al., 2008). A systematic study of transcriptional noise in the developmental stages preceding gastrulation is, however, lacking.

Here, we study the regulatory landscape from peri-implantation to early gastrulation by performing single-cell RNA-sequencing (seq) of mouse embryos from E3.5 to E6.5. Our work provides insights into the exit from pluripotency and priming for differentiation, X chromosome reactivation and subsequent inactivation, and the emergence of regulatory networks associated with cell fate decisions. Our work also investigates transcriptional noise and its sources across the different stages and explores what potential consequences this might have for symmetry breaking and cell fate decision-making.

## Results

### Single-Cell Transcriptomics and Lineage Identification in E3.5, E4.5, E5.5, and E6.5 Embryos

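RNA from each picked cell was converted to cDNA, amplified and sequenced as paired reads of 100 bp. The authors trimmed the reads, aligned them with HISAT2 to the mouse genome build GRCm38 and counted primary alignments with a mapping quality of at least 20 on each gene with SeqMonk. They left out cells with fewer than 4000 detected genes or more than 10% mitochondrial reads, as well as trophoblast cells and wells with more cells than a pair. The deposited values are raw counts per gene and cell, without normalization, and 24483 gene rows on chromosomes 1 to 19 were analysed here. Total counts per cell ranged from 187196 to 1442116 (median 553935) in the 99 cells from 10 embryos at E3.5 and from 182338 to 2089903 (median 731949) in the 105 cells from 5 embryos at E4.5. They ranged from 120148 to 2347590 (median 788667) in the 267 cells from 9 embryos at E5.5 and from 66896 to 3792936 (median 673371.5) in the 250 cells from 13 embryos at E6.5. The median number of genes detected per cell was 6258 at E3.5, 7183 at E4.5, 6493 at E5.5 and 6791 at E6.5. Reads from amplified cDNA without molecular identifiers are not independent molecules, so the intervals and lower limits given for counts cover counting error only.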

We dissociated embryos into single cells and performed single-cell RNA-seq (scRNA-seq) of mouse pre-implantation ICM at E3.5 and epiblast and extra-embryonic endoderm at E4.5, E5.5, and E6.5. 

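The embryo was taken as the replicate, since cells of the same embryo share its library plate, its age and its genotype. Raw counts were summed over the cells of a class in each embryo, sums of at least 3 cells were compared between classes or stages with edgeR, and levels are given as counts per 1000000 (CPM) normalized by its TMM method. Distances between cells and shares of cells were computed within each embryo with at least 4 cells of the class and compared between embryos with exact two-sided permutation tests. The titles of the cells separate 37 embryos if 9 E3.5 cells whose titles give no embryo number are taken as 1 embryo, or 35 if also 2 embryos at E6.5 titled without a plate are taken to be the embryos with the same numbers on plate P1. At E6.5, 9 embryos were on plates P1, P2 and P3, 39 cells came from 2 embryos whose titles name no plate, and 82 cells came from 2 embryos titled E6.75, also with no plate name. The fewest genes detected in any cell were 4009.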

A total of 1,219 cells were manually isolated and sequenced from 32 embryos across all stages, from which 721 remained following filtering for data quality (see Experimental Procedures; Figures 1A and S1A). 128 of the cells were observed during picking to be doublets, but, importantly, including or excluding these samples did not alter our conclusions (Figure S1B). 

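Of the cells observed to be doublets, 9 were at E3.5, 38 at E4.5, 67 at E5.5 and 14 at E6.5, and their median total count was 679538.5, against 692626 in cells labelled single. Without them, the first and second principal components of the remaining 593 cells carried 4.49% and 3.57% of the variance. In embryos at E4.5, the genes past an adjusted p of 0.05 and a log2 fold change of 2 between PrE-like and epiblast-like cells were 737 without doublets and 806 with them, of which 536 were shared (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The share of cells with epiblast and PrE genes together was 64.3 percentage points higher at E3.5 than at E4.5 without doublets and 62.3 points higher with them. Among the results that changed without doublets were the variability of Klf4 at E3.5 relative to genes of similar mean, which turned from 0.284 to -0.0137 (log10 squared coefficient of variation), and the difference of cell-cycle gene distances between E6.5 and E5.5 epiblast-like cells, whose p fell under 0.05. At E4.5 the same measure of variability went from -0.0140 to -0.163 for Nanog and from 0.345 to 0.411 for Sall4, and the adjusted p of the rise of FGFR genes from E3.5 to E6.5 went from 0.0389 to 0.0670 (exact permutation tests with Benjamini-Hochberg adjustment). The FGFR difference itself was 0.25 with and without doublets, while the E3.5 embryos with enough cells fell from 10 to 8. The loss of doublets and the loss of embryos cannot be told apart there.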

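Principal components were computed from log2(CPM + 1) values of 17932 genes, centred and scaled, over all 721 cells. The first component carried 4.28% and the second 3.62% of the variance, and with CPM values in place of their logarithms they carried 3.03% and 2.17%, a setting chosen after the data were seen. Along the first component, the mean of embryo means was -47.4 ± 5.72 (SD, n = 10 embryos) at E3.5, -9.88 ± 5.15 (n = 5) in E4.5 PrE-like cells and -4.63 ± 2.91 (n = 5) in E4.5 epiblast-like cells. It was 2.01 ± 14.6 (n = 9) in E5.5 epiblast-like cells, 12.6 ± 20.5 (n = 13) in E6.5 epiblast-like cells and 43.2 ± 15.8 (n = 2) in primitive streak-like cells. Along the second component, E4.5 PrE-like cells lay at 32.8 ± 7.22 and E4.5 epiblast-like cells at 9.19 ± 1.81 (SD, n = 5 embryos each), with the lowest PrE-like embryo at 24.1 and the highest epiblast-like embryo at 11.3. E5.5 and E6.5 epiblast-like cells overlapped on both components, at -17.3 ± 12.8 (n = 9) and -16.8 ± 18.1 (n = 13) on the second.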

Transcriptomes derived from isolated cells were subjected to principal-component analysis (PCA) showing that the dataset separates by developmental stages and lineage, consistent with known marker-based lineage identities (Tam and Loebel, 2007) (Figures 1B and 1C).

**Figure 1:**
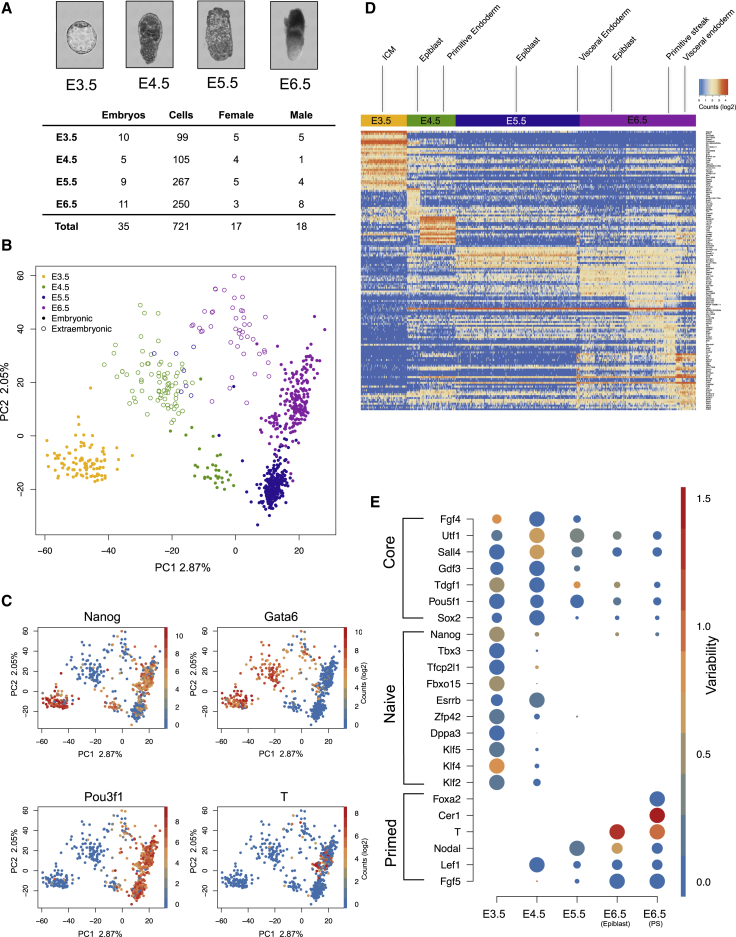
Single-Cell mRNA-Seq of E3.5, E4.5, E5.6, and E6.5 Mouse Embryos (A) Table listing number of embryos and cells, along with representative images of embryos used at each stage. (B) Principal-component analysis (PCA) of cells that passed the quality and filtering criteria. (C) PCA of all cells colored by gene expression levels (log2 of counts per million) of selected marker genes - *Nanog* (ICM/epiblast), *Gata6* (PrE/VE), *Pou3f1* (primed pluripotency), and *T* (primitive streak). (D) Heatmap showing key genes distinguishing cell clusters (SC3 analysis). (E) Gene expression levels and variability of pluripotency factors classified into primed, naïve, and core genes (using previous classifications; Boroviak et al., 2014). The size of each dot represents relative expression levels, while variability is shown by color.

To rigorously interrogate lineage identities and associated gene markers, we employed single-cell consensus clustering (SC3) (Kiselev et al., 2017) using all expressed genes, as well as subsets of non-coding RNAs and transcription factors (Figures 1D and S1C). This identified eight clusters of cells and associated marker gene sets, which distinguished embryonic and extra-embryonic cells and additionally identified four subclusters within the E6.5 embryo. 

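Clustering was repeated with steps written after SC3's, on genes detected in 6 to 94% of cells and without the 87 genes that the study names in its results, so that these genes did not make the clusters in which they are reported. Over all cells, 8 clusters were made, and each was named within a stage from a fixed set of marker genes. All 99 E3.5 cells fell in 1 cluster of their own. The 105 E4.5 cells divided into 82 PrE-like and 23 epiblast-like cells, and both classes were present in all 5 embryos. At E5.5, 259 cells were epiblast-like and 8 endoderm-like, and the latter included 5 of 5 cells labelled VE. The E6.5 cells were clustered alone into 5 clusters, the smallest number at which each class that a comparison needed had a named cluster. They comprised 43 endoderm-like cells, 25 primitive streak-like cells, 98 and 80 cells of a pair of epiblast-like classes, and 4 unnamed cells. Most E6.5 markers were picked by the study from these same cells. With Ward clustering of principal components, 83 of 105 cells at E4.5, 259 of 267 at E5.5 and 235 of 250 at E6.5 kept their class. At E5.5 it gave no endoderm-like class, and all 267 cells, the 5 labelled VE included, were epiblast-like. Over all cells at 8 clusters, 183 of 250 E6.5 cells kept their class and no cluster was primitive streak-like. From its clusters and their marker genes, the paper concludes that embryonic and extra-embryonic cells separate and that the E6.5 embryo holds distinct subclusters.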

Consistent with the PCA, E3.5 cells do not possess distinct lineage identities, as previously reported (Ohnishi et al., 2014). 

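The cluster with the 99 E3.5 cells contained no cell of another stage, and none of the 8 clusters divided the E3.5 cells into epiblast-like and PrE-like groups. The 10 embryos contributed between 3 and 28 cells each.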

Networks of genes including several known naive pluripotency markers are observed exclusively at this stage. 

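Between the 10 embryos at E3.5 and the epiblast-like cells of the 5 embryos at E4.5, 1219 of 13177 tested genes were lower at E4.5 and 1694 were higher, at an adjusted p of at most 0.05 and a log2 fold change over 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all stages in the same fit). With the plate as a batch term, 37 genes passed in both directions together, which was the largest change among 10 alternatives (37 to 3303), but the 2 stages have no plate in common, so that this fit rests on plate names that recur at E5.5 and E6.5 and can hardly part stage from plate. In 986 of the 13177 genes tested, 885 of them among the 2913 past the threshold, no embryo of either stage overlapped with the other stage, where chance alone gives 0.0666% of genes. Dppa3 fell from 4996 ± 954 CPM (SD, n = 10) at E3.5 to 261 ± 143 (n = 5) at E4.5, 57.3 ± 17.7 (n = 8) at E5.5 and 5.56 ± 5.11 (n = 12) at E6.5. Tfcp2l1 fell from 665 ± 196 CPM to 160 ± 88.9 and then to 2.32 ± 1.92 and 6.40 ± 11.8, and Fbxo15 from 659 ± 258 CPM to 64.3 ± 41.2, 0.914 ± 1.64 and 0.425 ± 0.911, in the same embryos. The genes with the largest drop from E3.5 to E4.5 were Trim43c, AC140240.1 and AC134841.1, for which no count was seen in the 5 E4.5 embryos and whose E3.5 levels were at least 1957-fold, 1479-fold and 1416-fold higher (against 3 counts over the E4.5 group). Trim43c belongs to a family of similar genes, between which the counting could have split reads.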

At E4.5, a clear separation of cells into the epiblast and PrE is observed and characterized by exclusive expression of known markers, such as *Nanog*, *Esrrb*, *Fgf4* (epiblast) and *Gata6*, *Pdgfra*, and *Sox17* (PrE) (Figure S1D). 

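Levels were compared between 5 sums of PrE-like cells (82 cells, 5089959 to 33239348 counts per embryo) and 5 sums of epiblast-like cells (23 cells, 1165967 to 4661464 counts), with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 10011 genes. Nanog, on chromosome 6 of GRCm38 from 122707489 to 122714633, was at 94.6 ± 50.2 CPM (SD, n = 5 embryos) in epiblast-like and 16.9 ± 14.6 in PrE-like cells, a log2 fold change of -2.48 (standard error 0.62, adjusted p = 0.0140), and 4 of 5 epiblast-like sums were above every PrE-like sum. Esrrb (log2 fold change -3.31, standard error 0.54, adjusted p = 8.89e-04 in the same test) and Fgf4 (-3.74, standard error 0.42, adjusted p = 5.98e-05) were higher in every epiblast-like sum than in every PrE-like sum. Gata6 was at 177 ± 42.5 CPM in PrE-like and 2.70 ± 3.76 in epiblast-like cells, with no count in 3 of 5 epiblast-like sums (log2 fold change 5.89, standard error 0.85, adjusted p = 3.43e-04, same test). Sox17 was at 121 ± 49.3 CPM in PrE-like and 4.23 ± 5.08 in epiblast-like cells (log2 fold change 5.02, standard error 0.90, adjusted p = 0.00162, same test). Pdgfra, on chromosome 5 from 75152292 to 75198215, was at 206 ± 39.0 CPM in PrE-like cells and had no count in the 5 epiblast-like sums, so that it was at least 1058-fold higher (against 3 counts over the group; adjusted p = 9.86e-07, same test). In single cells, Nanog reached 10 CPM in 10 of 82 PrE-like cells (12.2%, 95% exact binomial interval 6.01 to 21.3%, counting error only) and Gata6 in 2 of 23 epiblast-like cells (8.70%, interval 1.07 to 28.0%). Over 9 alternatives the log2 fold change of Nanog lay between -6.66 and -2.39, with an adjusted p at most 0.05 in 7 of them (range 3.63e-04 to 0.983).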

The E5.5 epiblast cells cluster separately from E4.5 epiblast cells and possess reduced *Nanog* expression, while gaining primed pluripotency markers such as *Pou3f1*. 

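Between E4.5 and E5.5 epiblast-like cells, 886 of 13177 genes passed an adjusted p of 0.05 and a log2 fold change of 1, of which 510 were higher at E5.5 and 376 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The clusters over all cells did not part the stages on their own, since the 20 and 3 E4.5 epiblast-like cells shared 2 clusters with 142 and 91 E5.5 epiblast-like cells, and the stage label was used to separate them. Nanog was at 91.7 ± 48.4 CPM (SD, n = 5 embryos) at E4.5 and 10.4 ± 4.48 (n = 8) at E5.5, a log2 fold change of -3.13 (standard error 0.58, adjusted p = 4.69e-04 in the same test), with every E4.5 embryo above every E5.5 embryo. Pou3f1 rose from 21.7 ± 23.1 CPM to 118 ± 22.5 (log2 fold change 2.47, standard error 0.90, adjusted p = 0.0888 in the same test). All 8 E5.5 embryos had more Pou3f1 than all 5 E4.5 embryos, although the adjusted p was over 0.05, and over 10 alternatives it ranged from 0.0290 to 0.930. The genes with the largest rise and no count at E4.5 were Psmb8, Cd276 and Enpp2, at least 450.04-fold, 359-fold and 290.4-fold higher at E5.5 (against 3 counts over the E4.5 group).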

Cells within the E5.5 epiblast do not show any apparent substructure. 

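The 259 E5.5 epiblast-like cells fell in clusters of 142, 91 and 26 cells. Cells of all 4 plates were present in the clusters of 142 and 91 cells. In the cluster of 26 cells, 24 were labelled double. Of these 26 cells, 11 came from embryo 9, the only embryo on its plate, and all 11 were labelled double, while 0 of the 15 single cells of that embryo were in the cluster. Of the doublets of other embryos, 13 of 43 (30.2%) were in it. T was at 0.130 ± 0.203 CPM (SD, n = 8 embryos) in the E5.5 epiblast-like sums, with no count in 5 of 8, and Cer1 had no count in any of them.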

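The clusters of E6.5 cells followed the library plates. All 98 cells of the class carrying the study's epiblast 1 markers of Table S1 were on plates P1 to P3 (9 embryos), and all 80 cells of the class carrying its epiblast 2 markers had no plate name (4 embryos), 72 of them titled E6.75 and 53 of them from a single embryo. Of the 25 primitive streak-like cells, 24 came from 1 embryo with no plate name and 1 from another. The 43 endoderm-like cells came from 12 embryos, 30 of them on plates P1 to P3 and 13 without a plate name. Plate and epiblast class cannot be told apart in these cells, since no batch holds both epiblast-like classes.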

Finally, cells from the E6.5 embryo cluster into four groups corresponding to the VE, a primitive streak population and two subclusters of non-committed epiblast cells (epiblast 1 and epiblast 2). 

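The primitive streak-like class had a single embryo with at least 3 cells, whose 24 cells carried 15651428 counts, and it was compared with the epiblast-like cells of 12 embryos (176 cells, 1476466 to 31226320 counts per embryo). The test assumes that this lone sum varies like the epiblast-like sums, and a permutation test of 1 embryo against 12 cannot give a two-sided p under 0.0769. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 6 of 14856 genes passed an adjusted p of 0.05 and a log2 fold change of 1 (Mesp2, and Fgf3, Dll1, Aplnr, Klhl6 and Plxna4, chosen after their values were seen), all higher in the streak, and 329 had an unadjusted p under 0.05. With DESeq2, 1 gene passed, which was none of these and lower in the streak. With sums of at least 1 cell, which gave 2 streak-like sums, 6 genes passed and 0 of them were among these. T, on chromosome 17 of GRCm38 from 8434423 to 8442496, was at 106 CPM in the streak-like sum and 7.67 ± 13.4 (SD, n = 12 embryos) in epiblast-like sums, a log2 fold change of 3.77 (standard error 2.06, adjusted p = 1.00 in the same test). Mesp1, on chromosome 7 from 79792241 to 79793788, was at 320 CPM against 1.93 ± 4.65 (log2 fold change 7.29, standard error 1.65, adjusted p = 0.2305 in the same test). Snai1 was at 88.8 CPM against 2.17 ± 3.06, Lef1 at 115 against 45.2 ± 21.3, and Evx1 at 36.3 against 5.59 ± 6.63. For each of these 5 genes, the streak-like sum was above all 12 epiblast-like sums. Of the 18 genes that the study names for the streak, 1 passed over all genes tested and 3 passed when adjusted over the list alone (Mesp1, Mesp2 and Snai1), which is not independent evidence because the study chose the list on these cells.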

The primitive streak is identified by high *T* expression in addition to the presence of *Snai1*, *Lef1*, *Evx1*, and *Mesp1*. 

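Greb1 was at 64.0 CPM in the primitive streak-like sum and 32.5 ± 30.1 (SD, n = 12 embryos) in the epiblast-like sums, of which 10 were below the streak (log2 fold change 0.99, standard error 1.14). Ncoa5 was at 53.3 CPM against 19.2 ± 12.5 (log2 fold change 1.47, standard error 1.29) and H2afy2 at 39.2 CPM against 12.2 ± 10.6 (log2 fold change 1.69, standard error 1.29), both above all 12 epiblast-like sums. Eid1 was at 57.1 CPM against 56.1 ± 27.2, a log2 fold change of 0.02 (standard error 0.78), with 7 epiblast-like sums below the streak and 5 above it. The sign of the Eid1 change was reversed in some settings, with values from -0.40 to 0.70 over 11 alternatives, and against the 4 epiblast-like sums without a plate name, a comparison chosen after the data were seen, it was 0.70 with the streak above all 4. The adjusted p of each of these 4 genes was 1.00 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).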

We also identify several additional markers for the streak including *Greb1*, *Ncoa5*, *Eid1*, and *H2afy2*. A list of lineage-specific genes can be found in Table S1, along with differential expression of lineages in Table S2. Gene pathway analyses indicate an increasing role for signaling pathways such as Wnt, Bmp, Fgf, and Nodal during development, with the primitive streak population exhibiting high pathway activity (see Experimental Procedures; Figure S1E).

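Mean log2(CPM + 1) levels were computed for the genes of each pathway of Table S1 in each embryo (247 genes for FGFR, 19 for BMP, 26 for Wnt and 10 for Nodal). Wnt genes rose from 0.51 ± 0.14 (SD, n = 10 embryos) at E3.5 to 0.92 ± 0.25 (n = 5) in E4.5, 1.29 ± 0.16 (n = 8) in E5.5 and 1.4998 ± 0.35 (n = 12) in E6.5 epiblast-like cells. BMP genes were at 2.12 ± 0.18, 2.93 ± 0.36, 2.87 ± 0.17 and 3.35 ± 0.42, and Nodal genes at 1.48 ± 0.20, 2.08 ± 0.52, 2.42 ± 0.26 and 2.32 ± 0.70 in the same embryos. FGFR genes were at 1.98 ± 0.12, 2.27 ± 0.07, 2.16 ± 0.13 and 2.23 ± 0.34, and within E6.5 at 2.02 ± 0.15 on plates P1 to P3 (n = 8) and 2.66 ± 0.11 without a plate name (n = 4). From E3.5 to E6.5 the difference was 1.23 for BMP and 0.99 for Wnt (adjusted p = 6.19e-06 for both, all 12 E6.5 embryos above all E3.5 embryos), 0.83 for Nodal (adjusted p = 0.00136, 6 of 12) and 0.25 for FGFR (adjusted p = 0.0389, 7 of 12; exact permutation tests, two-sided, Benjamini-Hochberg adjustment over the 4 pathways). For FGFR, 2 of 5 alternatives gave an adjusted p over 0.05 (0.0670 without doublets and 0.0799 with Ward classes), with differences of 0.09 to 0.33. Within E6.5, epiblast-like cells without a plate name were above those of plates P1 to P3 in all pathways, at 1.95 ± 0.07 (n = 4) against 1.27 ± 0.12 (n = 8) for Wnt and 3.17 ± 0.31 against 1.89 ± 0.33 for Nodal. At equal depth the former also had more genes detected (embryo medians 7633 to 8553) than the latter (4991 to 6081.5), and streak-like cells had the most (9339). Whether the number of genes detected plays a part in these pathway levels was not tested. The primitive streak-like embryo was at 3.03 for FGFR, 2.75 for Wnt and 4.49 for Nodal, above all 12 epiblast-like embryos (p = 0.0769, exact permutation test, two-sided, the smallest p that 1 embryo against 12 allows). For BMP it was at 3.70, with 4 epiblast-like embryos above it (p = 0.615, exact permutation test, two-sided).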

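Of 10 naive pluripotency genes (Nanog, Tbx3, Tfcp2l1, Fbxo15, Esrrb, Zfp42, Dppa3, Klf5, Klf4 and Klf2), 9 were lower in the epiblast-like cells of the 5 E4.5 embryos than in the 10 E3.5 embryos. The log2 fold changes of these 9 lay between -4.25 for Dppa3 and -1.22 for Klf2, and 6 had an adjusted p at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fbxo15 fell by 3.36 on the log2 scale (adjusted p = 0.00674, same test) and Klf5 by 2.18 (adjusted p = 0.0182), with all 10 E3.5 embryos above all 5 E4.5 embryos for both. Tbx3 and Tfcp2l1 were higher in every E3.5 embryo than in every E4.5 embryo (log2 fold changes -2.80 and -2.06), with an adjusted p of 0.0540 and 0.0857 in the same test. Nanog was at 312 ± 203 CPM (SD, n = 10) at E3.5 (log2 fold change -1.77, adjusted p = 0.0285, same test), where 8 of 10 embryos were above all E4.5 embryos. Esrrb was the exception, at 69.6 ± 31.5 CPM at E3.5 and 106 ± 31.1 at E4.5 (log2 fold change 0.61, standard error 1.16, adjusted p = 0.771, same test).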

In terms of charting pluripotency across the stages, E3.5 exhibits the highest levels of naive pluripotency followed by E4.5. At E5.5 and E6.5, embryos no longer express naive factors and switch to primed pluripotency markers (Figure 1E) (Boroviak et al., 2015). 

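From E4.5 to E5.5 all 10 naive genes fell, 9 of them with an adjusted p at most 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in those 9 every E4.5 embryo (n = 5) was above every E5.5 embryo (n = 8). Zfp42 was the exception, with 95.7 ± 41.3 CPM at E4.5 and 33.98 ± 16.2 at E5.5 (log2 fold change -1.49, standard error 0.62, adjusted p = 0.143, same test). Klf5 fell from 120.0 ± 46.7 CPM to 3.35 ± 2.59 and Esrrb to 0.995 ± 2.19 CPM. Among primed genes, Fgf5 had no count in the 10 E3.5 embryos and was at 17.2 ± 36.3 CPM at E4.5, 57.7 ± 8.41 at E5.5 and 165 ± 49.2 (n = 12) at E6.5. It was at least 336-fold higher at E4.5 than at E3.5 (against 3 counts over the E3.5 group), although 3 of 5 E4.5 embryos had no count and 1 embryo carried most of the level. Pou3f1 was at 116 ± 51.8 CPM at E6.5, close to its E5.5 level (log2 fold change -0.02, standard error 0.64). Among core genes, Pou5f1 was at 1824 ± 353, 1586 ± 448, 1610.5 ± 187 and 668 ± 429 CPM from E3.5 to E6.5.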

E4.5, E5.5, and E6.5 epiblast cells show remarkable differences in their expression of pluripotency components, while maintaining a relative lack of evident differentiation, which potentially suggests a shift toward a “formative” state of pluripotency prior to differentiation (Kalkan and Smith, 2014). Interestingly, we found that many of these markers are not homogenously expressed in the embryos. For example, at E3.5, *Klf4* and *Fgf4* are variably expressed as are *Nanog*, *Sall4*, and *Utf1* at E4.5 and *T* and *Cer1* at E6.5 (Figure 1E).

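Variability was measured as the distance of a gene's log10 squared coefficient of variation to the running median over genes of similar mean, and as its percentile among the ranked genes. At E3.5 (99 cells), Klf4 was at 0.284 (91.4 percentile, jackknife standard error over embryos 0.224) and Fgf4 at 0.411 (96.4 percentile, standard error 0.0855). In the 23 E4.5 epiblast-like cells, Sall4 was at 0.345 (percentile 94.7, standard error 0.0290) and Utf1 at 0.327 (percentile 93.96, standard error 0.143). Nanog was at -0.0140 (percentile 46.5, standard error 0.122) in the same cells, so that its spread was that of other genes of its mean. At E6.5, over epiblast-like and primitive streak-like cells together (203 cells), T was at 0.319 (percentile 91.2, standard error 0.182) and Cer1 at 0.475 (percentile 96.1, standard error 0.349). Within the 178 epiblast-like cells alone, T was at 0.212 (percentile 84.4) and Cer1 at 0.0778 (percentile 66.2). Without doublets Klf4 was at -0.0137 (percentile 46.0), so that its place above the median rested on cells labelled double.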

### Reactivation and Subsequent Inactivation of the X Chromosome

The presence of multiple embryos of both sexes enabled us to investigate potential gender-based differences in early development. In particular, the process of reactivation and subsequent inactivation of the female X chromosome was investigated in detail. Gender was assigned to each embryo by measuring the expression of genes on the Y chromosome (see Experimental Procedures; Figure S2). Comparison of gene expression ratios between males and females from the X chromosome and autosomes reveals increased X chromosome expression in females starting at E3.5 (Figure 2A). This difference is more noticeable at E4.5 and E5.5, where both X chromosomes become fully activated. Inactivation of the X chromosome is initiated at E5.5, and by E6.5, X chromosome expression levels in female embryos were reduced to levels comparable to those of other chromosomes. Analysis of X chromosome expression relative to autosomes at the single-cell level reveals the heterogeneous nature of this process within a given stage (Figure 2B). Additionally, transcriptome data at the single-cell level allows separation of embryonic and extra-embryonic cells: extra-embryonic endoderm cells do not reactivate the paternal X chromosome (Kobayashi et al., 2016), and, thus, both male and female cells express similar levels of X chromosome genes.

**Figure 2:**
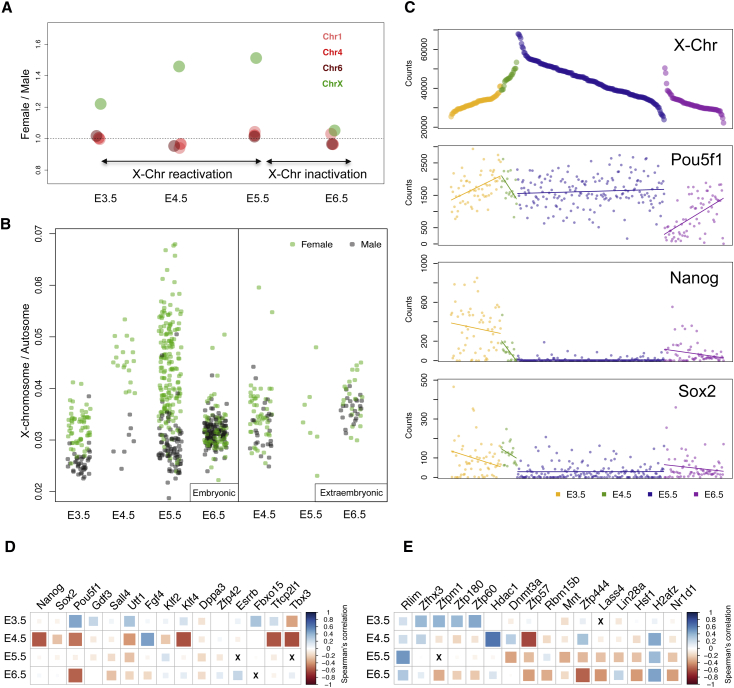
Dynamics of X Chromosome Reactivation and Silencing (A) Ratio of gene expression (median) between female and male embryos for the X chromosome and chromosomes 1, 4, and 6. (B) Total expression levels of the X chromosome visualized at a single-cell level. The y axis represents the proportion of X chromosome counts relative to all other chromosomes. (C) Overall X chromosome expression levels plotted across all stages. The matched expression levels for *Pou5f1*, *Nanog*, and *Sox2* are also plotted underneath. (D) Plot representing pluripotency genes correlating or anticorrelating with X chromosome expression at each stage. Spearman’s correlation coefficient is represented by color and size. (E) Plot representing selected genes correlating or anticorrelating with X chromosome expression at each stage. The X represents absence of expression.

Consequently, we explored the correlation between gene expression levels and X chromosome activation status in the embryonic lineage to identify genes associated with this process and to characterize the relationship with known regulators. The pluripotency factors Pou5f1, Nanog, and Sox2 are thought to be key regulators of X reactivation (Donohoe et al., 2009, Navarro et al., 2008). Consistent with this, we found (Figure 2C) that X chromosome reactivation is positively correlated with *Pou5f1* expression levels at E3.5 (Spearman correlation = 0.45), albeit, the result is not significant after correcting for multiple testing (Table S3). Counter-intuitively, *Pou5f1* was negatively correlated with X chromosome levels after inactivation (Spearman correlation = −0.54, adjusted p = 9.75 × 10^−05^). However, since cells in the primitive streak express higher *Pou5f1* levels, this association may reflect lineage-based expression differences rather than X chromosome inactivation. In contrast, *Nanog* and *Sox2* show no clear correlation with either the reactivation or inactivation process. In addition to evaluating the roles of known pluripotency regulators, several other candidates were identified (Figures 2D and 2E). 

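Pou5f1 was at 1210.1 CPM in the primitive streak-like sum (1 embryo) and 648 ± 404 (SD, n = 12 embryos) in epiblast-like sums, a log2 fold change of 0.90 (standard error 0.65, adjusted p = 1.00, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which assumes that the lone sum varies like the others). It was above 10 of the 12 epiblast-like sums. The 8 epiblast-like sums of plates P1 to P3 were at 433 ± 154 CPM and the 4 without a plate name, like the streak-like cells, at 1079 ± 413. Against the latter alone, a comparison chosen after the data were seen, the log2 fold change was 0.17 (standard error 0.38), with 2 of 4 sums above the streak. In the embryo that gave the streak-like sum, the epiblast-like cells were at 1565 CPM.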

The top 100 genes identified as being associated (positively or negatively correlated) with reactivation include the *Pou5f1* interacting transcription factor *Zfhx3* and several zinc-finger proteins such as *Zfpm1*, *Zfp180*, and *Zfp60* (Table S3).

X inactivation analysis was performed at E5.5, as the process of inactivation begins at this stage and the analysis can therefore reveal potential drivers of inactivation. Among the top genes associated with X chromosome inactivation at E5.5 were the DNA methyltransferase *Dnmt3a* (Spearman correlation = −0.35, adjusted p = 0.0006) and the transcriptional repressor *Zfp57* (Spearman correlation = −0.27, adjusted p = 0.02). *Dnmt3a* and *Zfp57* have been shown to interact with each other, and *Dnmt3a* has been shown to regulate *Xist* expression (Quenneville et al., 2011). It is particularly noteworthy that *Zfp57* expression is negatively correlated with X chromosome levels at both X reactivation (Spearman correlation = −0.62) and X inactivation. Inactivation is furthermore correlated with several other genes including chromatin and transcription regulators such as *Mnt*, *Zfp444*, *Lass4*, *Lin28a*, *Hsf1, H2afz*, and *Nr1d1* (Table S3). The heat-shock transcription factor *Hsf1* has been previously implicated in inactivating X and Y chromosomes during meiotic repression in spermatogenesis (Akerfelt et al., 2010), as has the histone *H2afz* substitution on the X chromosome (Sin et al., 2012), suggesting a role for these proteins in X chromosome inactivation. X-inactivation at E5.5 was also correlated with a decrease in expression of *Rlim*, a ubiquitin ligase that has been previously implicated in regulating X chromosome inactivation (Shin et al., 2010).

### Systematic Assessment of Transcriptional Noise across Early Development

Transcriptional heterogeneity within a tissue may indicate the presence of coordinated transcriptional networks associated with the presence of different cell types. By contrast, transcriptional variability occurring in the absence of cell-type substructure indicates the existence of uncoordinated transcriptional heterogeneity or transcriptional noise. We explored approaches to quantifying global levels of transcriptional noise across the different stages of embryo development, focusing on the embryonic lineage. We selected homogeneous cell populations as a first step. Epiblast cells from E3.5 to E5.5 do not show any substructure, however, at E6.5, cells start to differentiate into the primitive streak. To ensure that transcriptional heterogeneity is not driven by the presence of cell subpopulations, we separated E6.5 primitive streak cells and E6.5 epiblast cells. We specifically selected cells from the uncommitted anterior epiblast by estimating their most likely original position in the embryo using the transcriptomic profile of the four quadrants of the E6.5 epiblast (anterior-proximal, anterior-distal, posterior-distal, and posterior-proximal) (Wu et al., 2015).

The measure of transcriptional noise used here is based on pairwise cell-cell distances (d) (see Experimental Procedures). As noise levels increase, cells become more dispersed in the high-dimensional gene expression space, thus increasing the average pairwise distance. By contrast, when noise levels decrease, cells tend to be more similar to each other and d decreases (Figure 3A). The results suggest that transcriptional noise is higher (p < 0.0001) in the uncommitted ICM at E3.5 than in the committed epiblast at E4.5 (Figure 3B). 

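Distances d between cells were computed within embryos over the 500 most variable genes of each class with a mean of at least 10 CPM, after a batch correction by plate within the class (ComBat), and the embryo's median was the unit of comparison. The median distance was 0.4997 ± 0.0151 (SD, n = 6 embryos, range 0.483 to 0.516) at E3.5 and 0.426 ± 0.00339 (n = 4, range 0.423 to 0.431) in E4.5 epiblast-like cells. The difference of 0.0734 had p = 0.00476 (exact permutation test, two-sided), the smallest p that 6 embryos against 4 allow. By plate, the E3.5 means were 0.483 and 0.495 for plates with 1 embryo each and 0.505 for the plate with 4, all above the E4.5 embryos of both E4.5 plates. Without the batch correction, the difference was 0.00710 (p = 0.8286, exact permutation test), the alternative that moved it most, and with equal numbers of cells it was 0.0534 (p = 0.0667, the smallest p that 2 embryos against 4 allow in that exact test). From this difference and that in the primitive streak, the paper proposes that commitment to a lineage comes with a decline in transcriptional noise.

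**Figure D1:**
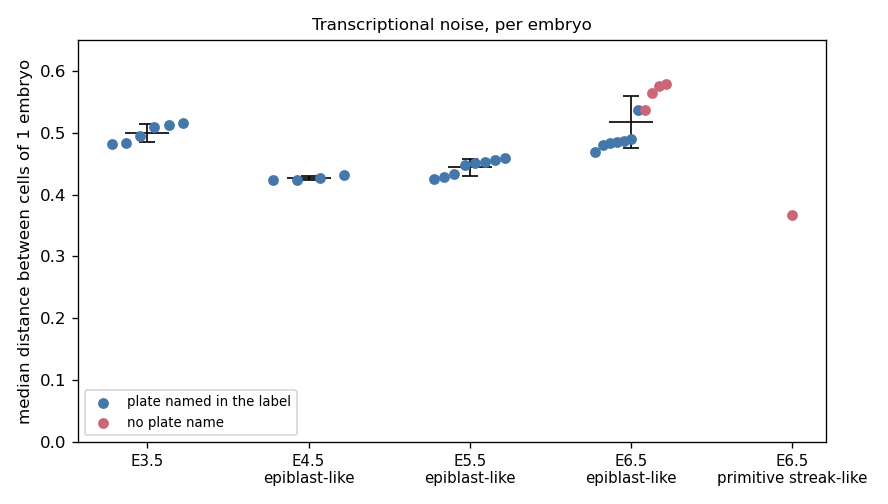
Median distance d between the cells of an embryo (no unit, y axis) by class (x axis), with 1 point per embryo and the mean and SD of embryos. The E4.5 points lie between 0.423 and 0.431, below all E3.5 points, and the single primitive streak-like embryo lies at 0.367.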

We also observed a decrease in noise within the primitive streak, further suggesting that lineage differentiation may be accompanied by a decline in transcriptional noise. 

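In the primitive streak-like cells, the only embryo with at least 4 cells had a median distance of 0.367, below all 11 epiblast-like embryos (0.517 ± 0.0421, SD, range 0.469 to 0.578). The difference of -0.150 had p = 0.0833 (exact permutation test, two-sided), the smallest p that 1 embryo against 11 allows, so this design cannot reach p under 0.05. Over 15 alternatives the difference stayed below 0, between -0.188 and -0.0519. The smallest difference was that to the 4 epiblast-like embryos without a plate name, 2 of them titled E6.75 (a comparison chosen after the data were seen; p = 0.20, exact permutation test, the smallest that 1 embryo against 4 allows). At equal depth, streak-like cells had a median of 9339 detected genes, more than any epiblast-like embryo (4991 to 8553).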

Interestingly, we observed an increase of transcriptional noise in the uncommitted epiblast at E6.5 in comparison to the E5.5 epiblast, coinciding with the exit from pluripotency. 

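E6.5 epiblast-like cells had a mean of embryo medians of 0.517 (n = 11 embryos) and E5.5 epiblast-like cells 0.444 ± 0.0133 (SD, n = 8, range 0.425 to 0.459). The difference of 0.0728 had p = 2.65e-04 (exact permutation test, two-sided), and every E6.5 embryo was above every E5.5 embryo. The E6.5 class here is wider than the study's, since cells were not selected for an anterior position. The 500 variable genes of the 2 classes shared 70, and with the same genes for both classes the difference was -0.0184 (p = 0.0129, exact permutation test), a reversed direction. It was 0.0799 with the E6.5 cells of plates P1 to P3 alone (p = 1.55e-04, exact permutation test) and -0.0250 with the E6.5 cells without a plate name alone (p = 0.0505, exact permutation test), both chosen after the data were seen.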

Importantly, our findings were consistent across the different batches that correspond to different litters, giving confidence in the method and biological origin of this finding (Figures S3A and S3B). 

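By plate, the mean of embryo medians in E6.5 epiblast-like cells was 0.536 on plate P1 (1 embryo), 0.483 on P2 (3 embryos), 0.481 on P3 (3 embryos), 0.577 in the 2 embryos without a plate name and 0.551 in the 2 embryos titled E6.75. At E5.5 the plates were at 0.431 to 0.456, so that each E6.5 plate was above each E5.5 plate. The E6.5 values rest on variable genes and a batch correction of the joined class, so they are no separate check of each batch. The difference of E6.5 to E5.5 was 0.0799 with plates P1 to P3 alone and -0.0250 with cells without a plate name alone. Both of these settings were chosen after the data were seen. At E4.5 the 2 plates were at 0.424 (1 embryo) and 0.427 (3 embryos). The streak-like cells came from 1 batch, so their distance has no check across batches.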

We validated our findings at E6.5 using an independent dataset (Scialdone et al., 2016) from a different mouse strain. The results confirmed that transcriptional noise in the uncommitted epiblast was significantly higher (Wilcoxon test, p < 0.0001) than in the primitive streak (Figure S3C).

**Figure 3:**
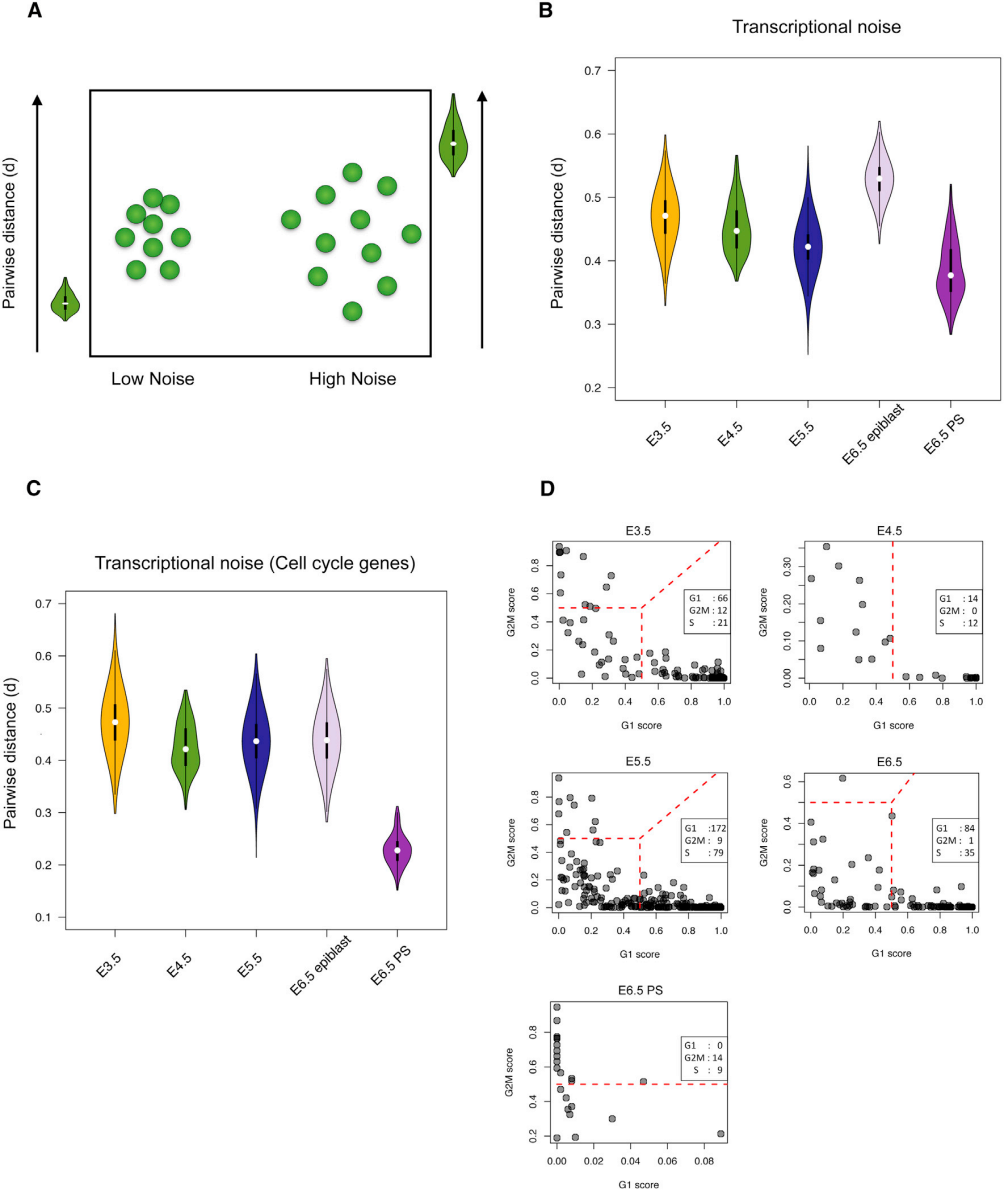
Transcriptional Noise across Each Developmental Stage (A) Cartoon illustrating the concept used to calculate transcriptional noise. The method is based on cell-cell correlations within homogeneous populations. (B) Plot showing transcriptional noise across all stages of epiblast development and the primitive streak (PS). (C) Plot showing transcriptional noise of cell-cycle genes across all stages of epiblast development and the primitive streak (PS). (D) Separation of cells at each stage or lineage by cell-cycle phase. Number of cells at each cell-cycle stage is shown in the inset.

We next explored if heterogeneity with respect to cell-cycle stages was linked with the observed levels of transcriptional noise. We computed cell-cell distances (d) considering only genes associated with cell-cycle regulation (KEGG 0411004110). We found a slight increase in cell-cycle heterogeneity at E3.5 versus E4.5 (Figure 3C), however, the heterogeneity of cell-cycle genes in E5.5 and E6.5 epiblast were comparable, indicating that the increased global noise in the epiblast cells at E6.5 is not driven by cell-cycle genes. 

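Over 110 to 115 cell-cycle genes with a mean of at least 1 CPM in the class, the mean of embryo medians was 0.437 ± 0.0253 (SD, n = 6 embryos) at E3.5 and 0.369 ± 0.0134 (n = 4) in E4.5 epiblast-like cells. The difference of 0.0683 had p = 0.00476 (exact permutation test, two-sided, the smallest p that 6 embryos against 4 allow). E5.5 epiblast-like cells were at 0.407 ± 0.0161 (n = 8) and E6.5 epiblast-like cells at 0.393 ± 0.0223 (n = 11), a difference of -0.0143 (p = 0.142, exact permutation test, two-sided). With cell-cycle genes of a mean of at least 10 CPM the sign was reversed, at 0.00293 (p = 0.778, exact permutation test), and in single cells the difference was larger, at -0.0308 (p = 0.00350, exact permutation test). The list of cell-cycle genes was written after the KEGG pathway from general knowledge and has 119 of 122 genes with a row in the table.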

There was a striking drop of cell-cycle heterogeneity in the primitive streak, suggesting that these cells are far more synchronized than at any other stage. 

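The primitive streak-like embryo had a median cell-cycle distance of 0.247, below the 11 epiblast-like E6.5 embryos, of which the lowest was at 0.367. The difference to their mean was -0.146 (p = 0.0833, exact permutation test, two-sided, the smallest p that 1 embryo against 11 allows), and over 5 alternatives it lay between -0.159 and -0.141.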

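Phases were assigned with scran's cyclone and its mouse marker pairs. G1 was assigned to 67 of 99 cells at E3.5 (by embryo 58.7 ± 25.9%, SD, n = 6 with at least 4 cells, range 22.2 to 100%), to 13 of 23 E4.5 epiblast-like cells (56.25 ± 27.5%, n = 4, range 20 to 80%) and to 175 of 259 E5.5 epiblast-like cells (66.2 ± 12.7%, n = 8, range 41.2 to 80%). G2/M was assigned to 12.1% of E3.5 cells and 3.47% of E5.5 epiblast-like cells, and to 0 of 23 E4.5 epiblast-like cells, which allows a share of up to 14.8% by counting error alone. With each cell thinned to 300000 counts, the G1 shares were 67.4% of 89 cells, 52.2% of 23 and 66.1% of 251.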

To further investigate this, we assigned a cell-cycle stage to each cell (Scialdone et al., 2015), which revealed a mixture of cell-cycle stages in embryos from E3.5 to E5.5 with a high proportion of cells in the G1 phase (Figure 3D). By contrast, the E6.5 primitive streak cells were substantially enriched for the G2/M stage with few cells in the G1 phase, providing a molecular correlate of their significantly accelerated cell division rate (O’Farrell et al., 2004, Snow, 1977).

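Of the 25 primitive streak-like cells, 12 were assigned to G2/M (48.0%), 12 to S and 1 to G1 (4.00%). Of the 178 E6.5 epiblast-like cells, 1 was assigned to G2/M and 127 to G1 (71.3%). By embryo, the G2/M share was 50.0% in the streak-like embryo and 0.172 ± 0.569% (SD, n = 11) in epiblast-like embryos, a difference of 49.8 percentage points (p = 0.0833, exact permutation test, two-sided, the smallest p that 1 embryo against 11 allows). With thinned counts the streak-like share was 60.0% of 20 cells in G2/M. Among epiblast-like cells, 92 of 98 on plates P1 to P3 (93.9%) and 35 of 80 without a plate name (43.8%) were in G1, so the share differed between batches. In the embryo that gave the streak-like sum, 12 of 24 streak-like cells were in S and 12 in G2/M, while of its epiblast-like cells 1 was in G1 and 3 in S.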

### Symmetry Breaking in the Epiblast and PrE Transition

It is known that prior to the emergence of coherent transcriptional networks that define epiblast or PrE identity at E4.5, specific endoderm or epiblast genes at E3.5 are first co-expressed, then separate into a “salt and pepper” pattern before forming the PrE and epiblast (Chazaud et al., 2006, Ohnishi et al., 2014, Plusa et al., 2008). This pattern allows the co-expression of opposing lineage markers in an uncoordinated fashion before lineage exclusive expression. To explore this transition in detail, we investigated lineage segregation from E3.5 to E4.5. At E4.5, the cells segregate into two clear subpopulations, the epiblast and the PrE. 

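The 23 epiblast-like and 82 PrE-like cells at E4.5 came from the same 5 embryos, with 3 to 6 epiblast-like and 9 to 28 PrE-like cells in each. Clusters made from genes on even-numbered chromosomes alone and on odd-numbered chromosomes alone placed 100 of the 105 cells in the same class. With Ward clustering of principal components, 45 cells were epiblast-like, all 23 of the main class among them, and 60 PrE-like. Which cells count as PrE-like therefore depends on the clustering method.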

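In per-embryo sums, 549 genes were higher in PrE-like cells and 257 in epiblast-like cells at an adjusted p of at most 0.05 and a log2 fold change over 2, of 10011 genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 embryos for both classes). Of the genes with a log2 fold change over 2 in the study's Table S2, whose test took cells as replicates, 990 of 995 PrE genes and 362 of 362 epiblast genes tested here changed in the same direction, and 529 and 220 of them passed here. The table was made from these cells, so this overlap is not independent evidence. DESeq2 gave the most genes, 1022 and 528, and a test against the log2 limit the fewest in all, 240 and 53. The paper's methods describe a test of the latter kind. Ward classes gave 149 and 272, of which 271 were among the 806 above. Each class was made by clustering the same cells, and with genes tested only in clusters made from other chromosomes 863 genes passed, 746 of them shared. In simulated counts with 200 genes changed 8-fold, 144 were recovered and 6 other genes were called.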

Differential expression analysis between these two cell subgroups at E4.5 identified 689 genes enriched for the PrE and 382 genes in the epiblast lineage (adjusted p value ≤ 0.05, log2 fold change > 2) (Table S2). 

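A gene was counted as expressed in a cell at 10 CPM or more. In E3.5 cells, the epiblast genes of Table S2 (log2 fold change over 2) were expressed at 22.5 ± 2.06% (SD, n = 10 embryos) and the PrE genes at 24.9 ± 2.29%, with medians of 112 epiblast and 305 PrE genes per cell. Of the late genes of Table S4, E3.5 cells expressed 1.68 ± 0.612% of the epiblast and 4.98 ± 0.960% of the PrE genes. The same late genes were expressed at 49.0 ± 4.33% (n = 5) for epiblast genes in E4.5 epiblast-like cells and at 45.4 ± 2.72% (n = 5) for PrE genes in E4.5 PrE-like cells. The study made both lists from these cells, so low values of late genes at E3.5 are part of how they were chosen.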

Although lineage subgroups are not observed at E3.5, specific subsets of PrE and epiblast genes are already expressed. This suggests the existence of an “early” (E3.5) and “late” (E4.5) wave of lineage expression as previously described (Plusa et al., 2008) (Table S4). Consistent with these observations, both epiblast and PrE markers, such as *Nanog/Sox2* and *Gata6/Sox17*, were expressed in a non-lineage-based random manner at E3.5 (Figure 4A), exhibiting substantial co-expression before displaying mutually exclusive lineage-specific expression patterns at E4.5 (Figure 4B). 

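Cells with at least 10 CPM of Nanog or Sox2 and of Gata6 or Sox17 were counted in each embryo. At E3.5, 84 of 99 cells had both, or 84.8 ± 10.0% (SD, n = 6 embryos with at least 4 cells, range 72.2 to 100.0%), and at E4.5 23 of 105 cells, or 22.5 ± 7.32% (n = 5, range 11.1 to 30.8%). The difference of 62.3 percentage points had p = 0.00216 (exact permutation test, two-sided), the smallest p that 6 embryos against 5 allow. Over 4 alternatives it lay between 44.0 (at a level of 100 CPM) and 64.3 points (without doublets). At E3.5, Nanog was found in 89.9% of cells (95% exact binomial interval 82.2 to 95.05%, counting error only), Sox2 in 79.8% (70.5 to 87.2%), Gata6 in 87.9% (79.8 to 93.6%) and Sox17 in 27.3% (18.8 to 37.1%). At E4.5, Sox2 was found in 23 of 23 epiblast-like cells and 20 of 82 PrE-like cells, and Sox17 in 3 of 23 and 65 of 82. The paper reports that these markers follow no lineage at E3.5, where many cells express both kinds, and are exclusive to a lineage at E4.5. It describes their expression at E3.5 as random and not coordinated.

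**Figure D2:**
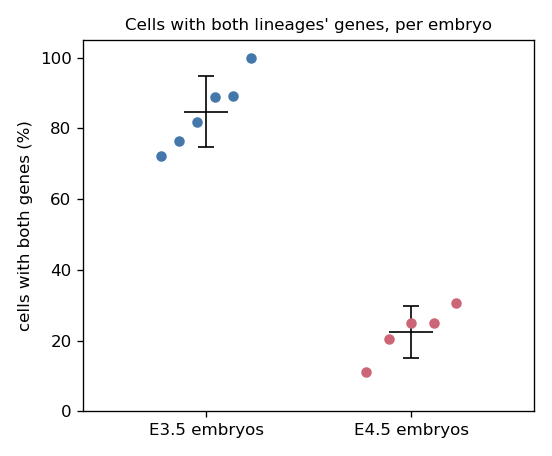
Percent of cells (y axis) with at least 10 CPM of Nanog or Sox2 and of Gata6 or Sox17 in each embryo with at least 4 cells (points), by stage (x axis), with the mean and SD of embryos. All 6 embryos at E3.5 lie at 72.2% or above and all 5 at E4.5 at 30.8% or below.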

At E3.5, the non-coordinated expression of epiblast and PrE markers contributes to the lack of distinct lineage identity. 

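Of the 23 E4.5 cells with at least 10 CPM of Nanog or Sox2 and of Gata6 or Sox17, 4 were epiblast-like and 19 PrE-like, and they came from all 5 embryos. Their median total count was 682547, against 748412 in the other 82 cells. At 100 CPM, 1 of the 105 cells had both.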

Interestingly, a small subpopulation of cells at E4.5 also co-expresses both lineage markers (Figures 4A, S4A, and S4B). These “intermediate” cells, however, unlike E3.5 cells, express both early and late markers and were excluded from subsequent analyses. 

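The 23 E4.5 cells with genes of both lineages expressed 20.4 ± 6.67% (SD, n = 4 embryos with at least 3 of these cells) of the late epiblast genes of Table S4 and 38.2 ± 4.14% of the late PrE genes. E3.5 cells expressed 1.68% and 4.98% of the same lists. Epiblast genes made up 37.7 ± 4.75% of the lineage genes of these cells, weighted for the lengths of the lists. By the labels, 10 of the 23 cells were doublets (43.5%), against 28 of the other 82 E4.5 cells (34.1%). The 13 labelled single were 19.7 ± 7.15% (SD, n = 5 embryos) of the single cells of each embryo.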

Prior visual annotation of the cells excludes the possibility that these samples were doublets.

**Figure 4:**
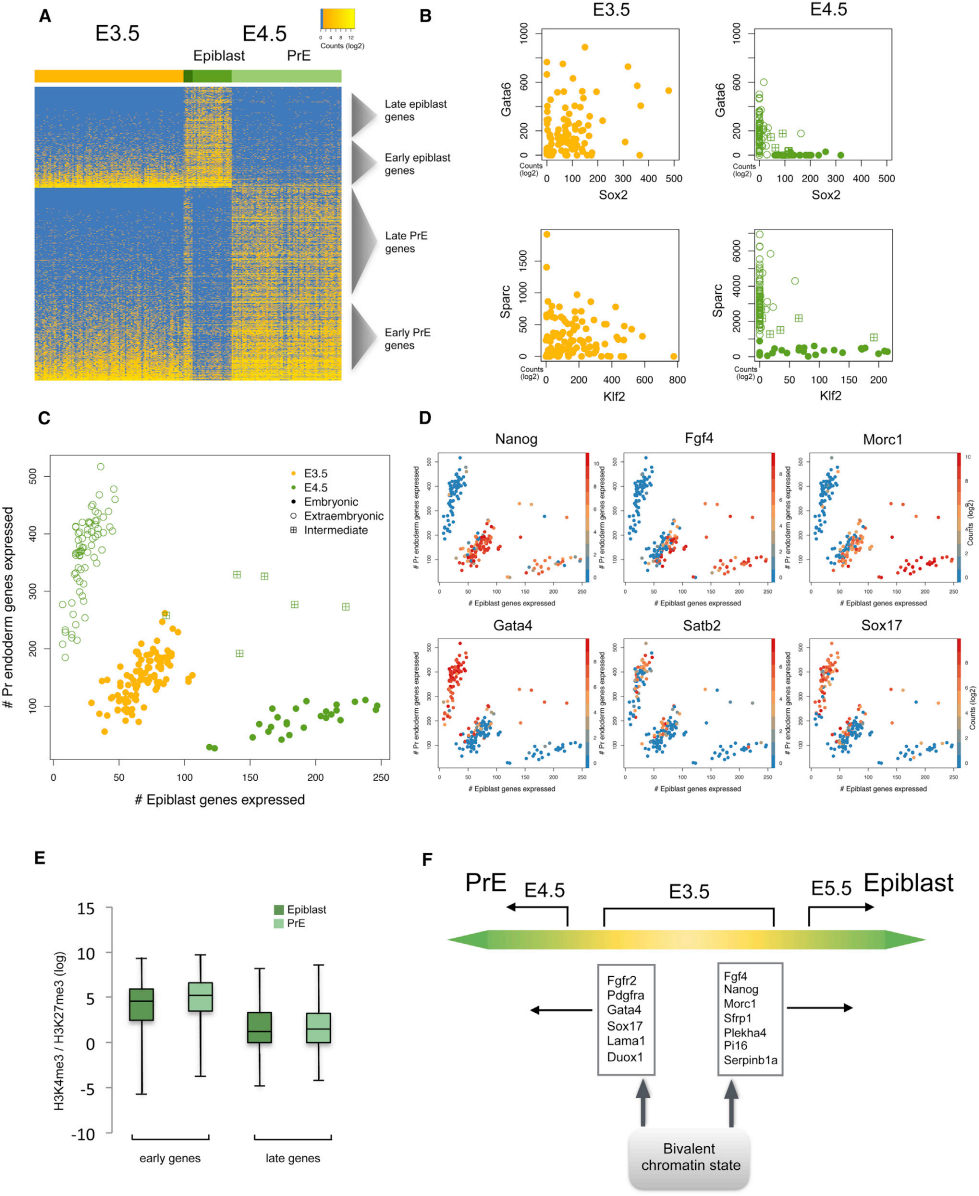
Transcriptional Noise during Primitive Endoderm and Epiblast Formation (A) Heatmap showing expression of PrE and epiblast genes identified by differential expression at E4.5. A substantial number of genes are already expressed at E3.5, but genes do not segregate by lineage at E3.5. (B) Examples of PrE and epiblast genes at E3.5 and E4.5 indicating an initial co-expression before becoming lineage specific at E4.5. (C) Plot representing number of lineage-specific genes expressed in each E3.5 and E4.5 cell. (D) Overlay of expression levels of genes identified as correlated with the ratio of epiblast and PrE expressed genes. (E) Plot representing the ratio of H3K4me3 and H3K27me3 enrichment at binding sites classified as early or late lineage genes. Early genes show a higher ratio than their late counterparts (p < 0.001). (F) Cartoon showing the overall transition from a non-committed state to lineage commitment and genes associated with this shift.

Using the above defined lineage genes, E3.5 and E4.5 cells were analyzed to determine the ratio of PrE or epiblast genes expressed in each cell (Figure 4C). E3.5 cells expressed both lineage markers, while, as expected, the cells at E4.5 were strongly biased toward one lineage or the other. 

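The share of epiblast genes among the lineage genes expressed in a cell, with both lists weighted equally, was 47.7 ± 1.99% (SD, n = 10 embryos) at E3.5, where single cells ranged from 36.6 to 58.6%. It was 76.1 ± 1.86% (n = 5) in E4.5 epiblast-like cells (71.9 to 82.4% in single cells) and 22.1 ± 2.75% (n = 5) in PrE-like cells. The PrE-like cells ranged from 10.0 to 84.4%, so the highest of them lay above every epiblast-like cell. E4.5 epiblast-like cells expressed 54.5 ± 2.20% of the epiblast and 17.3 ± 1.75% of the PrE genes, and PrE-like cells 14.6 ± 1.54% and 50.1 ± 3.07%. The lists were made from the E4.5 cells, so the E4.5 values are not independent evidence. With the late genes of Table S4 alone, an alternative chosen after the data were seen, the E3.5 share was 24.9%, the largest change.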

To address the question of how cells break the “noisy symmetry” at E3.5, we identified genes with expression levels that are correlated with the ratio of epiblast to PrE genes, hypothesizing that such genes might represent key drivers of lineage commitment (Figures 4D and S4C). 

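For each gene, Spearman's rho with the share of epiblast genes in a cell, the gene itself left out of the share, was taken within each of the 5 E3.5 embryos with at least 8 cells, and cells were not treated as replicates. Fgf4 had a mean rho of 0.256 ± 0.491 (SD, n = 5 embryos), positive in 4 embryos and negative in 1 (-0.373, in the 9 cells whose titles give no embryo number), and Fgfr2 of -0.422 ± 0.278, negative in 4 and 0 in 1. Over the 99 pooled cells rho was 0.478 for Fgf4 and -0.428 for Fgfr2. No p is given, since 5 embryos are too few for a sign-flip test to pass 0.05, and 12 genes were examined in this way.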

Using this method, we identified *Fgf4* and *Fgfr2*, which were previously shown to be important in driving PrE and epiblast specification, respectively (Ohnishi et al., 2014), providing confidence in our approach. 

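Top2b had a negative rho with the epiblast share in 5 of 5 E3.5 embryos (mean -0.413 ± 0.0949, SD), and Gata4 (-0.680 to -0.393) and Pdk2 (-0.434 to -0.304) in the 4 embryos where any cell had 10 CPM of the gene. Sox17 was negative in 4 embryos and 0 in 1 (mean -0.419 ± 0.268), and Pdgfra was negative in 4 and positive in 1 (mean -0.318 ± 0.586), the positive value (0.610) being that of the 9 cells without an embryo number, which were taken as 1 embryo. Over the 99 pooled cells the values lay between -0.481 for Pdgfra and -0.318 for Pdk2.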

Notably, we found *Pdgfra*, *Top2b*, *Sox17*, *Gata4*, and *Pdk2* as being associated with a shift toward the PrE cell fate. Similarly, *Morc1*, *Nanog*, *GM10664*, *Dppa5a*, and *Pdpn* were associated with the epiblast fate, providing a rich source of unique candidate lineage driver genes. These drivers are candidates for genes that are upstream of known lineage identity genes, and this concept can be tested in future functional experiments. 

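Dppa5a had the highest mean rho with the epiblast share of these genes, 0.679 ± 0.133 (SD, n = 5 embryos), and was positive in 5 of 5 embryos, as were Gm10664 (0.421 ± 0.156) and Morc1 (0.395 ± 0.224). Pdpn was positive in 4 of 5 embryos (mean 0.242 ± 0.328) and Nanog in 3 (mean 0.231 ± 0.381). Over the 99 pooled cells rho was 0.504 for Dppa5a, 0.416 for Morc1, 0.3995 for Gm10664, 0.386 for Pdpn and 0.313 for Nanog. The study selected these genes from the same cells by the same relation, so the sign across embryos is not independent evidence. Hypothesizing that genes which follow the ratio of lineage genes represent drivers of commitment, the paper proposes them as candidate drivers.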

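The mean share of epiblast genes was 44.1% in the lowest and 49.1% in the highest of the 6 E3.5 embryos with at least 4 cells. Between embryos the means had an SD of 2.02 percentage points, while cells within an embryo had a median SD of 4.71. Of the variance over the 99 cells, 12.8% lay between embryos.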

Analysis of individual E3.5 embryos indicated that this break in symmetry does not reflect developmental differences between individual embryos (Figure S4D).

We next explored potential underlying regulatory mechanisms driving lineage specification using EnrichR (Chen et al., 2013) gene set enrichment analysis. The analysis was used to compare the PrE and epiblast gene sets against existing chromatin immunoprecipitation (ChIP)-seq datasets to identify potential master regulators. The results indicated that epiblast genes were potentially regulated by pluripotency factors, such as Nanog and Pou5f1 (Table S4). Both epiblast and PrE genes showed a significant enrichment for binding by polycomb components, such as Ezh2 and Suz12. Developmental genes are thought to be regulated by bivalent chromatin marks (Voigt et al., 2013) (H3K27me3 and H3K4me3), and, hence, we analyzed occupancy by bivalent chromatin marks at both PrE and epiblast genes using regions defined in ESCs (Rugg-Gunn et al., 2010). Both PrE and epiblast genes showed enrichment for bivalency (Figure S4E), which increased in the late lineage defining genes. To investigate underlying differences between bivalent chromatin marking the early noisily expressed lineage genes and the more coherent late lineage genes, we quantified H3K4me3 and H3K27me3 marks at these early and late lineage genes using ChIP-seq datasets from the ICM (Zhang et al., 2016, Zheng et al., 2016). We analyzed the ratio of H3K4me3 to H3K27me3 (Figure 4E) at each site and found significantly (p < 0.0001) increased H3K4me3 levels at the early lineage genes when compared to the late genes, which were relatively more enriched for H3K27me3. This shows that late lineage genes in the ICM (where they are repressed) are bivalent, but with higher H3K27me3 levels than early genes (which are active) (Figure 4F). Bivalency in active genes (as in the E3.5 ICM) has recently been linked with increased transcriptional noise (Kar et al., 2017).

### Exit from Pluripotency and Lineage Commitment

The transition from E5.5 to E6.5 is characterized by increased transcriptional noise in the uncommitted epiblast portion, along with a striking decrease in noise within the primitive streak (Figure 3B). 

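Between E5.5 (8 embryos) and E6.5 (12 embryos) epiblast-like cells, 492 genes were higher and 551 lower at E6.5 of 13177 tested (adjusted p of at most 0.05 and log2 fold change over 1, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without a filter on low counts 2615 genes passed, and with the plate as a batch term 21, where P1 is the only plate name that the 2 stages have in common. Of the 10 naive genes (Nanog, Tbx3, Tfcp2l1, Fbxo15, Esrrb, Zfp42, Dppa3, Klf5, Klf4 and Klf2), 6 were lower at E6.5 and 4 higher. Dppa3 (log2 fold change -3.33, adjusted p = 1.99e-06 in the same test, all 8 E5.5 embryos above all 12) and Zfp42 (-3.04, adjusted p = 1.07e-04, 7 of 8 above) fell. Nanog rose from 10.4 ± 4.48 to 83.4 ± 59.4 CPM (log2 fold change 2.99, standard error 0.52, adjusted p = 1.32e-04 in the same test) with overlapping embryos, and Tbx3 rose from 0.394 ± 0.5259 to 8.99 ± 20.2 CPM. Of the primed genes, Fgf5 was higher in all 12 E6.5 embryos than in all 8 E5.5 embryos (log2 fold change 1.52, standard error 0.65, adjusted p = 0.150 in the same test). Among non-overlapping genes the largest rises were those of Spink3, Ttr and Clic6 (log2 fold changes 8.63, 7.14 and 6.35), of which Spink3 and Ttr are abundant in endoderm-like cells. Levels of these 2 genes at E6.5 were uneven between embryos. Spink3 was at 1025 ± 1432 CPM (SD, n = 12, highest embryo 5432) and Ttr at 610 ± 1013 (highest 3750). The largest drop with counts at both stages was that of Aire (log2 fold change -11.18, from 111 ± 33.7 to 0.0701 ± 0.243 CPM).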

A decrease in expression of naive pluripotency-associated genes is also observed along with gain in primed pluripotency-associated genes (Figure 1E). 

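Tdgf1, which encodes Cripto, was at 1083 ± 141 CPM (SD, n = 5 embryos) at E4.5, 537 ± 136 (n = 8) at E5.5 and 375 ± 167 (n = 12) at E6.5, and its drop from E4.5 to E5.5 had a log2 fold change of -1.01 (standard error 0.28, adjusted p = 0.0209, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with all 5 E4.5 embryos above all 8. Nodal rose from 3.44 ± 2.36 to 51.5 ± 22.6 CPM from E4.5 to E5.5 (log2 fold change 3.87, standard error 0.94, adjusted p = 0.00895 in the same test), again without overlap between embryos, and was at 19.5 ± 12.7 CPM at E6.5. Lefty1 was at 63.1 ± 74.5 CPM at E5.5 and 13.6 ± 24.8 at E4.5 (log2 fold change 2.24, standard error 1.49, adjusted p = 0.438 in the same test), with an embryo at 235 CPM at E5.5, and with Ward classes the sign was reversed (-0.20, adjusted p = 0.967, within 0.397 to 1.00 over 10 alternatives). Reads of Lefty1 could have been split with its paralog Lefty2, which lies beside it on chromosome 1. Among streak genes, T was at 0.130 CPM at E5.5.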

Despite expression of signaling components associated with anterior-posterior polarity and the primitive streak, such as *Cripto*, *Nodal*, and *Lefty1*, the epiblast at E5.5 shows no apparent substructure or expression of primitive streak markers, suggesting that only a handful of key regulatory molecules might be asymmetrically expressed and sufficient for patterning asymmetries at this stage.

By SC3 clustering of E6.5 cells, an initial embryonic and extra-embryonic distinction was observed. Extra-embryonic VE cells could be further stratified to identify the anterior VE (AVE) using the known markers *Hhex*, *Cer1*, *Lefty1*, and *Dkk1* (Figure S5A). 

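The 43 endoderm-like E6.5 cells were ranked by the mean log2(CPM + 1) of Hhex, Lefty1 and Dkk1, and 14 lay above and 29 below the middle of its range, with 6 cells near the middle. Cells from both sides were present in 5 embryos. Hhex and Lefty1 were higher above the middle in 5 of 5 of these embryos and Dkk1 in 4 of 5, by construction of the score. Cer1 was not part of it and had a median of 9.11 above and 0 below the middle (log2(CPM + 1)), with a mean within-embryo difference of 3.47 ± 3.06 (SD, n = 5 embryos), higher in 4 of 5. Over the 43 cells, Spearman's rho with Cer1 was 0.786 for Hhex, 0.565 for Lefty1 and 0.485 for Dkk1.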

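Over the 43 endoderm-like cells, Spearman's rho with Cer1 was 0.796 for Cd24a and 0.769 for Sfrp1, and -0.684 for Tdh, -0.698 for Sord and -0.682 for Srebf2, with cells of 12 embryos pooled and no test made. The study picked these genes by their relation to Cer1 in its cells of this dataset, so these values are not independent evidence. Within the 5 embryos with cells on both sides of the score, Cd24a and Sfrp1 were higher above the middle in 4, Srebf2 was lower in 5 and Sord in 4. Tdh was lower in 2 and higher in 0 of them.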

By examining genes with expression patterns correlated with *Cer1*, additional markers such as *CD24a* and the Wnt antagonist *Sfrp1* were associated with the AVE, while several genes, such as *Tdh*, *Sord*, and the Wnt-associated gene *Srebf2* were enriched in the non-AVE population. We also performed differential expression analysis between the two groups of cells to identify additional markers (Table S5). 

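In embryos with at least 3 cells of the class, the epiblast-like cells of plates P1 to P3 gave 8 sums (96 cells, 1476466 to 22633424 counts) and those without a plate name 4 (80 cells, 4312335 to 31226320 counts). With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 112 genes were higher on the plates and 13 higher without a plate name, of 11418 tested (adjusted p of at most 0.05, log2 fold change over 1), and 1015 genes had an unadjusted p under 0.05. The count was most changed by DESeq2 (381 genes) and by a comparison restricted to embryos with endoderm-like sums (10 genes, chosen after the data were seen). Without the embryos titled E6.75, 13 genes passed. It was 199 without embryo 9, 57 and 61 without the first and second embryo titled E6.75, and 54 and 44 without the first and second of the others without a plate name. Since the 2 classes come from different libraries, their place in the embryo, any age that the titles do not give and the library batch cannot be told apart in this comparison.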

The epiblast consists of three main subgroups, a primitive streak population and two epiblast subclusters (Figure 5A). These two epiblast subclusters show only small differences in the expression of genes, such as the Wnt pathway receptor *Lgr4* and thus may represent cells only slightly separated in developmental time or space. 

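Lgr4, on chromosome 2 of GRCm38 from 109917647 to 110014257, was at 262 ± 143 CPM (SD, n = 8 embryos) in epiblast-like cells of plates P1 to P3 and 49.8 ± 7.47 (n = 4) in those without a plate name. Its log2 fold change was 2.40 (standard error 0.44, adjusted p = 0.00989, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 4 embryos without a plate name were below all 8 others. Over 11 alternatives it lay between 2.32 and 3.09, with an adjusted p of 3.37e-06 to 0.272, at most 0.05 in 8 of them. Of the 125 genes past the threshold, 124 were also tested between endoderm-like cells of the plates (5 embryos) and those without a plate name (2 embryos). Of the 124 genes, 120 differed in the same direction there (96.8%, against 60.4% of all 9920 genes tested in both). The 2 embryos without a plate name are both titled E6.75 there, so batch and titled age cannot be told apart in endoderm-like cells. From small differences in expression between the subclusters, the paper proposes that they are slightly apart in developmental time or space.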

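At a level of 10 CPM, 59 of the 250 E6.5 cells had T, of which 31 also had Mesp1 and 28 did not, and 5 cells had Mesp1 without T. Cells with T were found in 8 embryos and cells with both genes in 4. Of the 25 primitive streak-like cells, 23 had T and all 23 of these had Mesp1. Among epiblast-like cells, 9 of 98 on plates P1 to P3 had T, 3 of them with Mesp1, and 22 of 80 without a plate name had T, 4 of them with Mesp1.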

*T* positive cells in the E6.5 embryo are observed to be both *Mesp1* positive and *Mesp1* negative, as previously described (Figure S5B) (Scialdone et al., 2016). Genes upregulated in the primitive streak subcluster include known primitive streak and mesendodermal markers, such as *Mesp1*, *Mesp2*, *Bmp2*, *Snai1*, *Gata4*, and *Gata6* (Table S5) and also several additional markers, such as *Greb1*, *H2afy2*, *Eid1*, and *Ncoa5*. 

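Mesp2, on chromosome 7 of GRCm38 from 79810727 to 79813439, was at 75.8 CPM in the primitive streak-like sum and 0.0747 ± 0.144 (SD, n = 12 embryos) in epiblast-like sums, with counts in 3 of 12 (log2 fold change 9.57, standard error 1.503, adjusted p = 0.0121, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 10 alternatives its adjusted p ranged from 0.00332 to 0.818 and was at most 0.05 in 9. Gata6 was at 35.8 CPM against 2.49 ± 5.74 (log2 fold change 3.82, standard error 1.91) and Gata4 at 44.1 CPM against 5.70 ± 6.35 (log2 fold change 2.95, standard error 1.51), both above all 12 epiblast-like sums. Endoderm-like E6.5 cells had means of 41.1 CPM of Gata6 and 140.3 of Gata4, and since other endoderm genes were found in streak-like cells as well, RNA carried over from endoderm cells is not excluded for Gata4. Bmp2 was at 11.5 CPM against 3.84 ± 6.98 (log2 fold change 1.58, standard error 2.06), with 11 of 12 epiblast-like sums below the streak. Against the 4 epiblast-like sums without a plate name, a comparison chosen after the data were seen, 9 genes passed, Mesp1 and Mesp2 among them (adjusted p = 0.00497 and 0.00348 in the same test; over 11 alternatives 0.00497 to 0.9996 for Mesp1). Of the genes in the study's Table S5, 579 of 598 tested here had the same sign, and 596 of 598 against the sums without a plate name, although the table was made from these cells with cells as replicates. The lone streak-like sum is assumed to vary like the others in each of these tests.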

Interestingly, we identified consensus motifs for Mixl1, Pou5f1, and Foxh1 in the promoter regions of primitive streak genes (Figure S5C), suggesting that these transcription factors may drive the establishment of mesendodermal fate. 

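Otx2 was at 142 CPM in the primitive streak-like sum and 329 ± 114 (SD, n = 12 embryos) in epiblast-like sums, all of which were above the streak (log2 fold change -1.21, standard error 0.56, adjusted p = 1.00, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in which the lone streak-like sum is assumed to vary like the others). Suz12 was at 34.03 CPM against 109 ± 54.3 (log2 fold change -1.68, standard error 0.93, 11 of 12 above the streak), Ezh2 at 160.3 against 247 ± 73.5 (-0.62, standard error 0.53, 10 of 12) and Jarid2 at 92.3 against 225 ± 95.2 (-1.28, standard error 0.71, 12 of 12). Against the 4 epiblast-like sums without a plate name, 2 of them titled E6.75, the log2 fold changes were -0.88 for Otx2, -0.71 for Suz12, -0.05 for Ezh2 and -0.36 for Jarid2, in a comparison chosen after the data were seen. In the embryo that gave the streak-like sum, its epiblast-like cells were at 199 CPM of Otx2, 20.4 of Suz12, 159 of Ezh2 and 104 of Jarid2. In single cells, the medians of Suz12 were 33.9 CPM in 25 streak-like cells, 80.3 in 80 epiblast-like cells without a plate name and 89.7 in 98 on plates P1 to P3.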

Within the epiblast, there was a notably increased expression of the exit from pluripotency-factor *Otx2*, along with several polycomb genes, including *Suz12*, *Ezh2*, and *Jarid2* (Figure 5B). Indeed, analysis of H3K27me3 ChIP-seq data from the E6.5 epiblast (Zylicz et al., 2015) shows that polycomb bound genes were significantly upregulated in the primitive streak compared to the rest of the epiblast (Figure 5C). This suggests that the polycomb complex has an important role in establishing transcriptional control in the non-committed epiblast cells, including regulating the transition to form the primitive streak, consistent with the phenotype observed in Eed knockout embryos (Faust et al., 1998).

**Figure 5:**
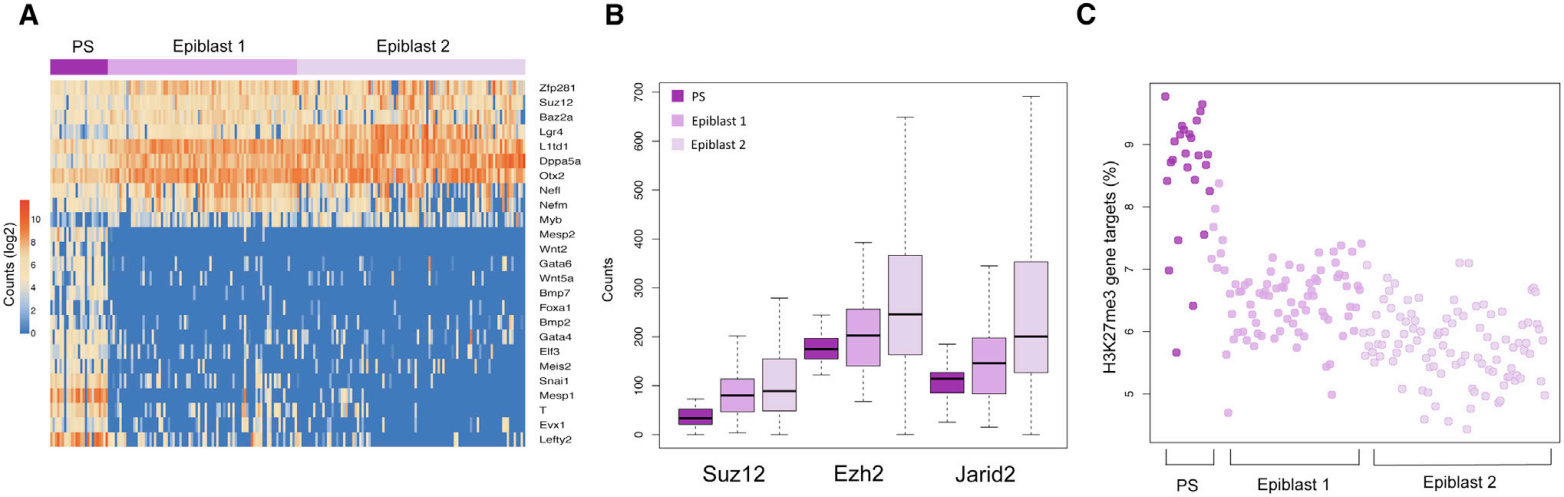
Lineage Characteristics at E6.5 (A) Heatmap showing the expression of some differentially expressed genes between the primitive streak cluster and the epiblast. (B) Expression levels of polycomb components *Suz12*, *Ezh2*, and *Jarid2* across the different epiblast subclusters and primitive streak (counts per million). (C) Plot representing H3K27me3 bound genes expressed in E6.5 epiblast and primitive streak cells using published in vivo datasets (Zylicz et al., 2015).

## Discussion

In this study, we applied single-cell RNA-seq at a detailed level of resolution to explore early mouse development from pre-implantation to early gastrulation. Besides this valuable resource for the community, our study makes a number of important observations. First, we have identified several candidates for lineage driver genes, both at E4.5 and at E6.5. Second, we charted major epigenetic and signaling events across the exit from pluripotency leading up to gastrulation. Third, we mapped X chromosome reactivation and subsequent inactivation dynamics together with identifying candidate regulators for both steps. Fourth, we systematically explored the concept of transcriptional noise across developmental stages and showed this is highest in uncommitted cells and subsides upon commitment and differentiation. Fifth, we mapped cell-cycle stage composition at each developmental time point and discovered a striking synchronization of the cell cycle in the primitive streak.

Single-cell sequencing technologies have allowed detailed investigation of complex heterogeneous systems, including early development (Kumar et al., 2017). However, with a capture efficiency ranging between 10% to 50% (Islam et al., 2014), the low amount of starting material renders these approaches susceptible to technical artifacts and batch effects (Tung et al., 2017). Additionally, highly expressed genes are more reproducibly recovered and hence methodologies that address and account for these problems, such as correcting for technical batches and establishing stringent quality parameters need to be implemented, as we have done in this study.

Overall the kinetics of X reactivation (E3.5 and E4.5) and inactivation (E5.5 and E6.5) we observed are consistent with fluorescent reporter-based studies (Kobayashi et al., 2016), lending added confidence to our chromosome-wide observations. Single-cell resolution allows the dynamics of this process to be studied in individual embryos, revealing heterogeneity within embryos and thus identifying genes linked with X reactivation or inactivation.

A recent study using in vitro models identified several candidate regulators of the X-inactivation process and also concludes that pluripotency and X-inactivation are not tightly linked (Chen et al., 2016). In vitro studies cannot capture the full extent of heterogeneity within embryos nor recapitulate embryonic stages and transitions. Pluripotency factors, particularly *Pou5f1*, *Sox2*, and *Nanog*, are known to downregulate *Xist* in ESCs and hence are prime candidates for X reactivation in vivo (Navarro et al., 2008, Navarro and Avner, 2009). A more recent study has questioned how direct this link is (Minkovsky et al., 2013), suggesting the potential involvement of other regulatory factors, which our single-cell association analysis is able to uncover. We found a strong association between X reactivation and *Pou5f1* expression (but not with *Sox2* and *Nanog*) at E3.5, which quickly weakened, suggesting that other factors may also mediate or maintain the reactivated state, including the *Pou5f1* interacting partner *Zfhx3*. The following period of rapid X-inactivation was associated with increased expression of *Dnmt3a* and *Zfp57*, reinforcing the importance of DNA methylation in random X-inactivation (Auclair et al., 2014). Interestingly, *Zfp57* expression levels are also associated with the reactivation process, being anticorrelated with X chromosome expression levels. This suggests that *Zfp57* may act as repressor of the X chromosome during these stages of development. Consequently, the sets of genes identified in our study provide additional insights into the mechanisms underpinning X-inactivation and reactivation and are strong candidates for future functional studies.

An intriguing observation in our study is the different levels of transcriptional noise found at each stage. Significant differences in noise were detected in cell populations without a coherent substructure; i.e., without different lineages or cell types being present. Previous studies analyzing specific genes have suggested stochastic transcription of *Oct4* and *Cdx2* preceding their lineage-resolved expression in ICM and trophectoderm (TE), respectively (Dietrich and Hiiragi, 2007), and the same is true of some PrE and epiblast genes in the E3.5 ICM before becoming restricted to the specific cell types by E4.5 (Ohnishi et al., 2014). Here, we show that this is globally true of the E3.5 to E4.5 transition. Furthermore, the primitive streak shows much reduced noise in comparison to the uncommitted epiblast at E6.5. These results suggest the possibility of a general principle for increase of transcriptional noise prior to lineage differentiation.

Noise in gene expression has been suggested to feed directly into protein expression (Bar-Even et al., 2006, Newman et al., 2006) and importantly is linked with lineage commitment in other systems. In hematopoietic stem cells, gene expression noise has been shown to create heterogeneity in expression of lineage drivers, which in turn directly influences the availability of certain lineage fates (Chang et al., 2008). Using a single-cell approach, candidate erythroid progenitors have been linked with increased transcriptional noise prior to differentiation (Richard et al., 2016). Transcriptional noise has also been attributed to regulating the reactivation of latent HIV (Dar et al., 2014). In terms of possible mechanisms, mixed-lineage states have recently been reported in hematopoietic precursors where opposing transcription factors were suggested to compete with one another for binding to the DNA prior to establishing more defined lineages (Olsson et al., 2016). Indeed, in early embryos, Nanog and Gata6 have such opposing roles (Chazaud et al., 2006, Frankenberg et al., 2011, Fujikura et al., 2002, Shimosato et al., 2007), with in vitro assays suggesting direct repression of the *Gata6* promoter by the Nanog protein (Singh et al., 2007). Therefore, higher levels of noise observed at E3.5 might arise from such mutual antagonism, thereby blocking specification of either lineage. The polycomb system through bivalent domains (Wassef et al., 2015) and the DNA methylation/demethylation system (Lee et al., 2014) are also potential sources of transcriptional noise.

Interestingly, the genes identified as pioneering symmetry breaking from E3.5 are primarily transcription factors such as *Sox17*, *Nanog*, *Gata4*, and *Satb2* (Figure 4D). Overexpression of *Gata4* or *Sox17* (McDonald et al., 2014, Shimosato et al., 2007) in ESCs is sufficient to direct cells toward a PrE-like state, suggesting that tipping the transcriptional balance is important for lineage decisions. We show that the PrE and epiblast genes are enriched for bivalent chromatin domains in the E3.5 ICM, with late (i.e., lineage specific) genes having relatively higher levels of H3K27me3, suggesting that a changing ratio of H3K4me3 to H3K27me3 may in part be responsible for the transition from noisy to lineage-resolved expression.

The establishment of anterior-posterior (AP) polarity precedes the formation of the primitive streak and is first evident by the spatially restricted activity of signaling pathways, such as Nodal, Wnt, and Fgf. Strikingly, at E6.5, as lineages start to be specified, clear signaling pathway enrichment for BMP, Wnt, Nodal, and Fgf is evident in our data (Figure S1E). Hence, the elevation of noise in the uncommitted epiblast at the E6.5 stage may create “competence” for subpopulations of cells to respond to signaling systems (e.g., Nodal and Wnt inhibitors in the AVE), thereby helping to break symmetry.

Finally, our dataset allowed identification of cell-cycle phases for each lineage and stage, with substantial differences observed. Cells in the primitive streak are thought to cycle very rapidly, which may be achieved by a shortened or non-existent G1 phase (O’Farrell et al., 2004). Indeed, the E6.5 primitive streak demonstrates a distinct cell-cycle signature with a large proportion of cells in the G2/M and S phase. Signaling factors, in particular Wnt signaling, are thought to interface with cell-cycle regulation (Davidson and Niehrs, 2010). This potentially initiates synchrony between cells, which in turn may direct the low levels of noise observed. The resulting coherence may thus be important in maintaining the precision of lineage commitment programs in the gastrulating embryo.

Our work reveals large-scale modulation of transcriptional noise across the different stages of early development. High noise may establish a special state of developmental competence so that cells can respond to internal or external cues in a more flexible and refined way in order to break symmetry. The underlying causes and regulators of noise potentially differ according to stage and context. Future studies should be aimed at identifying such regulators together with their manipulation in vivo, to better understand the biological significance of this intriguing phenomenon.

## Experimental Procedures

### Preparation of Single Cells from Early Embryos

All experimental procedures were performed in accordance with the Animals (Scientific Procedures) Act 1986 and by local authority granted by the Animal Welfare and Ethical Review Body (AWERB) committee of the Babraham Institute. Blastocysts were isolated from C57BL/6Babr mice following inter se mating, at E3.5 or 4.5. E3.5 blastocysts were flushed from the uterus using M2 medium and the zonae removed by short incubation in acid tyrodes solution. Embryos at E4.5 were dissected from nascent decidua. The trophectoderm was eliminated from E3.5 and E4.5 embryos by immunosurgery (Solter and Knowles, 1975). Embryos were incubated for 15–30 min in 20% anti- mouse antiserum in N2B27 (made in house), rinsed three times in N2B27, and transferred to 20% freshly thawed rat serum in N2B27 for 15–30 min. Lysed trophectoderm was removed manually by repeated aspiration using a mouth-controlled, finely drawn, Pasteur pipette just bigger than the ICM. Isolated ICMs were placed individually in 20 μL drops of Accutase in a bacteriological dish for at least 5 min until they assumed a blackberry-like appearance. They were transferred to similar sized drops of M2 and aspirated repeatedly using a very finely drawn Pasteur pipette to separate the cells. Cells were immediately placed individually into wells of lysis buffer and frozen. E5.5 embryos were dissected manually and were observed to be early E5.5 cells lacking distinct thickening of the VE (pre-AVE migration). The extra-embryonic ectoderm was removed using the tip of a pulled Pasteur pipette. The epiblast was separated from overlying VE by aspiration, distal end first, with a pulled Pasteur pipette with a diameter just bigger than the epiblast. Both epiblast and VE were separately disaggregated and plated into wells as described above for ICMs.

E6.5 embryos were visually staged as early streak (Downs and Davies, 1993) and dissected from decidua in PBS and placed into M2 solution to remove extra-embryonic tissues. Differences in dissection may contribute to different proportions of primitive streak and epiblast cells obtained at E6.5. The embryonic ectodermal portion of the early streak embryo was dissociated in drops of TrypLE at room temperature and upon partial digestion was fully dissociated by repeated aspiration using a very finely drawn, mouth-controlled, siliconised-glass needle. Cells were assigned as single, doublets, or multiples by visual inspection and placed directly into lysis solution and frozen prior to library generation.

### RNA-Processing and Library Preparation, Sequencing

mRNA from isolated single cells was isolated and amplified using the bead-based capture and amplification previously described in the G&T-seq protocol (Macaulay et al., 2015). Multiplexed sequencing libraries were generated from cDNA using the Illumina Nextera XT protocol and 100 bp paired-end sequencing was performed on an Illumina HiSeq 2500 instrument.

Sequences were trimmed using trim_galore (v0.4.1, http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) using default settings. Trimmed data were separately mapped to the mouse GRCm38 genome assemblies using HISAT2 (v.2.0.1_Beta) with options-sp 1000,1000-no-mixed-no-discordant, and was filtered to remove non-primary alignments or alignments with mapping quality (MAPQ) < 20. Mapped RNA-seq data were quantitated using the RNA-seq quantitation pipeline in SeqMonk software (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). Genome version used was *Mus musculus* GRCm38 (08/06/2012).

### Data Filtering

Cells annotated as triplets, multiples, or empty wells were filtered out. Cells expressing fewer than 4,000 genes or more than 10% of mapped reads allocated to mitochondrial genes were removed in quality control. Furthermore, 49 trophoblast cells were identified by the expression of Elf5, Wnt7b, and Tex19.1 markers (more than one count in each gene) and were not considered in downstream analysis. Out of the 1,219 cells that were captured across the experiment, 721 passed our quality and filtering criteria.

### Data Analysis

Gene expression levels were normalized in terms of reads per million of mapped reads to the transcriptome of each cell. We only considered genes on the autosomal chromosomes except for the X chromosome analysis, where all genes were used for the normalization. PCA analysis was performed on the normalized counts, excluding genes expressed in less than three cells. Gene pathway annotations were obtained from ConsensusPathDB (http://www.cpdb.molgen.mpg.de) (Table S1). Variability of each gene was calculated by fitting the squared coefficient of variation as a function of the mean normalized counts and then calculating the distance to rolling median. Correlation analyses were performed excluding non-expressed genes and using Spearman’s correlation as a measure of relationship between variables.

DESeq2 R library (Love et al., 2014) was used for differential expression analysis. Genes were identified by having a log2 fold change significantly greater than 1 at a false discovery rate threshold equal to 0.05. Due to the high number of genes differentially expressed between epiblast and PrE at E4.5, we used a log2 fold change threshold of 2.

For sex determination, embryos with a chromosome-Y count sum fewer than ten were classified as female and the rest of the embryos were classified as males. The expression levels of genes on the X chromosome were summed and used to perform Spearman correlation analysis. For the correlation comparisons, we used all genes with mean expression >1 in each of the stages. P values were corrected for multiple testing by using the false discovery rate (FDR) method.

ChIP-seq datasets for H3K4me3, H3K27me3 in ESCs, and H3K27me3 in E6.5 embryos were obtained from existing studies Rugg-Gunn et al. (2010) and Zylicz et al. (2015), respectively. Datasets for H3K4me3 and H3K27me3 (Zhang et al., 2016, Zheng et al., 2016) were used to quantify bivalency. All H3K4me3 bound regions were first selected and levels of H3K27me3 were quantified across the different gene sets. Statistical significance was determined using a Wilcoxon signed rank test. We used DREME in conjunction with TOMTOM (Bailey et al., 2009) to identify discriminatory transcription factor binding sites between the promoters (500 bp upstream of the transcription start site [TSS]) of the primitive streak and epiblast cell clusters.

### Transcriptional Noise

Technical batch effects within a lineage of a given stage were first corrected using ComBat (Leek, 2014). We selected cells from the epiblast lineage at E4.5 and E5.5 from our clustering method. For cells at E6.5, we estimated their most likely original position in the embryo by using a dataset of the transcriptomic profile of the four quadrants of the E6.5 epiblast (Wu et al., 2015). This information was used in addition to our clustering analysis in order to distinguish an uncommitted set of E6.5 epiblast cells (those mapping to the anterior-distal region) from a group of E6.5 cells already committed to a mesendodermal fate, as determined by their gene expression pattern and their posterior-proximal inferred position. The number of cells used for each stage were: E3.5: 99, E4.5: 26, E5.5: 260, E6.5 epiblast: 120, and E6.5 primitive streak: 23.

We then identified highly variable genes within each group. We calculated the distance between the squared CV of each gene and a running median after excluding genes with a mean expression level lower than ten counts.

To measure transcriptional noise, we measured all possible (d) (based on rank correlation) using the top 500 highly variable genes of each group. We then transformed these correlation measures into distance using the equation below:

$$\text{d}=\sqrt{\frac{\left(1-\text{ρ}\right)}{2}}$$

d = transcriptional noise
ρ = Spearman’s rank correlation coefficient

Cell-cycle stage of the cell groups used for the noise analysis was predicted using a classification algorithm previously described (Scialdone et al., 2015).

## Author Contributions

H.M., I.H.H., and A.S. contributed to design, execution, and interpretation of the project. A.S., I.M., C.M., T.C., and T.V. provided technical guidance and advice. W.D. and J.N. performed embryo dissections and collection. W.D., J.N., J.C.M., and W.R. helped with discussions, interpretation of data, writing the manuscript, and also provided overall guidance and supervision. All authors have contributed with helpful discussions, advice, and recommendations on writing the manuscript.

# Supplementary material for: Single-Cell Landscape of Transcriptional Heterogeneity and Cell Fate Decisions during Mouse Early Gastrulation
**Source:** Cell Rep. 2017 Aug 1;20(5):1215–28. doi: 10.1016/j.celrep.2017.07.009
**Supplement:** Document S1. Figures S1–S5

**Cell Reports, Volume 20**

## **Supplemental Information**

### **Single-Cell Landscape of Transcriptional Heterogeneity and Cell Fate Decisions during Mouse Early Gastrulation**

**Hisham Mohammed, Irene Hernando-Herraez, Aurora Savino, Antonio Scialdone, Iain Macaulay, Carla Mulas, Tamir Chandra, Thierry Voet, Wendy Dean, Jennifer Nichols, John C. Marioni, and Wolf Reik**

S.1

A.

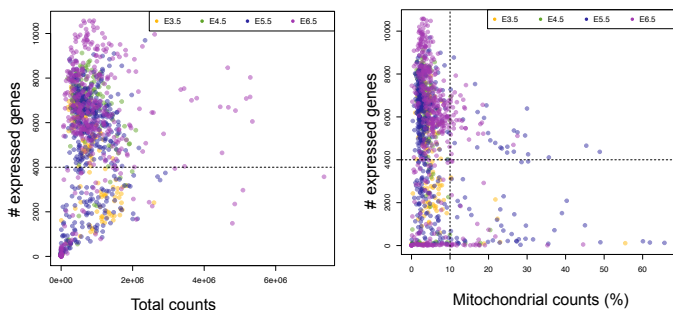

B.

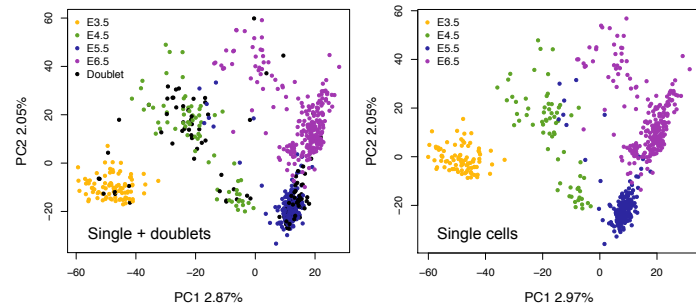

C.

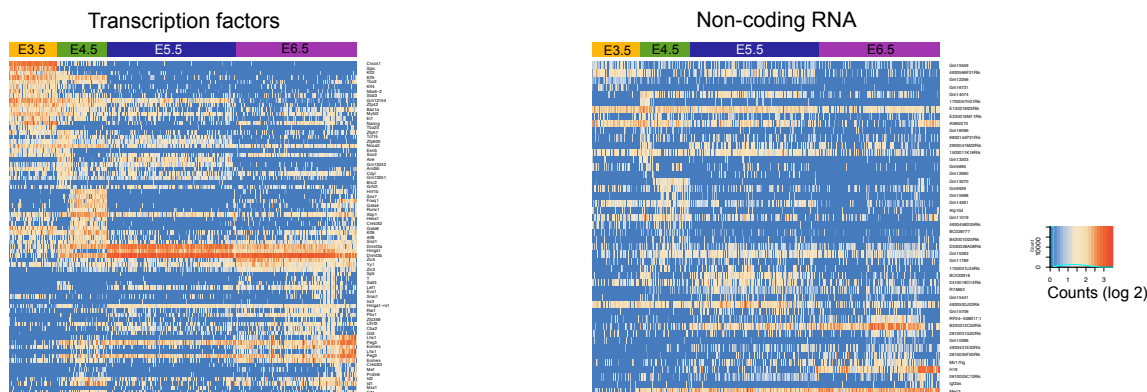

D.

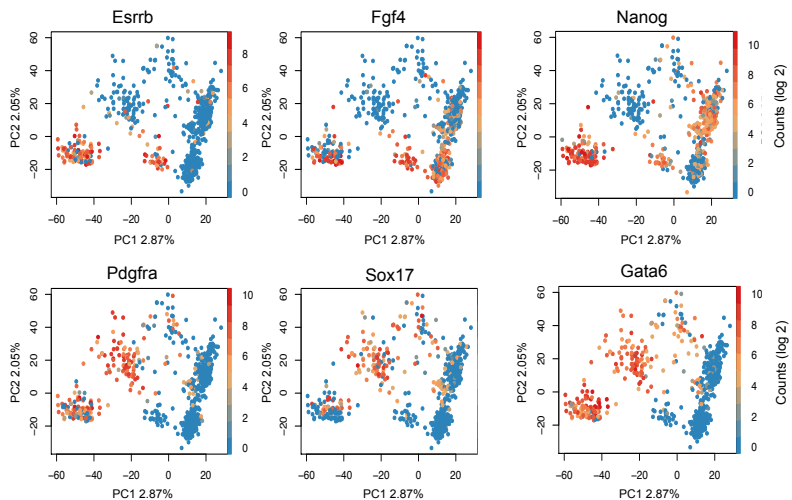

E.

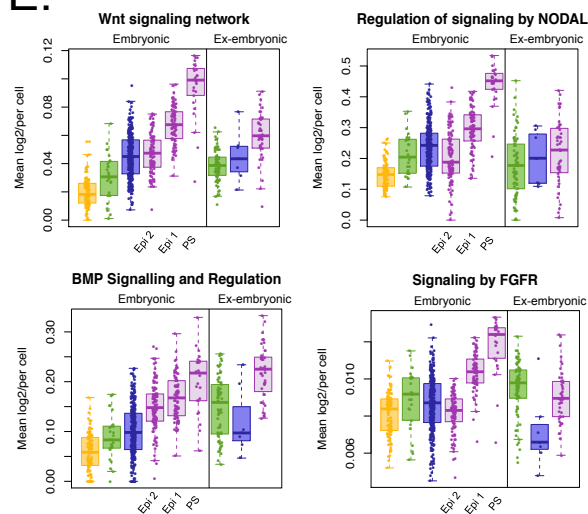

**Figure S1 related to Figure 1** (A) Plot representing number of genes expressed in each cell and total expression count (left) or expression from mitochondrial genes for all cells (right). Cells above highlighted threshold (4000 genes, <10% mitochondrial reads) were included in the study. (B) PCA plots of cells included in the study to compare PCA showing single cells only or single and double cells. (C) PCA plots coloured by the expression levels (log2) of epiblast and endoderm markers. (D) Heatmap of transcription factors (left) and non-coding RNA (right) indicating genes specific to developmental and lineage classifications. (E) Single cell visualisation of signalling pathways based on SC3 clustering definitions. Each dot represents the mean expression of a pathway (log2) for a single cell.

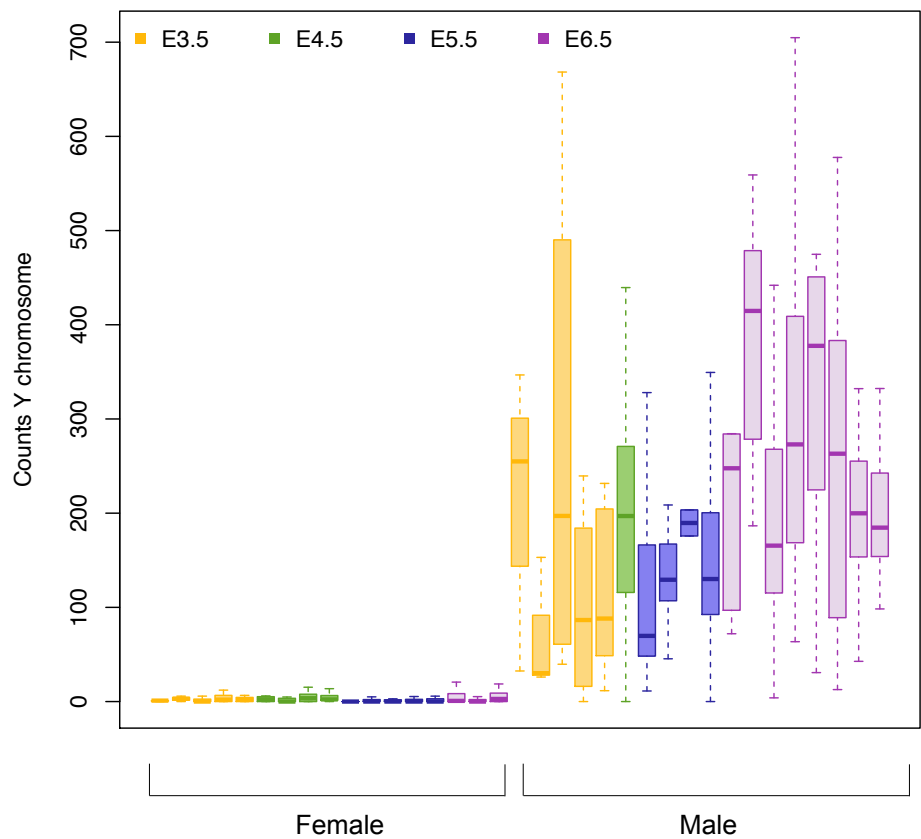

Figure S2 related to Figure 2: Total gene expression counts from the Y-chromosome plotted by embryo.

S.4

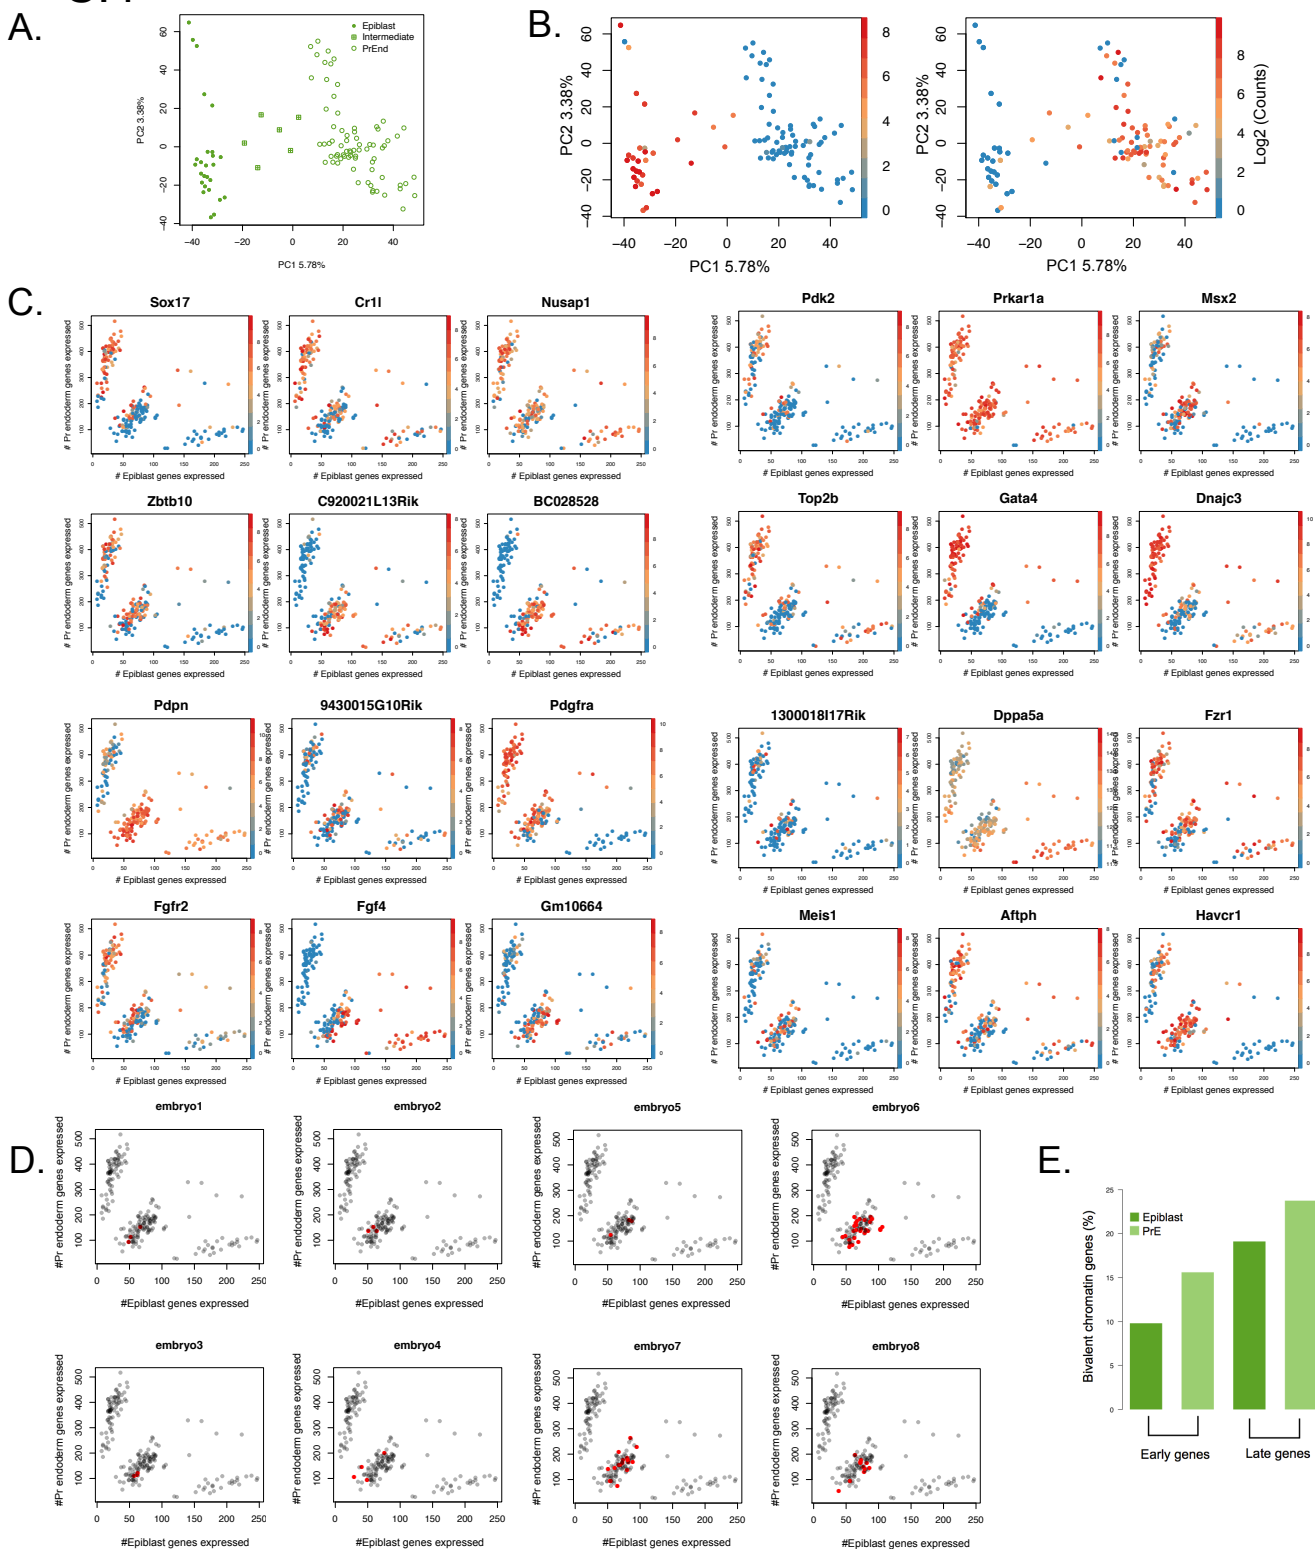

**Figure S4 related to Figure 4** (A) PCA plot of E4.5 epiblast, PrE and intermediate cells. (B) PCA of E4.5 cells coloured by epiblast (*Fgf4*) and PrE (*Sox17*) markers. (C) Plots showing number of epiblast and PrE genes expressed in each E3.5 and E4.5 cell. Colour represents expression levels (log2) of the gene. (D) Plots showing number of epiblast and PrE genes expressed in each cell coloured by embryo. (E) Graph representing percentage of PrE and epiblast genes overlapping with bivalent chromatin regions in ES cells (Rugg-Gunn et al, 2010). Late PrE and epiblast genes show increased enrichment over their early counterparts ( $P < 0.0001$ ).

# S.5

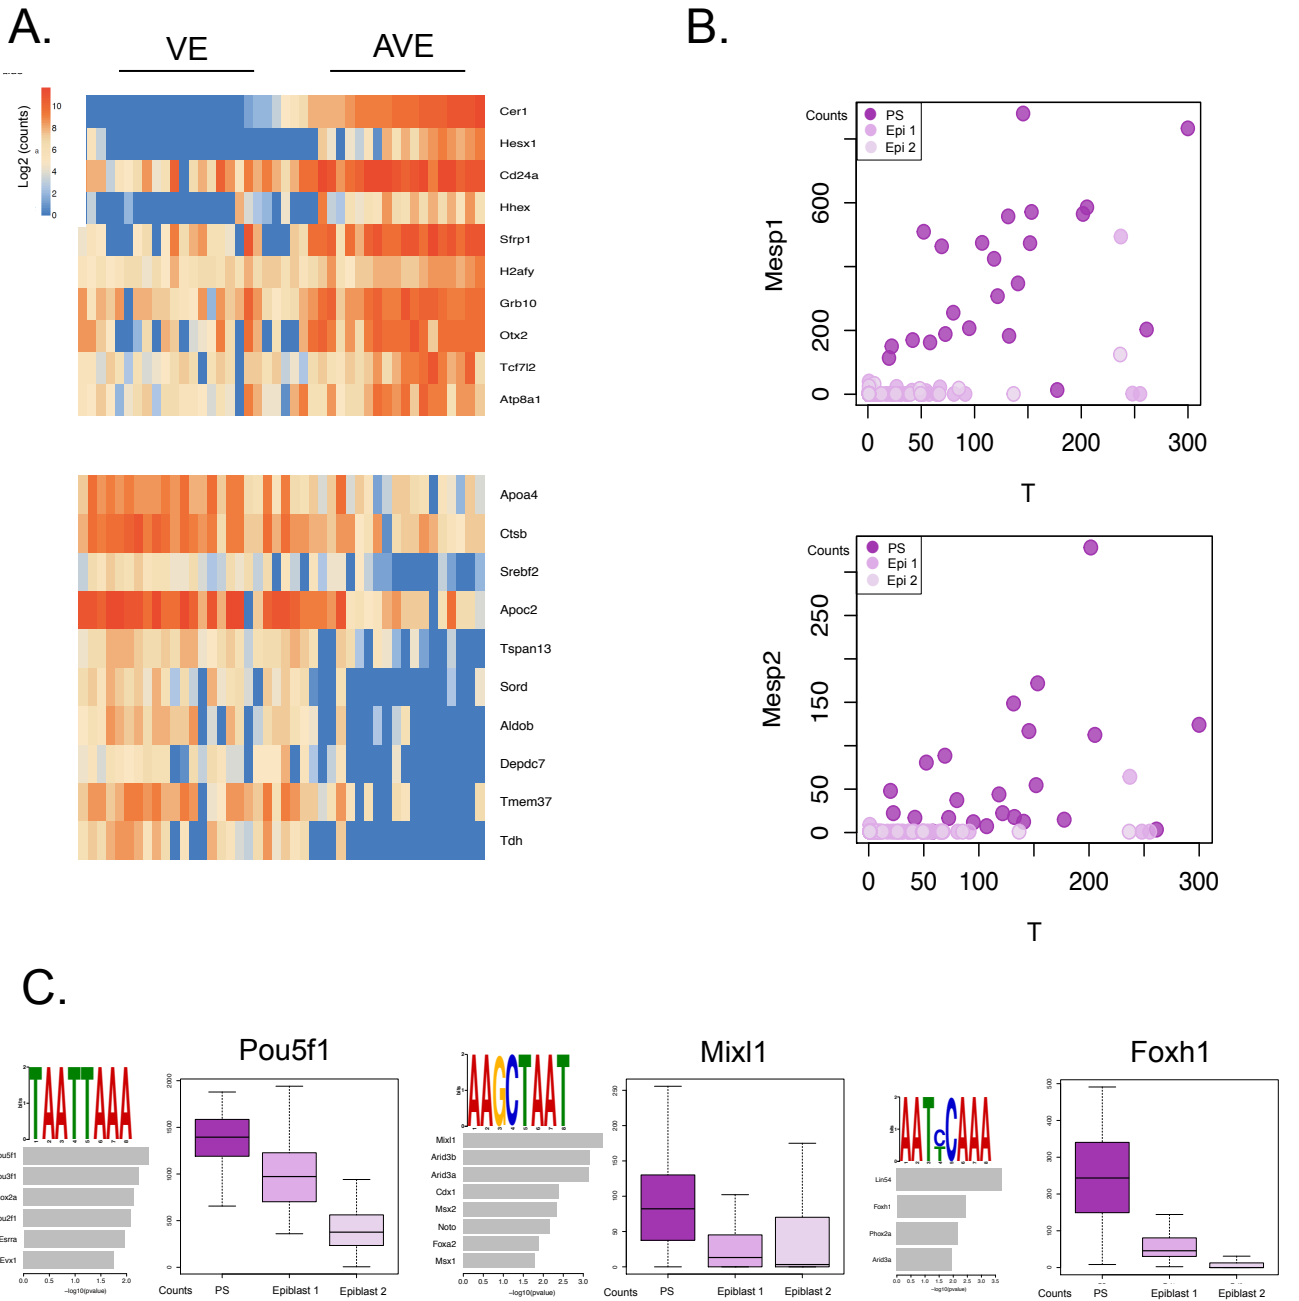

**Figure S5 related to Figure 5 (A)** Heatmap representing top genes correlating or anti-correlating with *Cer1* expression **(B)** Expression levels of primitive streak markers *T*, *Mesp1* and *Mesp2* showing distinct subgroups. **(C)** Top motifs identified in the promoters (500 bp upstream of the TSS) of genes upregulated in the primitive streak.

# Supplementary material for: Single-Cell Landscape of Transcriptional Heterogeneity and Cell Fate Decisions during Mouse Early Gastrulation
**Source:** Cell Rep. 2017 Aug 1;20(5):1215–28. doi: 10.1016/j.celrep.2017.07.009
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## Single-Cell Landscape of Transcriptional Heterogeneity and Cell Fate Decisions during Mouse Early Gastrulation

### Graphical Abstract

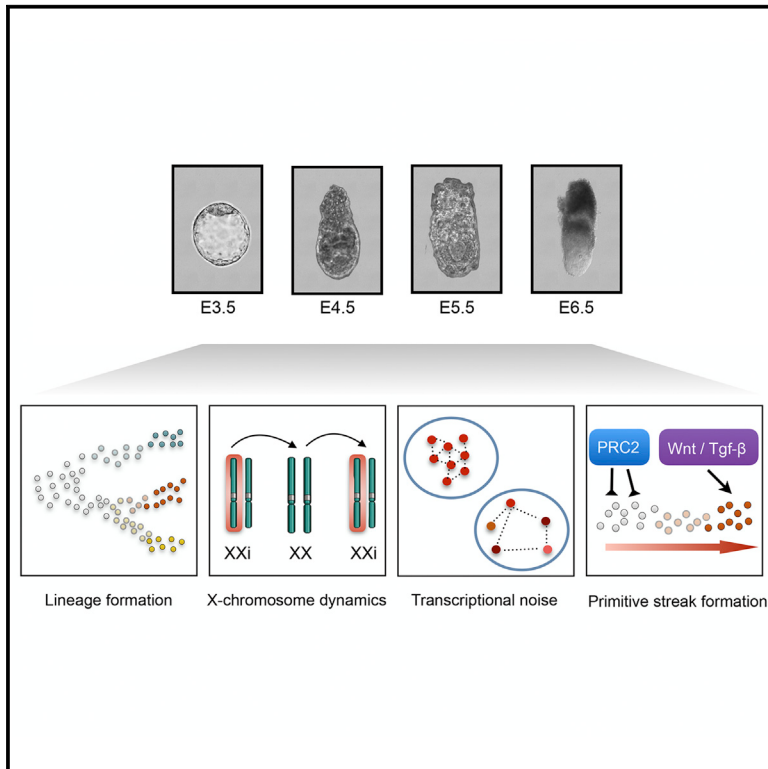

### Authors

Hisham Mohammed,  
Irene Hernando-Herraez,  
Aurora Savino, ..., Jennifer Nichols,  
John C. Marioni, Wolf Reik

### In Brief

Mohammed et al. chart mouse embryonic development from implantation to early gastrulation at single-cell resolution. They describe regulatory processes associated with lineage commitment. An increased level of transcriptional noise is observed prior to lineage commitment, an observation that provides fresh insights into cell fate decision-making processes.

### Highlights

- A high-resolution scRNA-seq map of mouse from peri-implantation to early gastrulation
- Symmetry breaking genes and bivalent chromatin are linked to lineage fate at E4.5
- X chromosome inactivation correlates with *Rlim* and anticorrelates with *Dnmt3a* and *Zfp57*
- Polycomb targets are repressed in the E6.5 epiblast and activated in the primitive streak

### Accession Numbers

GSE100597

Mohammed et al., 2017, Cell Reports 20, 1215–1228  
August 1, 2017 © 2017 The Author(s).  
<http://dx.doi.org/10.1016/j.celrep.2017.07.009>

CellPress

# Single-Cell Landscape of Transcriptional Heterogeneity and Cell Fate Decisions during Mouse Early Gastrulation

Hisham Mohammed,<sup>1,11</sup> Irene Hernando-Herraez,<sup>1,11</sup> Aurora Savino,<sup>1,11</sup> Antonio Scialdone,<sup>2,3</sup> Iain Macaulay,<sup>3,9</sup> Carla Mulas,<sup>4,5</sup> Tamir Chandra,<sup>1,10</sup> Thierry Voet,<sup>3,6</sup> Wendy Dean,<sup>1</sup> Jennifer Nichols,<sup>4,5,\*</sup> John C. Marioni,<sup>2,3,7,\*</sup> and Wolf Reik<sup>1,3,8,12,\*</sup>

<sup>11</sup>These authors contributed equally

<http://dx.doi.org/10.1016/j.celrep.2017.07.009>

## SUMMARY

The mouse inner cell mass (ICM) segregates into the epiblast and primitive endoderm (PrE) lineages coincident with implantation of the embryo. The epiblast subsequently undergoes considerable expansion of cell numbers prior to gastrulation. To investigate underlying regulatory principles, we performed systematic single-cell RNA sequencing (seq) of conceptuses from E3.5 to E6.5. The epiblast shows reactivation and subsequent inactivation of the X chromosome, with *Zfp57* expression associated with reactivation and inactivation together with other candidate regulators. At E6.5, the transition from epiblast to primitive streak is linked with decreased expression of polycomb subunits, suggesting a key regulatory role. Notably, our analyses suggest elevated transcriptional noise at E3.5 and within the non-committed epiblast at E6.5, coinciding with exit from pluripotency. By contrast, E6.5 primitive streak cells became highly synchronized and exhibit a shortened G1 cell-cycle phase, consistent with accelerated proliferation. Our study systematically charts transcriptional noise and uncovers molecular processes associated with early lineage decisions.

## INTRODUCTION

The peri-implantation mouse embryo consists of the embryonic epiblast combined with two extra-embryonic layers: the trophoderm and primitive endoderm (PrE). Implantation occurs

at approximately embryonic day (E)4.5 and marks several key changes in the embryo (Tam and Loebel, 2007). The pluripotent epiblast dynamically changes post-implantation, developing into a transcriptionally distinct entity primed for differentiation (Boroviak et al., 2015; Nichols and Smith, 2009). This eventually leads to lineage specification at gastrulation, which is initiated by the formation of the primitive streak in a proximal-posterior position (Tam and Loebel, 2007).

Following blastocyst formation, an early milestone in embryonic development is the formation of the epiblast and PrE prior to implantation. This lineage commitment process is largely driven by signaling mechanisms, in particular the Fgf/Mapk signaling pathway (Feldman et al., 1995; Yamanaka et al., 2010). Modulating levels of Fgf directly determines lineage outcome (Kang et al., 2013; Nichols et al., 2009; Yamanaka et al., 2010). Single-cell transcriptome studies recently confirmed a role for Fgf signaling in driving acquisition of PrE identity (Ohnishi et al., 2014). The newly emerging epiblast undergoes a process of transcriptional rewiring and expansion in cell number before further lineage specification is initiated (Boroviak et al., 2015). During this process, the epiblast is subjected to coordinated signaling cues that establish axial polarity (Tam and Loebel, 2007). Wnt, Tgf- $\beta$ , and Fgf signaling pathways are key drivers of patterning and differentiation, essential for both primitive streak formation and gastrulation (Camus et al., 2006; Conlon et al., 1994; Liu et al., 1999; Mesnard et al., 2006; Sun et al., 1999; Tam and Loebel, 2007; Winnier et al., 1995). Concomitantly, the PrE differentiates further to produce the visceral endoderm (VE), which overlies the epiblast. Regulatory signals from the VE also influence epiblast cell fate, particularly by promoting or antagonizing pathways, such as Wnt and Nodal signaling, in a regionally restricted manner to position and pattern the primitive streak and other embryonic sublineages (Dai et al., 2016; Stower and Srinivas, 2014; Yoon et al., 2015).

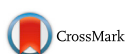

A prominent change during these critical stages is the process of X chromosome reactivation and subsequent inactivation in female embryos. The paternally inherited X chromosome, previously inactivated at the 2–4 cell stage, is reactivated in the epiblast during implantation. Subsequently, one of the two X chromosomes is randomly inactivated before the onset of gastrulation (Mak et al., 2004; Okamoto et al., 2004; Schulz and Heard, 2013). The non-coding RNA *Xist*, together with its various regulators, has a pivotal role in silencing the X chromosome (Brockdorff, 2011; Cerase et al., 2015). In vitro, pluripotency-associated transcription factors such as *Pou5f1*, *Nanog*, and *Sox2* are thought to play key roles in reactivation of the X chromosome, in part by downregulating *Xist* transcription (Minkovsky et al., 2012). Recent single-cell studies using embryonic stem cells (ESCs) and epiblast stem cells (EpiSCs) have provided new insights into this process, including the identification of genes potentially involved in X chromosome regulation (Chen et al., 2016). However, a complete single-cell transcriptomic characterization of this process in vivo is lacking. Single-cell analysis in human pre-implantation embryos indicates that X chromosome inactivation is achieved through dosage compensation (Petropoulos et al., 2016).

Single-cell transcriptome studies have been used to examine developmental trajectories and lineage specification in early mouse pre-implantation embryos (Deng et al., 2014; Kurimoto et al., 2006; Ohnishi et al., 2014; Shi et al., 2015) and post-implantation gastrulating embryos (Chen et al., 2016; Scialdone et al., 2016). Several principles underlying cell fate decision-making have been established, including the role of key transcription factor networks, cell signaling, cell position and movement, and mechanical forces (Tam and Loebe, 2007), yet how cells actually transition from one fate to another in vivo is unclear.

Interestingly, uncoordinated transcriptional heterogeneity or transcriptional noise has, on a few specific occasions, been observed to precede cell fate decisions. This heterogeneity has been proposed to aid symmetry breaking (Arias and Hayward, 2006; Eldar and Elowitz, 2010). However, how noise is generated or how precisely it helps symmetry breaking is unknown (Eldar and Elowitz, 2010). Early mouse blastomeres show stochastic transcription of the key transcription factors *Oct4* and *Cdx2*, which become lineage restricted in the inner cell mass (ICM) and trophectoderm, respectively (Dietrich and Hiiragi, 2007). Furthermore, specific PrE and epiblast genes have been shown to be co-expressed in cells within the E3.5 ICM before becoming restricted to specific cell types by E4.5 (Chazaud et al., 2006; Frankenberg et al., 2011; Kang et al., 2013; Morris et al., 2010; Ohnishi et al., 2014; Plusa et al., 2008). A systematic study of transcriptional noise in the developmental stages preceding gastrulation is, however, lacking.

Here, we study the regulatory landscape from peri-implantation to early gastrulation by performing single-cell RNA-sequencing (seq) of mouse embryos from E3.5 to E6.5. Our work provides insights into the exit from pluripotency and priming for differentiation, X chromosome reactivation and subsequent inactivation, and the emergence of regulatory networks associated with cell fate decisions. Our work also investigates transcriptional noise and its sources across the different stages and explores what potential consequences this might have for symmetry breaking and cell fate decision-making.

## RESULTS

### Single-Cell Transcriptomics and Lineage Identification in E3.5, E4.5, E5.5, and E6.5 Embryos

We dissociated embryos into single cells and performed single-cell RNA-seq (scRNA-seq) of mouse pre-implantation ICM at E3.5 and epiblast and extra-embryonic endoderm at E4.5, E5.5, and E6.5. A total of 1,219 cells were manually isolated and sequenced from 32 embryos across all stages, from which 721 remained following filtering for data quality (see [Experimental Procedures](#); [Figures 1A and S1A](#)). 128 of the cells were observed during picking to be doublets, but, importantly, including or excluding these samples did not alter our conclusions ([Figure S1B](#)). Transcriptomes derived from isolated cells were subjected to principal-component analysis (PCA) showing that the dataset separates by developmental stages and lineage, consistent with known marker-based lineage identities (Tam and Loebe, 2007) ([Figures 1B and 1C](#)).

To rigorously interrogate lineage identities and associated gene markers, we employed single-cell consensus clustering (SC3) (Kiselev et al., 2017) using all expressed genes, as well as subsets of non-coding RNAs and transcription factors ([Figures 1D and S1C](#)). This identified eight clusters of cells and associated marker gene sets, which distinguished embryonic and extra-embryonic cells and additionally identified four subclusters within the E6.5 embryo. Consistent with the PCA, E3.5 cells do not possess distinct lineage identities, as previously reported (Ohnishi et al., 2014). Networks of genes including several known naive pluripotency markers are observed exclusively at this stage. At E4.5, a clear separation of cells into the epiblast and PrE is observed and characterized by exclusive expression of known markers, such as *Nanog*, *Esrrb*, *Fgf4* (epiblast) and *Gata6*, *Pdgfra*, and *Sox17* (PrE) ([Figure S1D](#)). The E5.5 epiblast cells cluster separately from E4.5 epiblast cells and possess reduced *Nanog* expression, while gaining primed pluripotency markers such as *Pou3f1*. Cells within the E5.5 epiblast do not show any apparent substructure. Finally, cells from the E6.5 embryo cluster into four groups corresponding to the VE, a primitive streak population and two subclusters of non-committed epiblast cells (epiblast 1 and epiblast 2). The primitive streak is identified by high *T* expression in addition to the presence of *Snai1*, *Lef1*, *Evx1*, and *Mesp1*. We also identify several additional markers for the streak including *Greb1*, *Ncoa5*, *Eid1*, and *H2afy2*. A list of lineage-specific genes can be found in [Table S1](#), along with differential expression of lineages in [Table S2](#). Gene pathway analyses indicate an increasing role for signaling pathways such as Wnt, Bmp, Fgf, and Nodal during development, with the primitive streak population exhibiting high pathway activity (see [Experimental Procedures](#); [Figure S1E](#)).

In terms of charting pluripotency across the stages, E3.5 exhibits the highest levels of naive pluripotency followed by E4.5. At E5.5 and E6.5, embryos no longer express naive factors and switch to primed pluripotency markers ([Figure 1E](#)) (Boroviak et al., 2015). E4.5, E5.5, and E6.5 epiblast cells show remarkable differences in their expression of pluripotency components, while maintaining a relative lack of evident differentiation, which potentially suggests a shift toward a “formative” state of pluripotency prior to differentiation (Kalkan and Smith, 2014).

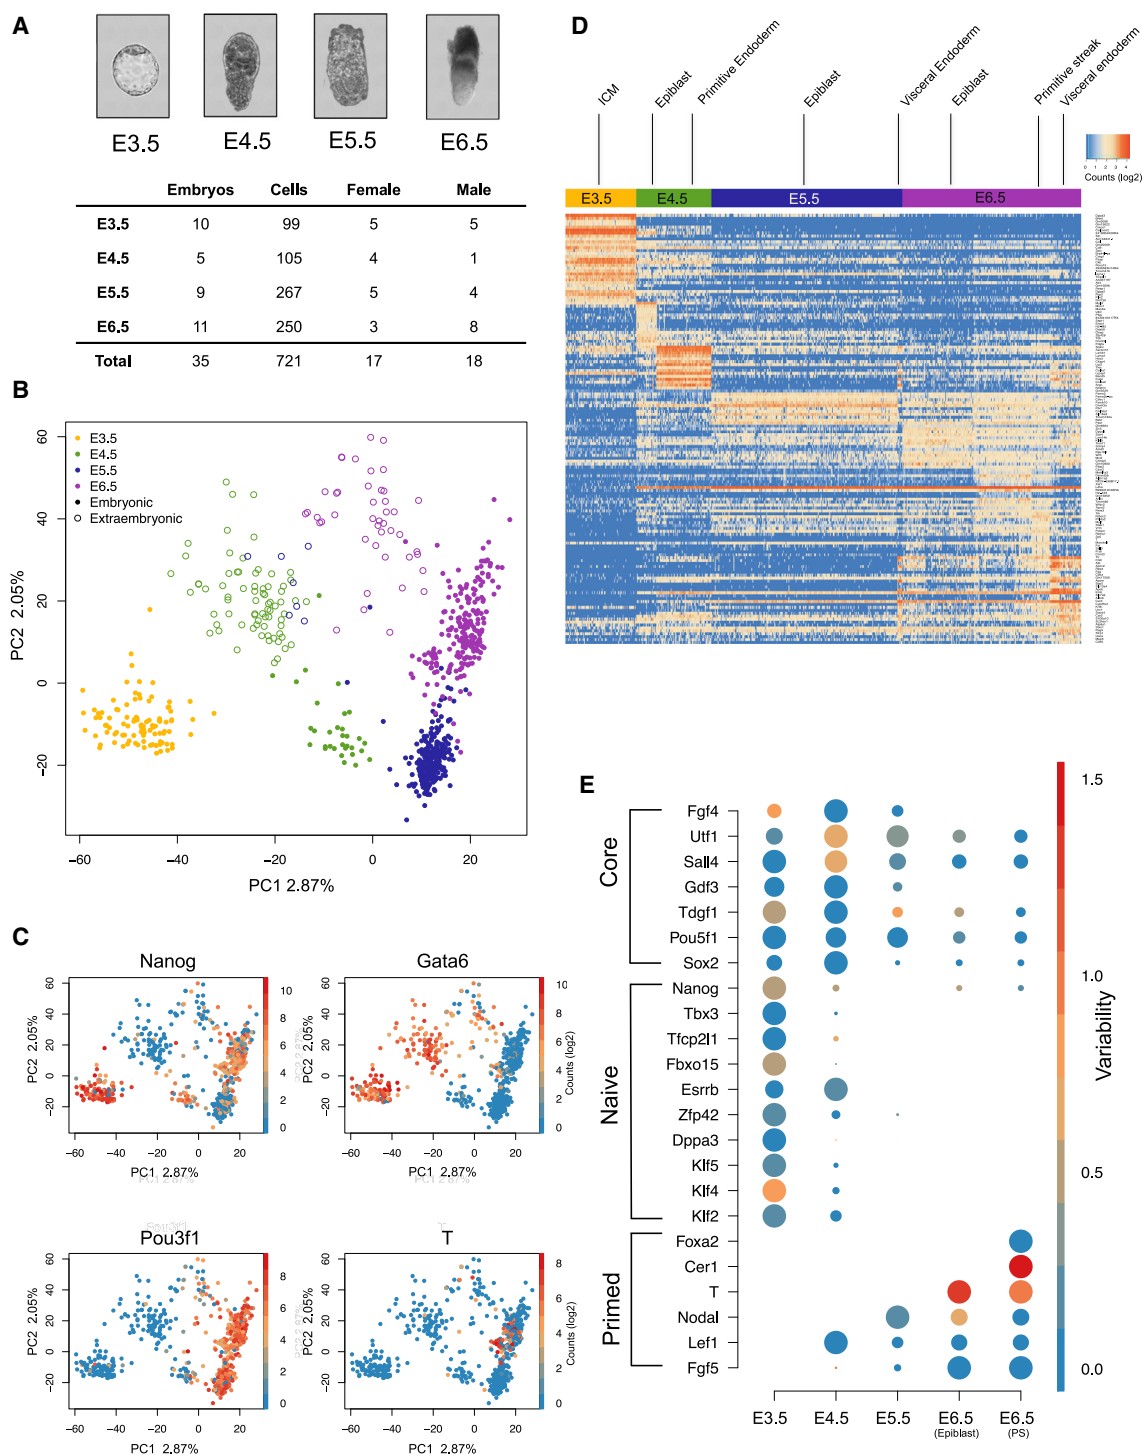

**Figure 1. Single-Cell mRNA-Seq of E3.5, E4.5, E5.5, and E6.5 Mouse Embryos**

(A) Table listing number of embryos and cells, along with representative images of embryos used at each stage.

(B) Principal-component analysis (PCA) of cells that passed the quality and filtering criteria.

(C) PCA of all cells colored by gene expression levels (log2 of counts per million) of selected marker genes - *Nanog* (ICM/epiblast), *Gata6* (PrE/VE), *Pou3f1* (primed pluripotency), and *T* (primitive streak).

(D) Heatmap showing key genes distinguishing cell clusters (SC3 analysis).

(E) Gene expression levels and variability of pluripotency factors classified into primed, naïve, and core genes (using previous classifications; Boroviak et al., 2014). The size of each dot represents relative expression levels, while variability is shown by color.

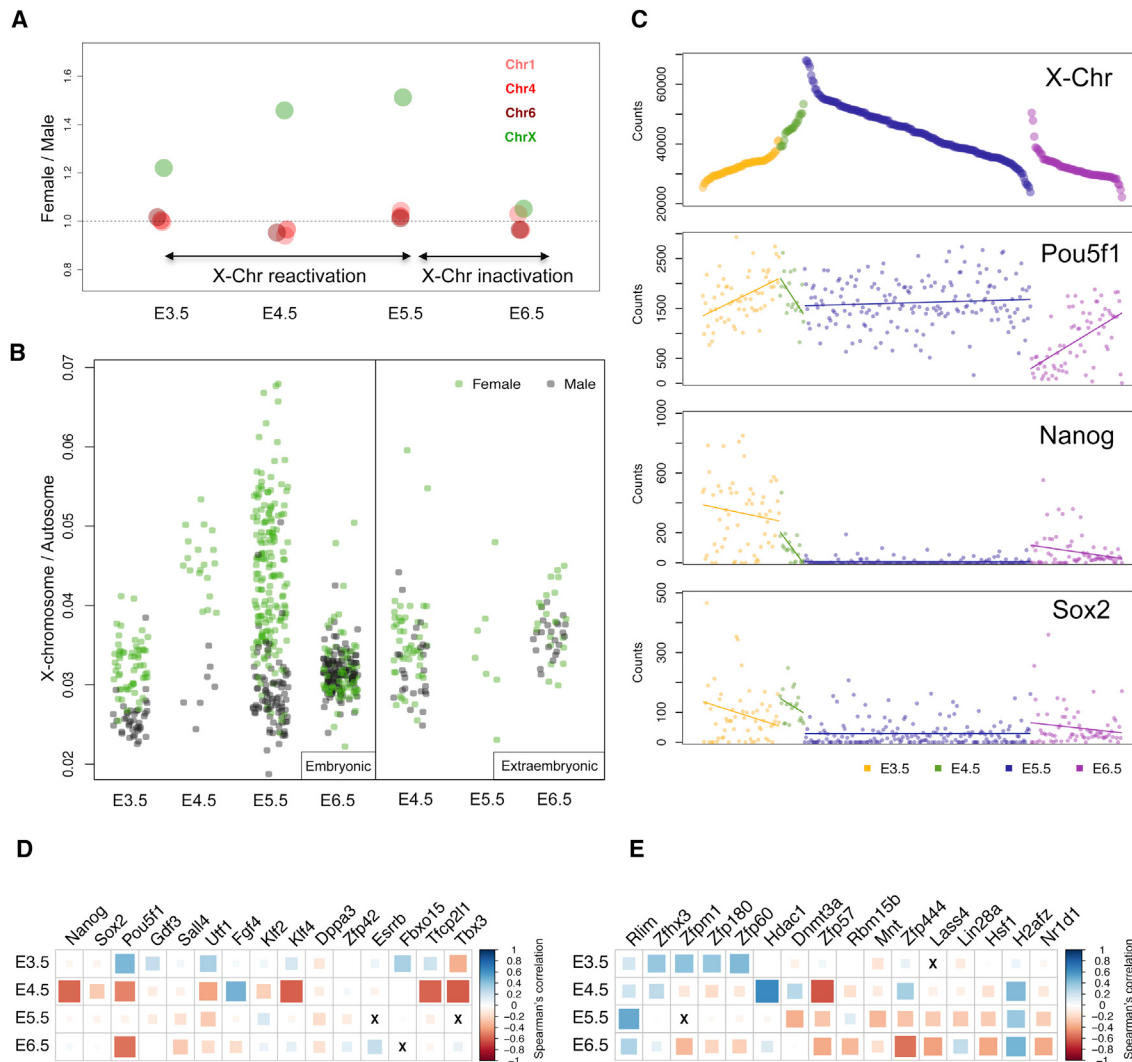

**Figure 2. Dynamics of X Chromosome Reactivation and Silencing**

(A) Ratio of gene expression (median) between female and male embryos for the X chromosome and chromosomes 1, 4, and 6.

(B) Total expression levels of the X chromosome visualized at a single-cell level. The y axis represents the proportion of X chromosome counts relative to all other chromosomes.

(C) Overall X chromosome expression levels plotted across all stages. The matched expression levels for *Pou5f1*, *Nanog*, and *Sox2* are also plotted underneath.

(D) Plot representing pluripotency genes correlating or anticorrelating with X chromosome expression at each stage. Spearman's correlation coefficient is represented by color and size.

(E) Plot representing selected genes correlating or anticorrelating with X chromosome expression at each stage. The X represents absence of expression.

Interestingly, we found that many of these markers are not homogeneously expressed in the embryos. For example, at E3.5, *Klf4* and *Fgf4* are variably expressed as are *Nanog*, *Sal14*, and *Utr1* at E4.5 and *T* and *Cer1* at E6.5 (Figure 1E).

### Reactivation and Subsequent Inactivation of the X Chromosome

The presence of multiple embryos of both sexes enabled us to investigate potential gender-based differences in early development. In particular, the process of reactivation and subsequent inactivation of the female X chromosome was investigated in detail. Gender was assigned to each embryo by measuring the

expression of genes on the Y chromosome (see [Experimental Procedures](#); Figure S2). Comparison of gene expression ratios between males and females from the X chromosome and autosomes reveals increased X chromosome expression in females starting at E3.5 (Figure 2A). This difference is more noticeable at E4.5 and E5.5, where both X chromosomes become fully activated. Inactivation of the X chromosome is initiated at E5.5, and by E6.5, X chromosome expression levels in female embryos were reduced to levels comparable to those of other chromosomes. Analysis of X chromosome expression relative to autosomes at the single-cell level reveals the heterogeneous nature of this process within a given stage (Figure 2B). Additionally,

transcriptome data at the single-cell level allows separation of embryonic and extra-embryonic cells: extra-embryonic endoderm cells do not reactivate the paternal X chromosome (Kobayashi et al., 2016), and, thus, both male and female cells express similar levels of X chromosome genes.

Consequently, we explored the correlation between gene expression levels and X chromosome activation status in the embryonic lineage to identify genes associated with this process and to characterize the relationship with known regulators. The pluripotency factors *Pou5f1*, *Nanog*, and *Sox2* are thought to be key regulators of X reactivation (Donohoe et al., 2009; Navarro et al., 2008). Consistent with this, we found (Figure 2C) that X chromosome reactivation is positively correlated with *Pou5f1* expression levels at E3.5 (Spearman correlation = 0.45), albeit, the result is not significant after correcting for multiple testing (Table S3). Counter-intuitively, *Pou5f1* was negatively correlated with X chromosome levels after inactivation (Spearman correlation =  $-0.54$ , adjusted  $p = 9.75 \times 10^{-05}$ ). However, since cells in the primitive streak express higher *Pou5f1* levels, this association may reflect lineage-based expression differences rather than X chromosome inactivation. In contrast, *Nanog* and *Sox2* show no clear correlation with either the reactivation or inactivation process. In addition to evaluating the roles of known pluripotency regulators, several other candidates were identified (Figures 2D and 2E). The top 100 genes identified as being associated (positively or negatively correlated) with reactivation include the *Pou5f1* interacting transcription factor *Zfhx3* and several zinc-finger proteins such as *Zfp61*, *Zfp180*, and *Zfp60* (Table S3).

X inactivation analysis was performed at E5.5, as the process of inactivation begins at this stage and the analysis can therefore reveal potential drivers of inactivation. Among the top genes associated with X chromosome inactivation at E5.5 were the DNA methyltransferase *Dnmt3a* (Spearman correlation =  $-0.35$ , adjusted  $p = 0.0006$ ) and the transcriptional repressor *Zfp57* (Spearman correlation =  $-0.27$ , adjusted  $p = 0.02$ ). *Dnmt3a* and *Zfp57* have been shown to interact with each other, and *Dnmt3a* has been shown to regulate *Xist* expression (Quenneville et al., 2011). It is particularly noteworthy that *Zfp57* expression is negatively correlated with X chromosome levels at both X reactivation (Spearman correlation =  $-0.62$ ) and X inactivation. Inactivation is furthermore correlated with several other genes including chromatin and transcription regulators such as *Mnt*, *Zfp444*, *Lass4*, *Lin28a*, *Hsf1*, *H2afz*, and *Nr1d1* (Table S3). The heat-shock transcription factor *Hsf1* has been previously implicated in inactivating X and Y chromosomes during meiotic repression in spermatogenesis (Akerfelt et al., 2010), as has the histone *H2afz* substitution on the X chromosome (Sin et al., 2012), suggesting a role for these proteins in X chromosome inactivation. X-inactivation at E5.5 was also correlated with a decrease in expression of *Rlim*, a ubiquitin ligase that has been previously implicated in regulating X chromosome inactivation (Shin et al., 2010).

### Systematic Assessment of Transcriptional Noise across Early Development

Transcriptional heterogeneity within a tissue may indicate the presence of coordinated transcriptional networks associated

with the presence of different cell types. By contrast, transcriptional variability occurring in the absence of cell-type substructure indicates the existence of uncoordinated transcriptional heterogeneity or transcriptional noise. We explored approaches to quantifying global levels of transcriptional noise across the different stages of embryo development, focusing on the embryonic lineage. We selected homogeneous cell populations as a first step. Epiblast cells from E3.5 to E5.5 do not show any substructure, however, at E6.5, cells start to differentiate into the primitive streak. To ensure that transcriptional heterogeneity is not driven by the presence of cell subpopulations, we separated E6.5 primitive streak cells and E6.5 epiblast cells. We specifically selected cells from the uncommitted anterior epiblast by estimating their most likely original position in the embryo using the transcriptomic profile of the four quadrants of the E6.5 epiblast (anterior-proximal, anterior-distal, posterior-distal, and posterior-proximal) (Wu et al., 2015).

The measure of transcriptional noise used here is based on pairwise cell-cell distances ( $d$ ) (see Experimental Procedures). As noise levels increase, cells become more dispersed in the high-dimensional gene expression space, thus increasing the average pairwise distance. By contrast, when noise levels decrease, cells tend to be more similar to each other and  $d$  decreases (Figure 3A). The results suggest that transcriptional noise is higher ( $p < 0.0001$ ) in the uncommitted ICM at E3.5 than in the committed epiblast at E4.5 (Figure 3B). We also observed a decrease in noise within the primitive streak, further suggesting that lineage differentiation may be accompanied by a decline in transcriptional noise. Interestingly, we observed an increase of transcriptional noise in the uncommitted epiblast at E6.5 in comparison to the E5.5 epiblast, coinciding with the exit from pluripotency. Importantly, our findings were consistent across the different batches that correspond to different litters, giving confidence in the method and biological origin of this finding (Figures S3A and S3B). We validated our findings at E6.5 using an independent dataset (Scialdone et al., 2016) from a different mouse strain. The results confirmed that transcriptional noise in the uncommitted epiblast was significantly higher (Wilcoxon test,  $p < 0.0001$ ) than in the primitive streak (Figure S3C).

We next explored if heterogeneity with respect to cell-cycle stages was linked with the observed levels of transcriptional noise. We computed cell-cell distances ( $d$ ) considering only genes associated with cell-cycle regulation (KEGG 0411004110). We found a slight increase in cell-cycle heterogeneity at E3.5 versus E4.5 (Figure 3C), however, the heterogeneity of cell-cycle genes in E5.5 and E6.5 epiblast were comparable, indicating that the increased global noise in the epiblast cells at E6.5 is not driven by cell-cycle genes. There was a striking drop of cell-cycle heterogeneity in the primitive streak, suggesting that these cells are far more synchronized than at any other stage. To further investigate this, we assigned a cell-cycle stage to each cell (Scialdone et al., 2015), which revealed a mixture of cell-cycle stages in embryos from E3.5 to E5.5 with a high proportion of cells in the G1 phase (Figure 3D). By contrast, the E6.5 primitive streak cells were substantially enriched for the G2/M stage with few cells in the G1 phase, providing a molecular correlate of their significantly accelerated cell division rate (O'Farrell et al., 2004; Snow, 1977).

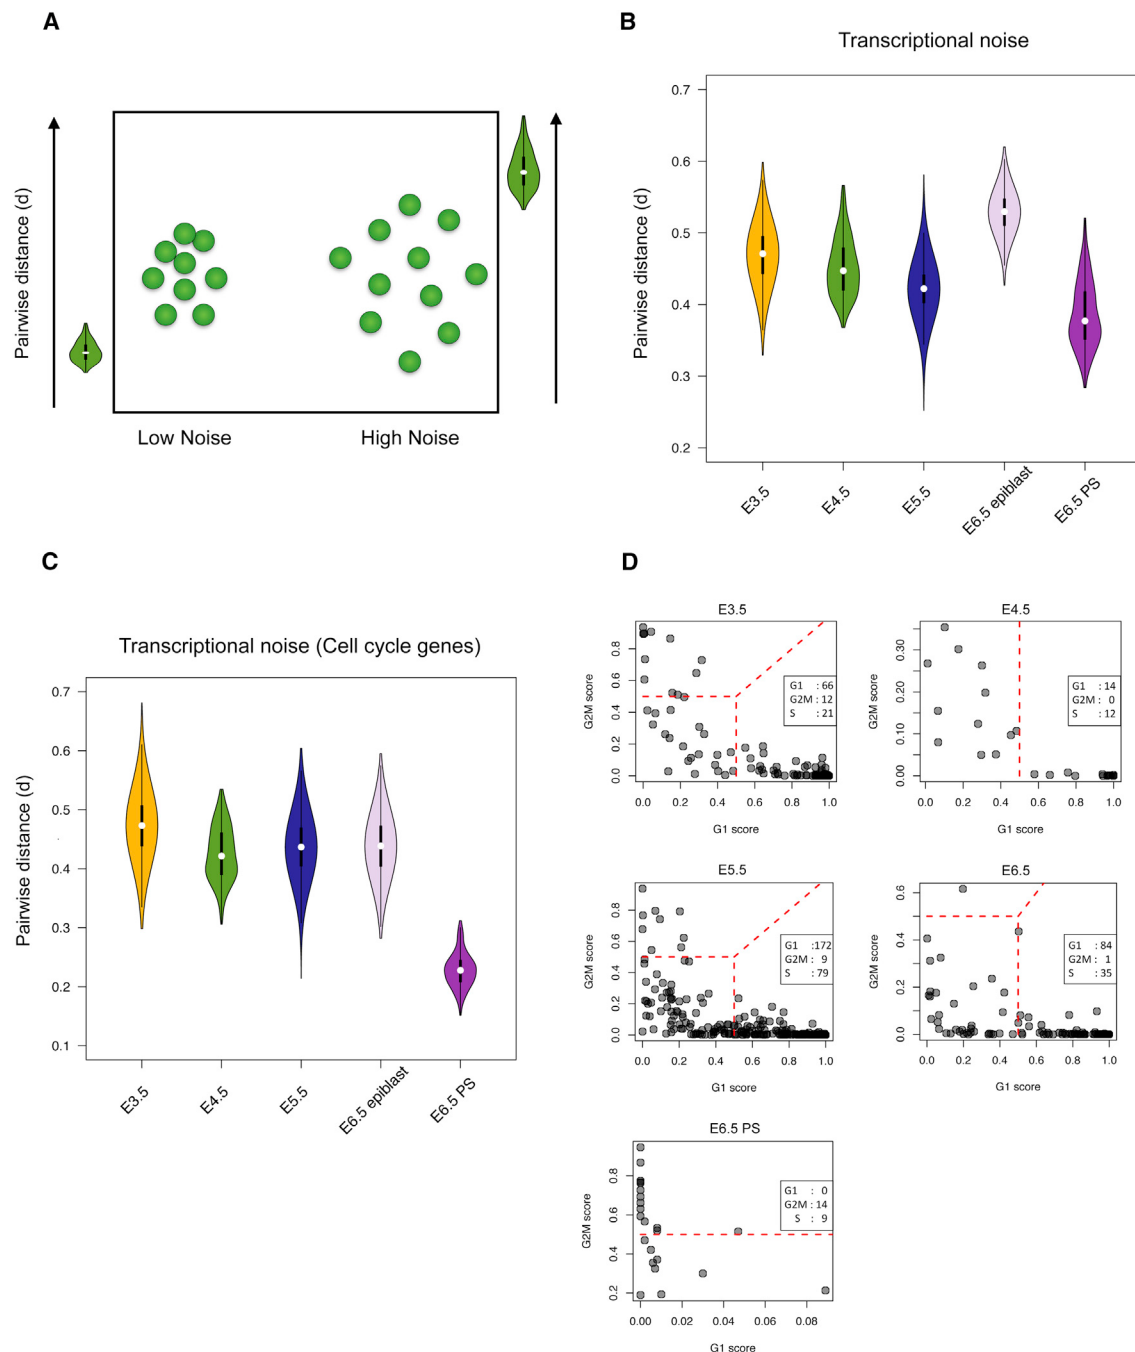

**Figure 3. Transcriptional Noise across Each Developmental Stage**

(A) Cartoon illustrating the concept used to calculate transcriptional noise. The method is based on cell-cell correlations within homogeneous populations.

(B) Plot showing transcriptional noise across all stages of epiblast development and the primitive streak (PS).

(C) Plot showing transcriptional noise of cell-cycle genes across all stages of epiblast development and the primitive streak (PS).

(D) Separation of cells at each stage or lineage by cell-cycle phase. Number of cells at each cell-cycle stage is shown in the inset.

### Symmetry Breaking in the Epiblast and PrE Transition

It is known that prior to the emergence of coherent transcriptional networks that define epiblast or PrE identity at E4.5, specific endoderm or epiblast genes at E3.5 are first co-expressed, then separate into a “salt and pepper” pattern before forming the

PrE and epiblast (Chazaud et al., 2006; Ohnishi et al., 2014; Plusa et al., 2008). This pattern allows the co-expression of opposing lineage markers in an uncoordinated fashion before lineage exclusive expression. To explore this transition in detail, we investigated lineage segregation from E3.5 to E4.5. At E4.5,

the cells segregate into two clear subpopulations, the epiblast and the PrE. Differential expression analysis between these two cell subgroups at E4.5 identified 689 genes enriched for the PrE and 382 genes in the epiblast lineage (adjusted  $p$  value  $\leq 0.05$ ,  $\log_2$  fold change  $> 2$ ) (Table S2). Although lineage subgroups are not observed at E3.5, specific subsets of PrE and epiblast genes are already expressed. This suggests the existence of an “early” (E3.5) and “late” (E4.5) wave of lineage expression as previously described (Plusa et al., 2008) (Table S4). Consistent with these observations, both epiblast and PrE markers, such as *Nanog/Sox2* and *Gata6/Sox17*, were expressed in a non-lineage-based random manner at E3.5 (Figure 4A), exhibiting substantial co-expression before displaying mutually exclusive lineage-specific expression patterns at E4.5 (Figure 4B). At E3.5, the non-coordinated expression of epiblast and PrE markers contributes to the lack of distinct lineage identity. Interestingly, a small subpopulation of cells at E4.5 also co-expresses both lineage markers (Figures 4A, S4A, and S4B). These “intermediate” cells, however, unlike E3.5 cells, express both early and late markers and were excluded from subsequent analyses. Prior visual annotation of the cells excludes the possibility that these samples were doublets.

Using the above defined lineage genes, E3.5 and E4.5 cells were analyzed to determine the ratio of PrE or epiblast genes expressed in each cell (Figure 4C). E3.5 cells expressed both lineage markers, while, as expected, the cells at E4.5 were strongly biased toward one lineage or the other. To address the question of how cells break the “noisy symmetry” at E3.5, we identified genes with expression levels that are correlated with the ratio of epiblast to PrE genes, hypothesizing that such genes might represent key drivers of lineage commitment (Figures 4D and S4C). Using this method, we identified *Fgf4* and *Fgfr2*, which were previously shown to be important in driving PrE and epiblast specification, respectively (Ohnishi et al., 2014), providing confidence in our approach. Notably, we found *Pdgfra*, *Top2b*, *Sox17*, *Gata4*, and *Pdk2* as being associated with a shift toward the PrE cell fate. Similarly, *Morc1*, *Nanog*, *GM10664*, *Dppa5a*, and *Pdpn* were associated with the epiblast fate, providing a rich source of unique candidate lineage driver genes. These drivers are candidates for genes that are upstream of known lineage identity genes, and this concept can be tested in future functional experiments. Analysis of individual E3.5 embryos indicated that this break in symmetry does not reflect developmental differences between individual embryos (Figure S4D).

We next explored potential underlying regulatory mechanisms driving lineage specification using EnrichR (Chen et al., 2013) gene set enrichment analysis. The analysis was used to compare the PrE and epiblast gene sets against existing chromatin immunoprecipitation (ChIP)-seq datasets to identify potential master regulators. The results indicated that epiblast genes were potentially regulated by pluripotency factors, such as *Nanog* and *Pou5f1* (Table S4). Both epiblast and PrE genes showed a significant enrichment for binding by polycomb components, such as *Ezh2* and *Suz12*. Developmental genes are thought to be regulated by bivalent chromatin marks (Voigt et al., 2013) (H3K27me3 and H3K4me3), and, hence, we analyzed occupancy by bivalent chromatin marks at both PrE and epiblast

genes using regions defined in ESCs (Rugg-Gunn et al., 2010). Both PrE and epiblast genes showed enrichment for bivalency (Figure S4E), which increased in the late lineage defining genes. To investigate underlying differences between bivalent chromatin marking the early noisily expressed lineage genes and the more coherent late lineage genes, we quantified H3K4me3 and H3K27me3 marks at these early and late lineage genes using ChIP-seq datasets from the ICM (Zhang et al., 2016; Zheng et al., 2016). We analyzed the ratio of H3K4me3 to H3K27me3 (Figure 4E) at each site and found significantly ( $p < 0.0001$ ) increased H3K4me3 levels at the early lineage genes when compared to the late genes, which were relatively more enriched for H3K27me3. This shows that late lineage genes in the ICM (where they are repressed) are bivalent, but with higher H3K27me3 levels than early genes (which are active) (Figure 4F). Bivalency in active genes (as in the E3.5 ICM) has recently been linked with increased transcriptional noise (Kar et al., 2017).

### Exit from Pluripotency and Lineage Commitment

The transition from E5.5 to E6.5 is characterized by increased transcriptional noise in the uncommitted epiblast portion, along with a striking decrease in noise within the primitive streak (Figure 3B). A decrease in expression of naive pluripotency-associated genes is also observed along with gain in primed pluripotency-associated genes (Figure 1E). Despite expression of signaling components associated with anterior-posterior polarity and the primitive streak, such as *Cripto*, *Nodal*, and *Lefty1*, the epiblast at E5.5 shows no apparent substructure or expression of primitive streak markers, suggesting that only a handful of key regulatory molecules might be asymmetrically expressed and sufficient for patterning asymmetries at this stage.

By SC3 clustering of E6.5 cells, an initial embryonic and extra-embryonic distinction was observed. Extra-embryonic VE cells could be further stratified to identify the anterior VE (AVE) using the known markers *Hhex*, *Cer1*, *Lefty1*, and *Dkk1* (Figure S5A). By examining genes with expression patterns correlated with *Cer1*, additional markers such as *CD24a* and the Wnt antagonist *Sfrp1* were associated with the AVE, while several genes, such as *Tdh*, *Sord*, and the Wnt-associated gene *Srebf2* were enriched in the non-AVE population. We also performed differential expression analysis between the two groups of cells to identify additional markers (Table S5). The epiblast consists of three main subgroups, a primitive streak population and two epiblast subclusters (Figure 5A). These two epiblast subclusters show only small differences in the expression of genes, such as the Wnt pathway receptor *Lgr4* and thus may represent cells only slightly separated in developmental time or space. *T* positive cells in the E6.5 embryo are observed to be both *Mesp1* positive and *Mesp1* negative, as previously described (Figure S5B) (Scialdone et al., 2016). Genes upregulated in the primitive streak subcluster include known primitive streak and mesendodermal markers, such as *Mesp1*, *Mesp2*, *Bmp2*, *Snai1*, *Gata4*, and *Gata6* (Table S5) and also several additional markers, such as *Greb1*, *H2afy2*, *Eid1*, and *Ncoa5*. Interestingly, we identified consensus motifs for *Mixl1*, *Pou5f1*, and *Foxh1* in the promoter regions of primitive streak genes (Figure S5C), suggesting that these transcription factors may drive the establishment of mesendodermal fate. Within the epiblast, there was a notably

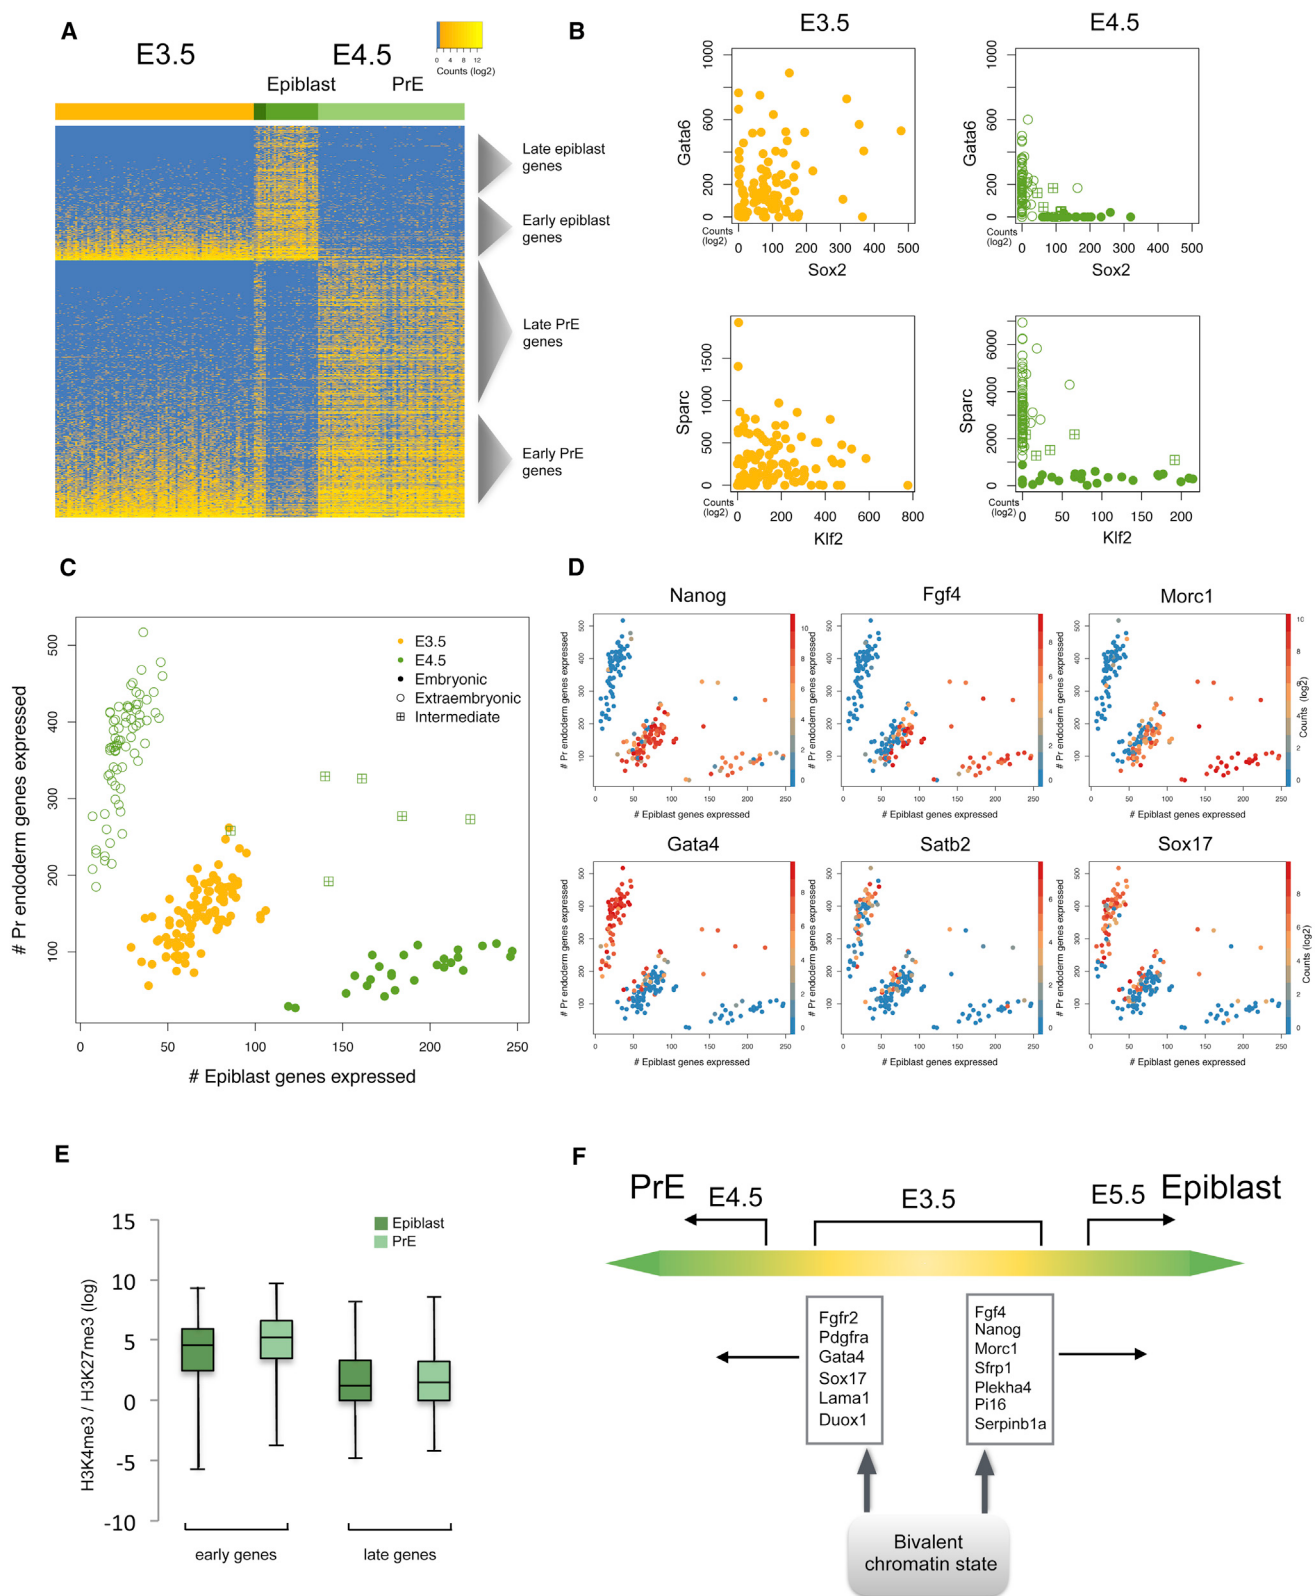

(legend on next page)

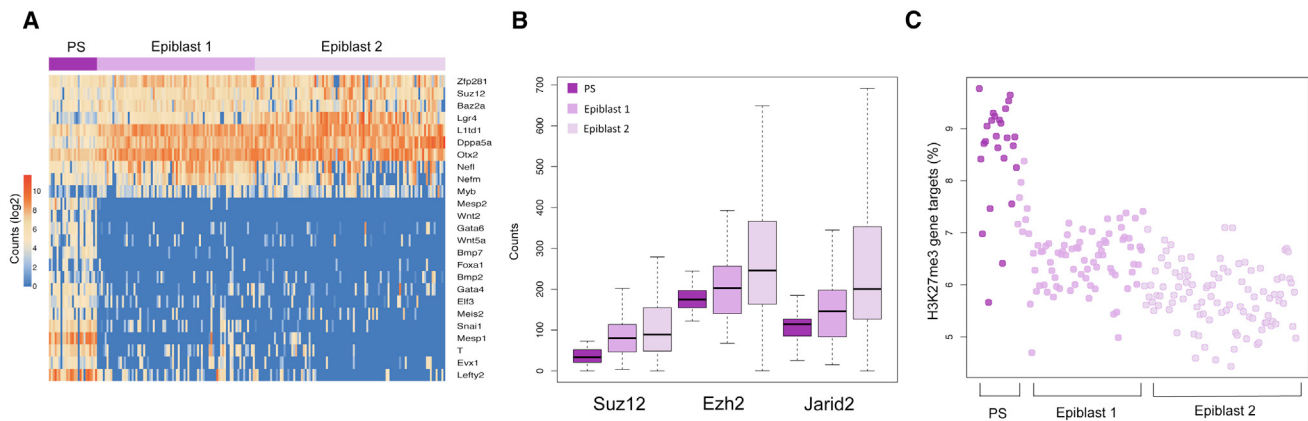

**Figure 5. Lineage Characteristics at E6.5**

(A) Heatmap showing the expression of some differentially expressed genes between the primitive streak cluster and the epiblast.  
(B) Expression levels of polycomb components *Suz12*, *Ezh2*, and *Jarid2* across the different epiblast subclusters and primitive streak (counts per million).  
(C) Plot representing H3K27me3 bound genes expressed in E6.5 epiblast and primitive streak cells using published in vivo datasets (Zylicz et al., 2015).

increased expression of the exit from pluripotency-factor *Otx2*, along with several polycomb genes, including *Suz12*, *Ezh2*, and *Jarid2* (Figure 5B). Indeed, analysis of H3K27me3 ChIP-seq data from the E6.5 epiblast (Zylicz et al., 2015) shows that polycomb bound genes were significantly upregulated in the primitive streak compared to the rest of the epiblast (Figure 5C). This suggests that the polycomb complex has an important role in establishing transcriptional control in the non-committed epiblast cells, including regulating the transition to form the primitive streak, consistent with the phenotype observed in *Eed* knockout embryos (Faust et al., 1998).

## DISCUSSION

In this study, we applied single-cell RNA-seq at a detailed level of resolution to explore early mouse development from pre-implantation to early gastrulation. Besides this valuable resource for the community, our study makes a number of important observations. First, we have identified several candidates for lineage driver genes, both at E4.5 and at E6.5. Second, we charted major epigenetic and signaling events across the exit from pluripotency leading up to gastrulation. Third, we mapped X chromosome reactivation and subsequent inactivation dynamics together with identifying candidate regulators for both steps. Fourth, we systematically explored the concept of transcriptional noise across developmental stages and showed this is highest in uncommitted cells and subsides upon commitment and differentiation. Fifth, we mapped cell-cycle stage composition at each

developmental time point and discovered a striking synchronization of the cell cycle in the primitive streak.

Single-cell sequencing technologies have allowed detailed investigation of complex heterogeneous systems, including early development (Kumar et al., 2017). However, with a capture efficiency ranging between 10% to 50% (Islam et al., 2014), the low amount of starting material renders these approaches susceptible to technical artifacts and batch effects (Tung et al., 2017). Additionally, highly expressed genes are more reproducibly recovered and hence methodologies that address and account for these problems, such as correcting for technical batches and establishing stringent quality parameters need to be implemented, as we have done in this study.

Overall the kinetics of X reactivation (E3.5 and E4.5) and inactivation (E5.5 and E6.5) we observed are consistent with fluorescent reporter-based studies (Kobayashi et al., 2016), lending added confidence to our chromosome-wide observations. Single-cell resolution allows the dynamics of this process to be studied in individual embryos, revealing heterogeneity within embryos and thus identifying genes linked with X reactivation or inactivation.

A recent study using in vitro models identified several candidate regulators of the X-inactivation process and also concludes that pluripotency and X-inactivation are not tightly linked (Chen et al., 2016). In vitro studies cannot capture the full extent of heterogeneity within embryos nor recapitulate embryonic stages and transitions. Pluripotency factors, particularly *Pou5f1*, *Sox2*, and *Nanog*, are known to downregulate *Xist* in ESCs and hence

**Figure 4. Transcriptional Noise during Primitive Endoderm and Epiblast Formation**

(A) Heatmap showing expression of PrE and epiblast genes identified by differential expression at E4.5. A substantial number of genes are already expressed at E3.5, but genes do not segregate by lineage at E3.5.  
(B) Examples of PrE and epiblast genes at E3.5 and E4.5 indicating an initial co-expression before becoming lineage specific at E4.5.  
(C) Plot representing number of lineage-specific genes expressed in each E3.5 and E4.5 cell.  
(D) Overlay of expression levels of genes identified as correlated with the ratio of epiblast and PrE expressed genes.  
(E) Plot representing the ratio of H3K4me3 and H3K27me3 enrichment at binding sites classified as early or late lineage genes. Early genes show a higher ratio than their late counterparts ( $p < 0.001$ ).  
(F) Cartoon showing the overall transition from a non-committed state to lineage commitment and genes associated with this shift.

are prime candidates for X reactivation in vivo (Navarro et al., 2008; Navarro and Avner, 2009). A more recent study has questioned how direct this link is (Minkovsky et al., 2013), suggesting the potential involvement of other regulatory factors, which our single-cell association analysis is able to uncover. We found a strong association between X reactivation and *Pou5f1* expression (but not with *Sox2* and *Nanog*) at E3.5, which quickly weakened, suggesting that other factors may also mediate or maintain the reactivated state, including the *Pou5f1* interacting partner *Zfx3*. The following period of rapid X-inactivation was associated with increased expression of *Dnmt3a* and *Zfp57*, reinforcing the importance of DNA methylation in random X-inactivation (Aucclair et al., 2014). Interestingly, *Zfp57* expression levels are also associated with the reactivation process, being anticorrelated with X chromosome expression levels. This suggests that *Zfp57* may act as repressor of the X chromosome during these stages of development. Consequently, the sets of genes identified in our study provide additional insights into the mechanisms underpinning X-inactivation and reactivation and are strong candidates for future functional studies.

An intriguing observation in our study is the different levels of transcriptional noise found at each stage. Significant differences in noise were detected in cell populations without a coherent substructure; i.e., without different lineages or cell types being present. Previous studies analyzing specific genes have suggested stochastic transcription of *Oct4* and *Cdx2* preceding their lineage-resolved expression in ICM and trophectoderm (TE), respectively (Dietrich and Hiragi, 2007), and the same is true of some PrE and epiblast genes in the E3.5 ICM before becoming restricted to the specific cell types by E4.5 (Ohnishi et al., 2014). Here, we show that this is globally true of the E3.5 to E4.5 transition. Furthermore, the primitive streak shows much reduced noise in comparison to the uncommitted epiblast at E6.5. These results suggest the possibility of a general principle for increase of transcriptional noise prior to lineage differentiation.

Noise in gene expression has been suggested to feed directly into protein expression (Bar-Even et al., 2006; Newman et al., 2006) and importantly is linked with lineage commitment in other systems. In hematopoietic stem cells, gene expression noise has been shown to create heterogeneity in expression of lineage drivers, which in turn directly influences the availability of certain lineage fates (Chang et al., 2008). Using a single-cell approach, candidate erythroid progenitors have been linked with increased transcriptional noise prior to differentiation (Richard et al., 2016). Transcriptional noise has also been attributed to regulating the reactivation of latent HIV (Dar et al., 2014). In terms of possible mechanisms, mixed-lineage states have recently been reported in hematopoietic precursors where opposing transcription factors were suggested to compete with one another for binding to the DNA prior to establishing more defined lineages (Olsson et al., 2016). Indeed, in early embryos, *Nanog* and *Gata6* have such opposing roles (Chazaud et al., 2006; Frankenberg et al., 2011; Fujikura et al., 2002; Shimosato et al., 2007), with in vitro assays suggesting direct repression of the *Gata6* promoter by the *Nanog* protein (Singh et al., 2007). Therefore, higher levels of noise observed at E3.5 might arise from such mutual antagonism, thereby blocking specification of either lineage.

The polycomb system through bivalent domains (Wassef et al., 2015) and the DNA methylation/demethylation system (Lee et al., 2014) are also potential sources of transcriptional noise.

Interestingly, the genes identified as pioneering symmetry breaking from E3.5 are primarily transcription factors such as *Sox17*, *Nanog*, *Gata4*, and *Satb2* (Figure 4D). Overexpression of *Gata4* or *Sox17* (McDonald et al., 2014; Shimosato et al., 2007) in ESCs is sufficient to direct cells toward a PrE-like state, suggesting that tipping the transcriptional balance is important for lineage decisions. We show that the PrE and epiblast genes are enriched for bivalent chromatin domains in the E3.5 ICM, with late (i.e., lineage specific) genes having relatively higher levels of H3K27me3, suggesting that a changing ratio of H3K4me3 to H3K27me3 may in part be responsible for the transition from noisy to lineage-resolved expression.

The establishment of anterior-posterior (AP) polarity precedes the formation of the primitive streak and is first evident by the spatially restricted activity of signaling pathways, such as Nodal, Wnt, and Fgf. Strikingly, at E6.5, as lineages start to be specified, clear signaling pathway enrichment for BMP, Wnt, Nodal, and Fgf is evident in our data (Figure S1E). Hence, the elevation of noise in the uncommitted epiblast at the E6.5 stage may create “competence” for subpopulations of cells to respond to signaling systems (e.g., Nodal and Wnt inhibitors in the AVE), thereby helping to break symmetry.

Finally, our dataset allowed identification of cell-cycle phases for each lineage and stage, with substantial differences observed. Cells in the primitive streak are thought to cycle very rapidly, which may be achieved by a shortened or non-existent G1 phase (O’Farrell et al., 2004). Indeed, the E6.5 primitive streak demonstrates a distinct cell-cycle signature with a large proportion of cells in the G2/M and S phase. Signaling factors, in particular Wnt signaling, are thought to interface with cell-cycle regulation (Davidson and Niehrs, 2010). This potentially initiates synchrony between cells, which in turn may direct the low levels of noise observed. The resulting coherence may thus be important in maintaining the precision of lineage commitment programs in the gastrulating embryo.

Our work reveals large-scale modulation of transcriptional noise across the different stages of early development. High noise may establish a special state of developmental competence so that cells can respond to internal or external cues in a more flexible and refined way in order to break symmetry. The underlying causes and regulators of noise potentially differ according to stage and context. Future studies should be aimed at identifying such regulators together with their manipulation in vivo, to better understand the biological significance of this intriguing phenomenon.

## EXPERIMENTAL PROCEDURES

### Preparation of Single Cells from Early Embryos

All experimental procedures were performed in accordance with the Animals (Scientific Procedures) Act 1986 and by local authority granted by the Animal Welfare and Ethical Review Body (AWERB) committee of the Babraham Institute. Blastocysts were isolated from C57BL/6Bab mice following inter se mating, at E3.5 or 4.5. E3.5 blastocysts were flushed from the uterus using M2 medium and the zonae removed by short incubation in acid tyrodes solution. Embryos at E4.5 were dissected from nascent decidua. The

trophoblast was eliminated from E3.5 and E4.5 embryos by immunosurgery (Solter and Knowles, 1975). Embryos were incubated for 15–30 min in 20% anti-mouse antiserum in N2B27 (made in house), rinsed three times in N2B27, and transferred to 20% freshly thawed rat serum in N2B27 for 15–30 min. Lysed trophoblast was removed manually by repeated aspiration using a mouth-controlled, finely drawn, Pasteur pipette just bigger than the ICM. Isolated ICMs were placed individually in 20  $\mu$ L drops of Accutase in a bacteriological dish for at least 5 min until they assumed a blackberry-like appearance. They were transferred to similar sized drops of M2 and aspirated repeatedly using a very finely drawn Pasteur pipette to separate the cells. Cells were immediately placed individually into wells of lysis buffer and frozen. E5.5 embryos were dissected manually and were observed to be early E5.5 cells lacking distinct thickening of the VE (pre-AVE migration). The extra-embryonic ectoderm was removed using the tip of a pulled Pasteur pipette. The epiblast was separated from overlying VE by aspiration, distal end first, with a pulled Pasteur pipette with a diameter just bigger than the epiblast. Both epiblast and VE were separately disaggregated and plated into wells as described above for ICMs.

E6.5 embryos were visually staged as early streak (Downs and Davies, 1993) and dissected from decidua in PBS and placed into M2 solution to remove extra-embryonic tissues. Differences in dissection may contribute to different proportions of primitive streak and epiblast cells obtained at E6.5. The embryonic ectodermal portion of the early streak embryo was dissociated in drops of TrypLE at room temperature and upon partial digestion was fully dissociated by repeated aspiration using a very finely drawn, mouth-controlled, siliconized-glass needle. Cells were assigned as single, doublets, or multiples by visual inspection and placed directly into lysis solution and frozen prior to library generation.

### RNA-Processing and Library Preparation, Sequencing

How the deposited data were processed for this re-analysis (not part of the article)

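The values analysed are raw counts per gene and cell as deposited by the authors, who trimmed the reads, aligned them with HISAT2 to GRCm38, kept primary alignments with a mapping quality of at least 20 and counted them on genes with SeqMonk, without normalization. 24483 gene rows on chromosomes 1 to 19 were analysed. Genes on X and Y and mitochondrial genes are not analysed here. The rows carry 24426 distinct symbols, 111 rows have a symbol that occurs more than once and were kept apart, and 23559 rows were matched to an Ensembl identifier through the GENCODE annotation of GRCm38, the build of the authors' alignment. The table holds 721 cells with 66896 to 3792936 counts (median 692863) and a median of 6642 genes detected, and no cell had fewer than the 4000 genes that the study required.

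Stage, embryo, plate and the label single or double were taken from the titles and fields of the cells and not from their values. Embryos are the replicates throughout. Cells titled E6.75 were kept in E6.5, where the paper places them.

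Cells were clustered by steps written after SC3's in Python, with genes detected in 6 to 94% of cells, 4 to 7% of the dimensions and 20 k-means starts. 89 genes that the paper names in its results were held out of the clustering and of the naming of clusters, of which 87 have a row. All cells were parted into 8 clusters and E6.5 cells alone into 5. Clusters at E4.5 and E5.5 were named by the larger mean log2 level of endoderm or epiblast markers, and those at E6.5 by the set that stood furthest above its mean in the other clusters (by more than 0.5), with at least 3 markers detected. The sets hold 28 endoderm, 19 epiblast, 12 and 12 markers of the E6.5 epiblast classes, 20 primitive streak and 4 anterior visceral endoderm genes with a row, and most of them come from Table S1, so the study picked them from these cells. The clusters gave 23 epiblast-like and 82 PrE-like cells at E4.5, 259 epiblast-like and 8 endoderm-like cells at E5.5, and 98 and 80 epiblast-like, 25 primitive streak-like and 43 endoderm-like cells with 4 unnamed cells at E6.5.

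Differential expression was tested on sums of raw counts over at least 3 cells of a class in an embryo, with edgeR 4.0.16 (TMM normalization, its filter on low counts, quasi-likelihood test, Benjamini-Hochberg adjustment) in R 4.3.3. A gene passed at an adjusted p of at most 0.05 and a log2 fold change over 2 at E4.5 and over 1 elsewhere. These are the study's limits, but its methods describe a test for changes significantly beyond the limit. Here the test was against no change, and the limit was applied to the estimate. A test against the limit is among the alternatives. The 4 comparisons were PrE-like against epiblast-like cells at E4.5 (806 genes passed), primitive streak-like against epiblast-like cells at E6.5 (6 genes), the pair of E6.5 epiblast-like classes (125 genes) and epiblast-like cells between successive stages (2913, 886 and 1043 genes). For a gene with no count in a group, the fold change is given as a lower limit against 3 counts over that group. The primitive streak-like class has 1 embryo with enough cells, and its sum is assumed to vary like the epiblast-like sums.

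The code was tested on simulated data, with 200 genes changed 8-fold in each comparison. It recovered 144 of them at E4.5, 53 for the primitive streak, 124 for the epiblast-like pair and 137, 125 and 164 for the stages, with 6, 5, 5, 3, 9 and 13 other genes called. Distances between simulated cells rose with the spread put in, from 0.239 to 0.521.

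Distances between cells were d = sqrt((1 - rho) / 2) with Spearman's rho over the 500 most variable genes of a class with a mean of at least 10 CPM, after ComBat by plate, with the median within each embryo of at least 4 cells. Cell-cycle phases came from cyclone (scran 1.30.0). Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5 and DESeq2 1.42.0 were used as well. Tests between embryos were exact two-sided permutation tests of the difference of means.

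Genes are named by 1 rule. These are, in each comparison, the genes that the paper names in its text or in the legend of a figure for it and the pluripotency genes of Fig. 1E, and for the stages also the 3 genes with the largest rise and the 3 with the largest drop among genes past the limits whose embryos do not overlap. Any gene outside the rule is said to have been chosen after its values were seen. Of the pathway lists of Table S1, 247 genes for FGFR, 19 for BMP, 26 for Wnt and 10 for Nodal have a row. Of 122 cell-cycle genes listed, 119 have a row.

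The alternatives written before the data were examined were DESeq2, relative log expression normalization, no filter on low counts, a test against the log2 limit, single cells only, Ward clustering of 15 principal components, clustering on other chromosomes, other minimum numbers of cells, embryos without a plate name merged with the same-numbered embryos of plate P1, cells titled E6.75 left out, 200 or 1000 variable genes, no batch correction, the same genes for both classes, equal numbers of cells, counts thinned to 300000 per cell (46 cells have fewer and were left out there), other detection levels, a pseudocount of 10 and each embryo left out in turn. Embryos gave both classes at E4.5, so their number was also fitted as a paired block with edgeR (883 genes passed). As a check that the same number means the same embryo, the correlation of the 2 classes' residuals was 0.0707, 0.0538, 0.0277, 0.0944 and 0.126 in the 5 embryos over 10011 genes.

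Not repeated here were the placing of E6.5 cells by position with a published dataset, the comparison with other published cells, motif and ontology enrichment, and clustering of single cells alone. Alternatives that need genes on the X chromosome were not run.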

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

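Both tests of endoderm genes and those of Gata4 and Gata6 were chosen only after the result was seen, and the other tests of this part were written before.

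Among 81 groups of embryos examined for 1 embryo far from the others, 9 such embryos were found, where chance gives about 4.05 (about 1 in 20 groups).

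In E6.5 epiblast-like cells of plates P1 to P3, embryo 3 was at 2.64 for Nodal pathway genes (log2) where the other 7 embryos were at 1.54 to 1.94, and at 1.56 for Wnt pathway genes where they were at 1.17 to 1.33. Of its 26 cells, 8 had T at 10 CPM, against 1 cell in the other 7 embryos. Without the cells with T, embryo 3 was at 2.52 for Nodal and 1.601 for Wnt, and with thinned counts at 2.62 and 1.54, so neither these cells nor depth explain the difference. Embryo 2, the other embryo of plate P1 in this set, was at 1.94 for Nodal and 1.33 for Wnt, the next highest values, and an effect of that plate was not tested.

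Esrrb was at 6.25 CPM in E5.5 embryo 1, where the other embryos were at 0 to 1.55. Sox2 was at 261 CPM in E3.5 embryo 2 (others 51.7 to 156), Fgf5 at 82.1 CPM in E4.5 embryo 1 (others 0 to 4.13) and Pou3f1 at 10.8 CPM in E3.5 embryo 3 (others 0 to 2.61). Lefty1 was at 8.48 CPM in E3.5 embryo 4 (others 0 to 1.27), 57.2 CPM in E4.5 embryo 2 (others 0 to 11.0) and 235 CPM in E5.5 embryo 3 (others 7.45 to 85.9). In these 7 embryos the cell with the most counts of the gene held a median of 95.4% of the embryo's counts, so a single cell is a candidate explanation for most of them. The share was 42.3% for Lefty1 in E5.5 embryo 3, where 13 of 23 cells had the gene, and 69.8% for Sox2 in an embryo of 3 cells. Each of the cells with the most counts was labelled single.

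Endoderm genes were present in E6.5 epiblast-like cells. The list of endoderm markers was written before the test, and most of it came from Table S1 and so from these cells. Of its 28 genes, 16 were used. These 16 genes were kept for a high level in endoderm-like cells and a low level in E5.5 epiblast-like cells. Their level in epiblast-like cells was 7.55% (median) of that in endoderm-like cells at E6.5, between 3.34 and 12.3%, and all 16 genes lay within 3-fold of the median. At E5.5 it was 0.202%. Spink3 was at 726 CPM in E6.5 epiblast-like cells, 7125 in endoderm-like cells and 2.15 in E5.5 epiblast-like cells, Ttr at 378, 3779 and 4.18, and Apoa1, chosen after its values were seen, at 331, 3941 and 6.47. At least 5 of the 16 genes were found in 95.5% of the 178 E6.5 epiblast-like cells, against 4.25% at E5.5. Low values at E5.5 are part of how the 16 genes were chosen. The contrast with E5.5 therefore cannot tell whether endoderm RNA in epiblast-like cells was new at E6.5. The share differed between embryos, from 1.89 to 14.6% in the 11 with at least 4 epiblast-like cells. The 12 per-embryo sums used for levels also include embryo 2, with 3 cells. Among them the highest level was 5432 CPM for Spink3 and 3750 for Ttr, against 7125 and 3779 in endoderm-like cells. Misplaced endoderm cells are therefore not excluded for a sum with such levels. In streak-like cells, 24 of 25 from a single embryo, the share was 23.3%, against 4.22% in the 4 epiblast-like cells of that embryo. Without the 17 cells with the highest levels the share was still 5.67%, so a few misplaced cells, or endoderm cells picked together with an epiblast cell, do not account for it. A like share over the 16 genes (7.55%) could come from RNA of endoderm cells carried into other libraries during dissociation, which could raise Cer1, Spink3 and Ttr at E6.5. Gata6 was in streak-like cells at 86.5% of its endoderm-like level, more than 3 times the median of the 16 genes there, so carry-over does not make all of it. Gata4 was at 42.2%, above each of the 16 (4.27 to 35.6%) but within 3 times their median, which leaves carry-over open for it. The unequal shares between embryos and between classes were not explained, and expression of these genes by the cells themselves remains open.

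A cluster of 26 E5.5 cells held 24 labelled double. Of the doublets of embryos other than embryo 9, 13 of 43 (30.2%) were in it, and 0 of the 15 single cells of embryo 9, so picking of double cells is a candidate explanation.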

How the results depend on the processing

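Settings with uncorrected distances over genes chosen after the correction, with genes chosen within embryos and no correction, plates P1 to P3 alone, cells without a plate name alone, embryos shared with the endoderm comparison, the late genes alone and the scaling or choice of cells in principal components were chosen only after the result was seen.

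Of the settings of the larger results, 166 were counted as the same, 34 as moved, 4 as reversed, 5 as weaker and 1 as stronger. A tested result counts as the same if it keeps its direction and its side of p = 0.05, a number of genes if it stays within 1.5 times, and other values if they move by less than 1 SD between embryos, so large changes are among these. The E3.5 to E4.5 difference of distances fell to 0.0258 with the same genes and the BMP difference of the streak from 0.35 to 0.01 with a pseudocount of 10, and both were counted as the same, as was a streak gene count that shares no gene with the main one. The cause was not tested unless a value is given for it.

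Ward clustering kept the class of 83 cells at E4.5, 259 at E5.5 (where it gave no endoderm-like class) and 235 at E6.5, and clustering all cells into 8 clusters kept 183 at E6.5.

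At E4.5 the 806 genes became 1550 with DESeq2, 293 with a test against the log2 limit, 421 with Ward classes and 883 with embryos as a paired block. Leaving out single embryos gave 681 to 775 and the other alternatives 737 to 1063. For the primitive streak, the 6 genes became 1 with DESeq2 and 6 with sums of at least 1 cell (2 streak sums), none of them among the main 6, and 3 without cells titled E6.75, and 3 to 5 with single embryos left out (3 without the first E6.75 embryo). The 125 genes between the E6.5 epiblast-like classes became 381 with DESeq2, 16 with a test against the log2 limit, 13 without cells titled E6.75 and 10 in embryos shared with the endoderm comparison. Leaving out single embryos gave 44 to 199, with 199 without embryo 9, 57 and 61 without the first and second E6.75 embryo, and 54 and 44 without the first and second of the other embryos without a plate name.

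Between stages, a test against the log2 limit gave 1701, 458 and 402 genes, and the plate as a batch term 37, 27 and 21, although few plate names recur between stages (none between E3.5 and E4.5). Without a filter on low counts, 2615 genes passed between E5.5 and E6.5.

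The E3.5 to E4.5 difference of distances was 0.00710 without batch correction (p = 0.8286), 0.0534 with equal numbers of cells (p = 0.0667, the smallest that 2 and 4 embryos allow) and 0.0155 with genes chosen within embryos (p = 0.686, exact permutation tests, two-sided), and 0.0513 to 0.0881 with single embryos left out. The E6.5 to E5.5 difference reversed to -0.0184 with the same genes (p = 0.0129) and to -0.0250 with cells without a plate name alone (p = 0.0505, exact permutation tests, two-sided). The streak-like difference was -0.0900 without batch correction and -0.0519 against cells without a plate name, where 1 embryo against 4 cannot give a p under 0.2. The cell-cycle difference between E6.5 and E5.5 was -0.0308 in single cells (p = 0.00350) and reversed to 0.00293 with genes of at least 10 CPM (p = 0.778, exact permutation tests, two-sided).

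The epiblast share was 24.9% at E3.5, 84.8% in E4.5 epiblast-like and 12.3% in PrE-like cells with late genes alone, 72.7% and 25.8% at E4.5 with 1 count as the level, and 66.3% and 33.5% with all genes of Table S2. With a pseudocount of 10, the streak-like difference was 0.30 for FGFR, 0.50 for Wnt and 1.18 for Nodal genes. The FGFR rise from E3.5 to E6.5 had an adjusted p of 0.0670 in single cells (difference 0.25) and 0.0799 with Ward classes (difference 0.16, exact permutation tests, Benjamini-Hochberg adjustment), within a range of 0.0372 to 0.0799 over its alternatives. In single cells the variability of Klf4 at E3.5 (distance to the median of genes of like level) reversed to -0.0137, and it was -0.163 for Nanog and 0.411 for Sall4 at E4.5.

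For single genes at E4.5, 90 settings were the same and 8 weaker. For the E6.5 epiblast-like pair they were 18 and 5. For the streak 385 were the same, 7 reversed, 2 stronger and 1 weaker. For the stages 233 were the same, 25 weaker, 1 stronger and 1 reversed. The reversed genes were Eid1 (-0.0391 with Ward classes, -0.40 with sums of at least 1 cell, -0.0300 to 0.182 with single embryos left out) and Lefty1 from E4.5 to E5.5 (-0.20 with Ward classes).

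Alternatives that use X-chromosome genes were not run. A paired block was not fitted for the primitive streak or the E6.5 epiblast-like pair, since too few embryos hold both classes.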

Differences from the paper's values

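The paper's fold changes took cells as replicates and those here embryos, and the CPM scaling in principal components and the comparison of Eid1 with cells without a plate name were chosen only after the result was seen.

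The second principal component carried 3.62% of the variance here and about 2.1% in Fig. 1B (read by eye). With CPM in place of log2 values it was 2.17%, a setting chosen after the data were seen.

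For Nanog, the paper's log2 fold change between PrE and epiblast at E4.5 is -6.35, and here it was -2.48. It is -4.31 and here -3.31 for Esrrb, -10.05 and here -3.74 for Fgf4, and -4.04 and here -2.94 for Sox2. All of these are lower in PrE in both. Ward classes, an alternative written before the data were examined, bring all 4 genes within the standard errors of both (-6.66 for Nanog, -9.94 for Fgf4 and -4.12 for Sox2), and no other of the 14 alternatives does so for Nanog, Fgf4 and Sox2. Esrrb also comes within it with the embryos as a paired block, with clustering on other chromosomes, without embryo 1 and without embryo 3, and differs in the other 9. Ward classes in turn move the PrE genes Sox17 and Gata6 away from the paper's values, from which they do not differ in the main classes. For Sox17 no other of the 14 alternatives does so, and Gata6 differs in 3 of the 14.

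For the primitive streak, the paper's log2 fold changes are 1.41 for T, 1.98 for Snai1, 2.08 for Mesp1 and 3.33 for Mesp2, and here they were 3.77, 5.32, 7.29 and 9.57, all higher in the streak in both. For T, sums of at least 1 cell reach the paper's value within the standard errors of both (2.92) and the other 20 of 21 alternatives do not. For Snai1 and Mesp1 none of 21 alternatives does and for Mesp2 none of 20, all of them written before the data were examined.

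The paper names Nanog as variably expressed at E4.5, where its variability was at percentile 46.5 of genes here. It names Eid1 among genes higher in the primitive streak, where the log2 fold change was 0.02 here with 5 of 12 epiblast-like sums above the streak, and 0.70 against cells without a plate name. The paper states that the annotation at picking excludes doublets among the E4.5 cells with genes of both lineages, while 10 of the 23 cells chosen here by Nanog, Sox2, Gata6 and Sox17 are labelled double, although the set is not the study's.

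The medians per cell of Suz12, Ezh2 and Jarid2 were 89.7, 247 and 201 CPM in cells of plates P1 to P3 and 80.3, 202 and 149 in cells without a plate name. They come nearest to those of Fig. 5 (read by eye) if its Epiblast 1 is taken as the cells without a plate name, the reverse of the numbering by the markers of Table S1, a pairing chosen after the values were seen. The text gives 382 epiblast and 689 PrE genes over a log2 fold change of 2, and Table S2 lists 480 and 1173.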

Other observations

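The comparisons of Pou5f1 and of Suz12, Ezh2 and Jarid2 with cells without a plate name, the tests of distances by genes chosen within each embryo, by plates P1 to P3 alone, by cells without a plate name alone and by uncorrected values over corrected genes, and the test of E3.5 single cells were chosen only after the result was seen. Thinned counts and the same genes for 2 classes were planned as alternatives, and were chosen as tests of an explanation only after the result was seen.

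The differences between the E6.5 epiblast-like classes followed the library batch. Of 124 genes past the limits that were also tested in endoderm-like cells, 96.8% differed in the same direction between endoderm-like cells of the plates and those without a plate name, where 60.4% of all genes did. The median log2 difference was 1.45 there and 1.601 in epiblast-like cells. Both endoderm-like sums without a plate name were titled E6.75, so batch and titled age go together in that comparison. The shared direction (96.8%) could come from a batch or age effect shared by tissues, while RNA of endoderm cells in epiblast libraries could raise the share as well. Without the cells titled E6.75, 125 of 125 genes kept their direction, with a median log2 difference of 1.72, and 13 genes passed between cells of the same titled age, all of them among the 125. The 125 genes had been chosen with these embryos among the samples. The titled age alone therefore does not make the difference, while an age that the titles do not give was not tested. Cells of both epiblast classes on the same plate would separate these.

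For Pou5f1, the higher level in the streak may come from the batch, since against epiblast-like sums without a plate name the log2 fold change was 0.17, although 2 of these 4 embryos are titled E6.75 and could be a batch of their own. The epiblast-like cells of the streak-like embryo itself were at 1565 CPM, against 1210 in the streak. The lower levels of Suz12, Ezh2 and Jarid2 may come from it in part, as their median log2 fold change was -0.36 in the same comparison.

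The lower distance of streak-like cells was -0.127 from that of epiblast-like cells with counts thinned to equal depth and -0.143 with genes chosen within each embryo, so neither depth nor the choice of genes accounts for it. Whether the number of genes detected at equal depth plays a part cannot be told. It was 9339 in streak-like cells, more than in any epiblast-like embryo, and epiblast-like embryos without a plate name had more genes (7633 to 8553) than those of the plates (4991 to 6081.5). The former had the higher distances over the variable genes of the joined class (0.548 to 0.586 against 0.469 to 0.541, thinned) but most of them the lower ones over genes chosen within each embryo (0.437 to 0.517 against 0.513 to 0.581), so the order depends on the choice of genes. Streak-like cells from more embryos and from a second batch would test this.

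For the embryos of plates P1 to P3, the higher distance of E6.5 than E5.5 epiblast-like cells did not come from joining batches, as it was 0.0799 with those plates alone. For the 4 embryos without a plate name it may come from joining, since these were at 0.537 to 0.578 in the joined class and the difference was -0.0250 with them alone (p = 0.0505, exact permutation test, two-sided). In the joined class it may also come from the different variable genes of the 2 stages, since it was -0.0184 with the same genes. The E3.5 to E4.5 difference was 0.0395 (p = 0.0190, exact permutation test, two-sided) with uncorrected values of the same genes, so the corrected values alone do not make all of it. The choice of genes may carry part of it, as it was 0.00710 with genes also chosen from uncorrected values and 0.0258 with the same genes for both classes (p = 0.0238, exact permutation test, two-sided).

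Doublets do not make the share of E3.5 cells with genes of both lineages, which was 84.0% as a mean of embryos in single cells (76 of the 90 cells). The drop to E4.5 was 64.3 points without doublets, but doublets can only add such cells and more of them were at E4.5, so this value decides nothing. Among the E4.5 cells with both, 43.5% were labelled double against 34.1% of the other cells, so most of them were not.

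In random regroupings of the per-embryo sums, the largest other count was 0 genes at E4.5 and 3 between the E6.5 epiblast-like classes, and only 1 of 100 groupings, the real one, reached the real count in both. The same held for the 3 steps between stages, where 1 of 100 groupings did so, with stages fitted alone (1387, 2052 and 1292 genes) and at most 3 genes in other groupings. Among the 16 groupings at E4.5 that part every pair of classes, 1 reached the real count, and this number of groupings cannot give a share under 0.05. The E4.5 classes and the E6.5 epiblast-like classes were made by clustering these same cells. Regroupings that mix them had to give fewer genes, so these counts are not independent evidence that the classes differ.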
